# Let-7 enhances murine anti-tumor CD8 T cell responses by promoting memory and antagonizing terminal differentiation

**DOI:** 10.1038/s41467-023-40959-7

**Published:** 2023-09-11

**Authors:** Alexandria C. Wells, Kaito A. Hioki, Constance C. Angelou, Adam C. Lynch, Xueting Liang, Daniel J. Ryan, Iris Thesmar, Saule Zhanybekova, Saulius Zuklys, Jacob Ullom, Agnes Cheong, Jesse Mager, Georg A. Hollander, Elena L. Pobezinskaya, Leonid A. Pobezinsky

**Keywords:** Lymphocyte differentiation, miRNA in immune cells, Immunosurveillance, CD8-positive T cells

## Abstract

The success of the CD8 T cell-mediated immune response against infections and tumors depends on the formation of a long-lived memory pool, and the protection of effector cells from exhaustion. The advent of checkpoint blockade therapy has significantly improved anti-tumor therapeutic outcomes by reversing CD8 T cell exhaustion, but fails to generate effector cells with memory potential. Here, using in vivo mouse models, we show that let-7 miRNAs determine CD8 T cell fate, where maintenance of let-7 expression during early cell activation results in memory CD8 T cell formation and tumor clearance. Conversely, let-7-deficiency promotes the generation of a terminal effector population that becomes vulnerable to exhaustion and cell death in immunosuppressive environments and fails to reject tumors. Mechanistically, let-7 restrains metabolic changes that occur during T cell activation through the inhibition of the PI3K/AKT/mTOR signaling pathway and production of reactive oxygen species, potent drivers of terminal differentiation and exhaustion. Thus, our results reveal a role for let-7 in the time-sensitive support of memory formation and the protection of effector cells from exhaustion. Overall, our data suggest a strategy in developing next-generation immunotherapies by preserving the multipotency of effector cells rather than enhancing the efficacy of differentiation.

## Abstract (web summary)

Effective CD8^+^ T cell immunity requires the generation of a long-lived memory pool and the maintenance of a non-exhausted effector T cell pool. The implementation of immune checkpoint blockade can reduced levels of exhaustion but lacks the ability to support memory formation in the effector pool. Here the authors suggest a role for Let-7 in the enhancement of the anti-tumor CD8^+^ T cell response by supporting memory via modulation of metabolic and differentiation state.

## Introduction

After antigen stimulation, naive CD8 T cells rapidly differentiate into effector cells, cytotoxic T lymphocytes (CTLs), the majority of which die upon antigen clearance, while surviving cells differentiate into highly protective, long-lived memory cells^1^. In addition to effector cytokines, CTLs express and store cytotoxic molecules such as perforin, granulysin (in humans) and granzymes in lytic granules, the secretion of which is triggered by the recognition of target host cells, and leads to the induction of their programed cell death^2–5^. In certain pathological conditions, such as chronic infection and cancer, CTLs acquire “an exhausted state”, marked by the gradual loss of effector function, cytokine expression and cytotoxic potency^6–8^. With the exception of a subpopulation of precursors, exhausted CTLs are terminally differentiated cells and have definitive epigenetic and transcriptional signatures. Current immunotherapies for cancer treatment are focused on strengthening the cytotoxic function of CTLs by preventing or reversing the exhausted state of effector cells via blockade of immunosuppressive ligand-receptor interactions in the tumor microenvironment. Specifically, it has been shown that the multipotent precursors of terminal effector cells are the most responsive to this treatment and can differentiate into effector CTLs, while terminally differentiated exhausted cells are not rescued and fail to mount productive responses^9–11^. Furthermore, recent reports suggest that the less differentiated precursors of CTLs, which still retain memory potential, elicit the most efficient anti-tumor immune responses and are critical for the success of immunotherapies^9,12–16^. Therefore, the molecular mechanisms that regulate these processes are the subject of intensive research^17–20^.

The let-7 miRNAs are an evolutionarily conserved large family of non-coding RNAs that are expressed in naive T cells^21–23^. Upon antigen stimulation, T cells quickly downregulate let-7 expression, which promotes proliferation and differentiation of activated T cells into effector lymphocyte subsets^24,25^. In CD8 T cells, lin28-mediated let-7 deficiency leads to enhanced cytotoxic activity of lin28Tg CTLs in vitro, whereas let-7 overexpression restricts this activity^25^. Here, we demonstrate the impact of let-7 miRNAs on the fate of CD8 T cells in vivo, where let-7 promotes formation of memory cells, while antagonizing terminal differentiation of effector CD8 T cells. Mechanistically, we found that let-7 inhibits mTOR activation, which is critical for production of reactive oxygen species (ROS) to drive terminal differentiation of activated CD8 T cells. This work also provides insight into the temporal requirements of this molecular mechanism, and may ultimately inform approaches for enhancing current immunotherapeutic strategies.

## Results

### Let-7 supports anti-tumor CTL activity and drives changes in the transcriptome

Let-7-deficient (lin28Tg) CTLs exhibited superior cytotoxic function in vitro^25^. We therefore hypothesized that lin28Tg CTLs should augment anti-tumor immunity in vivo^26^. To test the function of lin28Tg CTLs in anti-tumor responses, B16F10 mouse melanoma cells were genetically engineered to co-express a GFP reporter and the gp33-41 peptide (Supplementary Fig. 1a, referred to as B16^gp33^) from the lymphocytic choriomeningitis virus (LCMV), such that tumor-specific lysis can be assessed using P14 T cell receptor transgenic CD8 T cells which recognize the gp33-41 peptide in the context of the D^b^ molecule^27^. P14 CTLs generated from wild type (WT), lin28Tg, or let-7Tg mice lysed B16^gp33^ cells in vitro with different efficiencies, as previously reported^25^ (Supplementary Fig. 1b), confirming the inhibitory effect of let-7 miRNAs on the cytotoxic function of CTLs. However, upon adoptive transfer into B16^gp33^ tumor-bearing mice, the same in vitro-generated lin28Tg CTLs failed to control tumor growth. Rather, let-7Tg CTLs provided the most robust tumor protection in vivo, where mice which received let-7Tg CTLs were the sole survivors of the study (Fig. 1a, b and Supplementary Fig. 1c). Importantly, tumors that did grow in mice injected with let-7Tg CTLs were GFP-, indicating that outgrowth was due to a loss of gp33 expression (Supplementary Fig. 1d). These results demonstrate that overexpression of let-7, rather than let-7-deficiency, enhances tumor rejection, despite opposing efficacy in vitro.

**Fig. 1:**
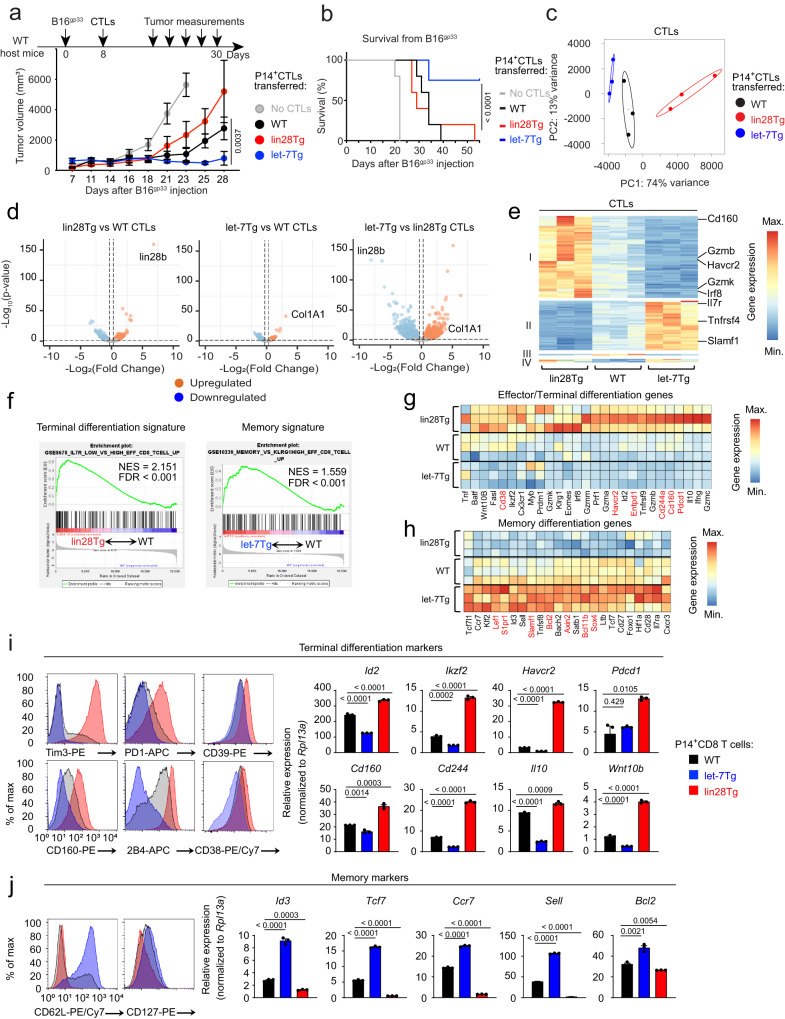
Let-7 promotes CTL anti-tumor response and changes the expression of key genes involved in CD8 T cell differentiation. **a**, **b** Experimental design (**a**, top), tumor growth curves (**a**, bottom) and Kaplan–Meier survival curves (**b**) of WT mice s.c. injected with B16^gp33^ tumor cells and adoptively transferred with P14^+^ CTLs from either WT (*n* = 5), lin28Tg (*n* = 5) or let-7Tg (*n* = 4) mice. Gray color represents control group that received no CTLs (*n* = 5). **c**–**h**, RNA-seq of day 5 P14^+^ CTLs from either WT, lin28Tg or let-7Tg mice. Data are from one RNA-seq analysis comprised of three biological replicates per group. **c** Principal component (PC) analysis of all differentially expressed genes (DEGs). **d** Volcano plots of all upregulated and downregulated DEGs in lin28Tg (left) and let-7Tg (middle) CTLs in comparison to WT CTLs and let-7Tg in comparison to lin28Tg CTLs (right). **e** Cluster analysis of top 177 upregulated and downregulated DEGs. **f** Enrichment for terminal differentiation signature genes in lin28Tg P14^+^ CTLs and memory signature genes in let-7Tg P14^+^ CTLs. FDR false discovery rate, NES normalized enrichment score. **g**, **h** Heatmap of terminal differentiation genes (**g**) and memory differentiation genes (**h**) in P14^+^ CTLs. Red color represents the genes for inhibitory receptors (**g**) and stem cell signature genes (**h**). **i**, **j** FACS of the expression of proteins (left) and quantitative RT-PCR analysis of the expression of genes (right) involved in terminal differentiation (**i**) or memory formation (**j**) in WT, let-7Tg, and Lin28Tg CTLs. Data **i**, **j** are the means ± s.e.m. of technical triplicates; *P-*values were determined using a two-tailed unpaired Student’s *t*-test (**i**, **j**), two-way ANOVA with Sidak’s multiple comparison test (**a**) and log-rank Mantel-Cox test (**b**). Data represent two (**a**, **b**) or three (**i**, **j**) independent experiments. Source data for **a**, **b**, **i**, **j** are provided as a Source Data file.

To address the emergent paradox between the in vitro and in vivo performance of lin28Tg and let-7Tg CTLs, the transcriptomes of in vitro-generated CTLs were analyzed. 

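RNA from P14 CTLs of WT, lin28Tg and let-7Tg mice was sequenced in 9 libraries, 3 biological replicates per genotype. P14 T cells carry a transgenic T cell receptor for the gp33 peptide of LCMV. The Lin28 protein of lin28Tg mice blocks the maturation of let-7 miRNAs, and let-7Tg mice carry a let-7g transgene that doxycycline induces. Cells were stimulated with irradiated splenocytes and anti-CD3 antibody at 2 μg/ml, IL-2 was added at 100 U/ml, doxycycline was used at 2 μg/ml, and the CTLs were taken on day 5. The authors aligned the reads with TopHat, counted them per gene with HTSeq and deposited the level of each gene in each library as FPKM, fragments per kilobase of gene scaled to the mapped fragments of the library. FPKM corrects for gene length and for the total of a library, but not for differences in composition between libraries. The counts behind the FPKM values were recovered, since all values of a library are whole multiples of a unit set by the gene's length and the library's total. WT libraries held 18438313 to 18848045 counted reads (median 18747458), lin28Tg libraries 19256940 to 22195674 (median 21067321) and let-7Tg libraries 19583949 to 22647839 (median 19768962). The 10 most abundant genes took between 4.55% and 6.83% of the reads of a library. The FPKM values were scaled between the 9 libraries by a trimmed mean of log ratios and compared in one model with limma on log2(FPKM + 0.5). Tested genes had the equivalent of 10 reads at the median depth in at least 3 libraries and at least 15 reads over the 9 libraries, which 13030 of 35275 genes met. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05, the authors' threshold, without a minimum fold change. The choices that could change these numbers are the scaling, the filter on low reads, the pseudocount of 0.5 FPKM and the treatment of libraries that carry the same replicate number.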

Principle component analysis highlighted distinct differences in the transcriptional profiles of P14 CTL populations from lin28Tg, let-7Tg and WT mice, where principal component 1 (PC1) and PC2 accounted for most of the total variance, 74% and 13%, respectively (Fig. 1c). 

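Principal components were computed on recovered reads, scaled between libraries, of the 2825 genes called in at least 1 of the 3 comparisons between genotypes. The values were centered but neither logged nor scaled per gene. PC1 held 89.1% of the variance, PC2 5.8% and PC3 2.2%. On PC1 the let-7Tg libraries lay at one end, the WT libraries in the middle and the lin28Tg libraries at the other end, and no group overlapped another. On PC2 only the WT and let-7Tg libraries were apart. The choice of genes moved these shares most. With all 13030 tested genes in place of the called ones, PC1 held 71.6% and PC2 15.1%, and with log2 values of all tested genes 52.7% and 19.7%. The called genes were selected for a difference between the genotypes, so that groups separate on them by construction.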

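Distances between libraries were therefore measured over all 13030 tested genes, which no comparison of genotypes had selected, as Euclidean distances of log2 values. On average WT libraries lay 62.6 from lin28Tg libraries and 53.7 from let-7Tg libraries, and the lin28Tg and let-7Tg libraries lay 82.1 apart. Replicates of one genotype were 49.6 apart for WT, 46.6 for lin28Tg and 45.3 for let-7Tg CTLs. The ratio of the variation between genotypes to that within them, a pseudo-F of 4.01, was reached by 2 of the 280 ways to divide 9 libraries into 3 groups of 3 (one-sided exact permutation test, p = 0.00714, where the smallest possible p is 0.00357). The test takes the 3 genotypes together, since 3 libraries against 3 cannot give a p below 0.1.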

All the populations were significantly separated, with let-7Tg and lin28Tg cells distinctly clustered from the WT population, suggesting that indeed, let-7 expression alters the CTL transcriptome. By comparing P14 let-7Tg and lin28Tg CTLs with P14 WT CTLs, we identified 1378 differentially expressed genes (DEGs), where 216 genes were downregulated and 286 genes were upregulated in let-7Tg CTLs, while in lin28Tg CTLs 448 genes were downregulated and 428 were upregulated (Fig. 1d). 

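In the deposited FPKM values, 566 genes differed between lin28Tg and WT CTLs, 265 with higher and 301 with lower levels in lin28Tg CTLs. Between let-7Tg and WT CTLs 121 genes differed, 75 with higher and 46 with lower levels in let-7Tg CTLs. At an unadjusted p under 0.05 the counts were 2549 and 1640. The direct comparison of lin28Tg with let-7Tg CTLs called 2812 genes, 1413 higher and 1399 lower in lin28Tg CTLs. The median size of the log2 fold change of the DEGs was 0.94 for lin28Tg and 1.07 for let-7Tg CTLs. In all 566 and all 121 DEGs the 3 values of one genotype lay outside the range of the other 3, which held for 23.8% and 16.7% of all tested genes and holds for 10% by chance. The authors' deposited DESeq2 comparisons hold 876 DEGs for lin28Tg and 502 for let-7Tg CTLs against WT, which are the paper's counts. Of these DEGs, 873 (lin28Tg) and 501 (let-7Tg) were tested, every one changed in the same direction, and 504 and 115 were also called. A model with a replicate block, in which the 3 libraries with the same replicate number share a term, raised these counts most, to 1752 DEGs for lin28Tg, 528 for let-7Tg and 4732 for the direct comparison. With only the 6 libraries compared in the model, the counts against WT were 223 for lin28Tg and 1 for let-7Tg. Single libraries also weighed on the counts. The lin28Tg count lay between 152 without lin28Tg replicate 3 and 606 without lin28Tg replicate 1. The let-7Tg count lay between 2 without let-7Tg replicate 2 and 314 without WT replicate 3, and the direct count between 1658 without let-7Tg replicate 1 and 2832 without let-7Tg replicate 3. Without scaling between libraries, a setting added after the data were seen, 72.4% in place of 62.0% of the let-7Tg DEGs were higher than in WT, and 35.0% in place of 50.2% of the genes called in the direct comparison were higher in lin28Tg CTLs.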

The most differentially expressed genes in these data sets were lin28 and Col1A1 (a gene in the locus of which let-7Tg is inserted)^28^, in lin28Tg and let-7Tg CTLs, respectively, confirming sample identities. 

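In the files lin28 is Lin28b (ENSMUSG00000063804, chromosome 10, 45376620 to 45486395), with positions on GRCm38. It reached 19.4 ± 4.7 FPKM (mean ± SD, n = 3) in lin28Tg CTLs, and no read was counted on it in the 3 WT libraries. Taking 3 reads as the most that a count of 0 allows, which corresponds to 0.0297 FPKM here, its level was at least 653-fold higher in lin28Tg CTLs. Its adjusted p of 2.33e-06 was the smallest of that comparison, and its log2 fold change of 5.34, which the pseudocount limits, was the second largest. In let-7Tg CTLs it stayed at 0.0144 ± 0.00873 FPKM. Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) reached 13.3 ± 4.36 FPKM in let-7Tg CTLs against 0.27 ± 0.166 FPKM in WT CTLs (log2 fold change 4.09, SE 0.35, adjusted p = 0.00653), the smallest p and the second largest fold change of that comparison. Its level in lin28Tg CTLs, 0.705 ± 0.474 FPKM, did not differ from WT beyond the spread of replicates (adjusted p = 0.378). At 12 h of activation 19 of the 235 genes tested within 10 Mb of Col1a1, Col1a1 among them, were called between let-7Tg and WT cells, against 377 of 12004 elsewhere.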

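A gene was taken as changed across the groups when it was called both between lin28Tg and WT CTLs and between let-7Tg and WT CTLs. These were 34 genes, of which 17 were higher in lin28Tg and lower in let-7Tg CTLs, 15 were lower in lin28Tg and higher in let-7Tg CTLs, 1 was lower in both and 1 higher in both. The 32 genes with opposite changes made up 94.1% of them. In 20 simulations of unchanged groups that share the WT libraries, no gene was called in opposite directions. At an unadjusted p under 0.05 in both comparisons, 615 genes changed in opposite directions and 50 in the same direction. With the replicate block, 217 genes were called in opposite directions and 15 in the same direction. The count of genes with opposite changes depended on single libraries, from 0 without WT replicate 1 (468 at the unadjusted p) to 58 without WT replicate 3. Of the 177 clustered genes in the authors' Supplementary Data 1, all were tested and all changed in the 2 listed directions. Among them 32 were called against WT in both genotypes, 114 in lin28Tg CTLs, 45 in let-7Tg CTLs and 168 between lin28Tg and let-7Tg CTLs. That list was chosen on these libraries and is not independent evidence.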

We identified and clustered 177 DEGs, which were significantly differentially expressed across the sample groups (Fig. 1e, Supplementary data 1). To identify the transcriptional programs that are regulated by let-7 miRNAs in CTLs, we focused on two main clusters: cluster−1 contained the genes that were suppressed by let-7, while cluster-2 comprised the genes that were induced in the presence of let-7 (Fig. 1e). 

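Of the 98 genes that Supplementary Data 1 places in cluster-1, 64 were called between lin28Tg and WT CTLs, 25 between let-7Tg and WT CTLs, 17 in both and all 98 between lin28Tg and let-7Tg CTLs. For the 70 genes of cluster-2 the counts were 46, 17, 13 and 70. Across all 13030 tested genes, which are not independent replicates, the fold changes of lin28Tg and let-7Tg CTLs against WT had a Pearson correlation of -0.416 and a Spearman correlation of -0.349. Both share the WT libraries, and unchanged groups simulated with that shared control gave 0.498 on average (range 0.43 to 0.541). The DEGs with the smallest adjusted p in each direction, chosen after their values were seen, included Cd247 (ENSMUSG00000005763, chromosome 1, 165788681 to 165877277), which encodes the CD3 zeta chain. Its level was 292 ± 27 FPKM in lin28Tg, 81.7 ± 2.35 FPKM in WT and 94.9 ± 5.87 FPKM in let-7Tg CTLs (log2 fold change 1.88, SE 0.08, adjusted p = 1.19e-05 for lin28Tg). Lgals3 (ENSMUSG00000050335, chromosome 14, 47367751 to 47386160) rose from 90.1 ± 5.97 FPKM in WT to 521 ± 94 FPKM in lin28Tg CTLs (log2 fold change 2.57, SE 0.16, adjusted p = 2.02e-04). Dapl1 (ENSMUSG00000026989, chromosome 2, 59484653 to 59505020) was at least 67.3-fold lower in lin28Tg than in WT CTLs, where it reached 15.7 ± 7.03 FPKM (adjusted p = 2.17e-04), and stood at 43.9 ± 6.94 FPKM in let-7Tg CTLs. In let-7Tg CTLs, Ecm1 (ENSMUSG00000028108, chromosome 3, 95734147 to 95739569) was at 45.7 ± 22.5 FPKM against 3.58 ± 0.585 FPKM in WT (adjusted p = 0.0142), and Eif4ebp1 (ENSMUSG00000031490, chromosome 8, 27260329 to 27276674) at 40.1 ± 3.51 FPKM against 80 ± 8.19 FPKM (adjusted p = 0.00653).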

We noticed that these clusters contained key genes related to distinct lineages of differentiated CD8 T cells. 

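The terminal differentiation signature, the 186 genes drawn in Supplementary Fig. 2a, was tested as a set with camera in limma at its preset inter-gene correlation of 0.01, and p values were adjusted over the 18 signature tests of the 3 stages. The caption of that figure calls the drawn genes differentially expressed in these CTLs. A choice of genes on the same libraries is therefore not excluded, and a shift of the set may owe something to it. Of its 165 tested genes 102 were higher in lin28Tg than in WT CTLs (median log2 fold change 0.08), 21 of them called higher and 3 called lower, and the set was shifted upward at an adjusted p of 0.00158. Between let-7Tg and WT CTLs 83 of its genes were higher and 82 lower, with no shift (adjusted p = 0.853). Between lin28Tg and let-7Tg CTLs 91 were higher and 74 lower (adjusted p = 0.055, but called in 4 of the 6 fits that leave out 1 library, with 0.0311 without lin28Tg replicate 2 and up to 0.215 without let-7Tg replicate 3). The rotation test fry called the shift between lin28Tg and WT (adjusted p = 0.0159) and also that between lin28Tg and let-7Tg (adjusted p = 0.0163), whereas camera with the correlation estimated from the data, the alternative that moved the result most, called none of the 6 signature tests of day 5 CTLs (0 also at an unadjusted p under 0.05) and gave 0.296 for lin28Tg against WT. Preranked enrichment with fgsea, on signed p values and on fold changes, gave adjusted p values of 3.02e-09 and 3.81e-08 for lin28Tg against WT (range over the alternatives 3.02e-09 to 0.296), 1.64e-04 and 8.32e-05 for lin28Tg against let-7Tg (range 8.32e-05 to 0.344), and 0.503 and 0.429 for let-7Tg against WT (range 0.224 to 0.957). As a limit from the small groups, 3 of the 10 ways to divide the 6 lin28Tg and WT libraries into 3 and 3, the true one included, gave a camera p as small as the true one.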

In fact, gene set enrichment analysis (GSEA) revealed that lin28Tg CTLs expressed an effector gene signature that was entirely suppressed in let-7Tg CTLs (Fig. 1f-left panel and Supplementary Fig. 2a). Conversely, let-7Tg CTLs had a very pronounced memory signature that was absent in lin28Tg CTLs (Fig. 1f-right panel and Supplementary Fig. 2b). Specifically, lin28Tg CTLs expressed genes consistent with the terminally differentiated state (Fig. 1g) including transcription factors (*Eomes, Id2, Prdm1, Myb, Batf, Irf8 and Ikzf2*), effector molecules (*Infg, Prf1, Gzma, Gzmb, Gzmk, Gzmm, Tnf, Fasl, Il10 and Wnt10b)*, inhibitory receptors (*Entpd1, Havcr2, Pdcd1*, *Cd160 and Cd244a*, in red) and other well-known effector markers (*CX3CR1, Klrg1, Tnfrsf9*)^10,29–40^. 

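The memory signature held 164 genes drawn in Supplementary Fig. 2b, of which 124 were tested. The study gives this gene set different names in Fig. 1f and in its data availability statement, and its caption calls the drawn genes differentially expressed in these CTLs, so that a choice of genes on the same libraries is not excluded. Between let-7Tg and WT CTLs 67 were higher and 57 lower, and camera found no shift (adjusted p = 0.314). The result rested on single libraries, since without let-7Tg replicate 3 the adjusted p was 0.0494, whereas without let-7Tg replicate 1 it was 0.734. Preranked enrichment on fold changes gave a normalized enrichment score of 1.48 in let-7Tg CTLs (adjusted p = 0.0169), and on signed p values 1.18 (adjusted p = 0.17). Between lin28Tg and WT CTLs 71 of its genes were lower and 53 higher (adjusted p = 0.0457), which rose to 0.0862 without WT replicate 1. With fry the adjusted p was 0.0433 and with the estimated correlation 0.344. Between lin28Tg and let-7Tg CTLs 70 were lower and 54 higher, with an adjusted p of 0.0562 from camera, 0.0155 from fry and 0.0246 from camera without let-7Tg replicate 3. The 2 comparisons with WT pointed in opposite directions for 62.9% of the memory genes and 72.1% of the terminal differentiation genes, against 62.1% of all tested genes. Among the 10 divisions of the 6 let-7Tg and WT libraries, 7 gave a camera p for the memory signature as small as the true one.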

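Fig. 1g shows 27 terminal differentiation genes, and 26 of them were tested. All 26 had higher mean levels in lin28Tg than in WT CTLs, with a median log2 fold change of 1.19. Over all genes tested 8 of them were called, and adjusted over the list alone 21. With the replicate block 18 were called, without lin28Tg replicate 1 there were 11, and without WT replicate 1 there were 5. In let-7Tg CTLs 25 of the 26 were lower than in WT (median -0.76), 2 called over all genes and 12 adjusted over the list alone. The count over all genes was 11 with the replicate block, 7 without WT replicate 3 and 0 without WT replicate 1 (9 at an unadjusted p under 0.05). The study chose the list on these libraries, so that it is not independent evidence. Perforin, Prf1 (ENSMUSG00000037202, chromosome 10, 61297833 to 61304680), was at 243.8 ± 68.5 FPKM in lin28Tg, 21.5 ± 6.05 FPKM in WT and 14 ± 2.96 FPKM in let-7Tg CTLs (log2 fold change 3.53, SE 0.26, adjusted p = 7.29e-04 for lin28Tg against WT), and let-7Tg did not differ from WT (adjusted p = 0.355). Gzmb (ENSMUSG00000015437, chromosome 14, 56258838 to 56262260) was at 6190 ± 1940 FPKM, 2270 ± 112 FPKM and 1470 ± 219 FPKM in the same order (log2 fold change 1.46, SE 0.21, adjusted p = 0.00986). Gzmk (ENSMUSG00000042385, chromosome 13, 113171608 to 113225908) reached 16.1 ± 9.48 FPKM in lin28Tg and 0.781 ± 0.0667 FPKM in WT CTLs (adjusted p = 0.00636). Gzma (ENSMUSG00000023132, chromosome 13, 113093825 to 113100981) rose from 482 ± 354 FPKM in WT to 4910 ± 984 FPKM in lin28Tg CTLs, but its WT replicates varied so widely that the adjusted p was 0.0513 (0.00536 with the replicate block, in a range over the alternatives to 0.17). Ifng (ENSMUSG00000055170, chromosome 10, 118441046 to 118445892) was called in lin28Tg CTLs (adjusted p = 0.0171), though not without WT replicate 1 (0.0714). The call of Id2 (ENSMUSG00000020644, chromosome 12, 25093799 to 25097140) (adjusted p = 0.0395) was lost in 4 of the 6 fits that leave out 1 library, with up to 0.145 without lin28Tg replicate 2. Wnt10b (ENSMUSG00000022996, chromosome 15, 98770712 to 98778150) was called in both genotypes, with a log2 fold change of 1.61 in lin28Tg and -3.06 in let-7Tg CTLs (adjusted p = 0.0479 and 0.0233). The transcription factor genes Eomes (ENSMUSG00000032446, chromosome 9, 118478212 to 118486132), Prdm1 (ENSMUSG00000038151, chromosome 10, 44437177 to 44528501), Myb, Batf, Irf8 and Ikzf2 were not called in lin28Tg CTLs. Eomes was at 95.7 ± 40.2 FPKM in lin28Tg and 57.6 ± 10.3 FPKM in WT CTLs (adjusted p = 0.359), and was called with the replicate block (0.026, in a range to 0.705). Irf8 was called without lin28Tg replicate 1 (0.00593, in a range to 0.373). Tnf (ENSMUSG00000024401, chromosome 17, 35199381 to 35202007) was at 22.6 ± 18.6 FPKM in lin28Tg, 21.1 ± 10.7 FPKM in WT and 19.8 ± 9.99 FPKM in let-7Tg CTLs (adjusted p = 0.994 and 0.982). Klrg1 had too few reads to be tested, at most 24 in a lin28Tg library and 8 in a WT library.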

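Fig. 1h shows 23 memory genes. Between lin28Tg and WT CTLs 22 of them were lower in lin28Tg CTLs (median log2 fold change -1.0), 11 of them called over all genes and 19 adjusted over the list alone. The count over all genes was 18 with the replicate block, 13 without lin28Tg replicate 1 and 4 without WT replicate 1. In let-7Tg CTLs 22 of the 23 were higher than in WT, by a median log2 fold change of 0.42. Only Tcf7l1 was called over all genes, while 4 were called when adjusted over the list alone and 10 had an unadjusted p under 0.05. With the replicate block 5 were called, without WT replicate 3 there were 4, and in 5 of the 6 fits that leave out 1 library 0 (8 at the unadjusted p without WT replicate 1). These genes, too, were picked by the study on the same libraries and are not independent evidence. Tcf7 (ENSMUSG00000000782, chromosome 11, 52252371 to 52283014), which encodes TCF-1, was at 6.77 ± 3.33 FPKM in lin28Tg, 150 ± 29.6 FPKM in WT and 207 ± 34.7 FPKM in let-7Tg CTLs. It was lower in lin28Tg than in WT (log2 fold change -4.44, SE 0.35, adjusted p = 9.74e-04) and not different between let-7Tg and WT (log2 fold change 0.42, SE 0.35, adjusted p = 0.749). Ccr7 (ENSMUSG00000037944, chromosome 11, 99144196 to 99155077) was at 2.56 ± 0.53 FPKM, 36.5 ± 13.8 FPKM and 53.6 ± 12.1 FPKM in the same order (adjusted p = 0.00132 and 0.53). Klf2 (ENSMUSG00000055148, chromosome 8, 72319033 to 72321656), Bach2, Cxcr3 and Cd27 were called lower in lin28Tg CTLs, at adjusted p values of 0.0358, 0.0167, 0.0259 and 0.0156, whereas Lef1, Id3, S1pr1 and Cd28 were not called against WT in either genotype. The replicate block called Id3 in both genotypes (0.00438 in lin28Tg, in a range to 0.204, and 0.0375 in let-7Tg CTLs, in a range to 0.718), S1pr1 in lin28Tg (0.00637, in a range to 0.186) and Lef1 in let-7Tg CTLs (0.0312, in a range to 0.41). S1pr1 was also called without lin28Tg replicate 1, and Lef1 without WT replicate 3. Foxo1 (ENSMUSG00000044167, chromosome 3, 52268336 to 52353221) did not differ between any of the genotypes, at 14.4 ± 2.35 FPKM in lin28Tg, 17.3 ± 0.184 FPKM in WT and 17.3 ± 1.87 FPKM in let-7Tg CTLs. The call of Tcf7l1 (ENSMUSG00000055799, chromosome 6, 72626378 to 72789254) in let-7Tg CTLs (adjusted p = 0.0315, 0.91 ± 0.121 FPKM against 0.189 ± 0.0944 FPKM) was lost in 5 of the 6 fits without 1 library, with up to 0.163.

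**Figure D1:**
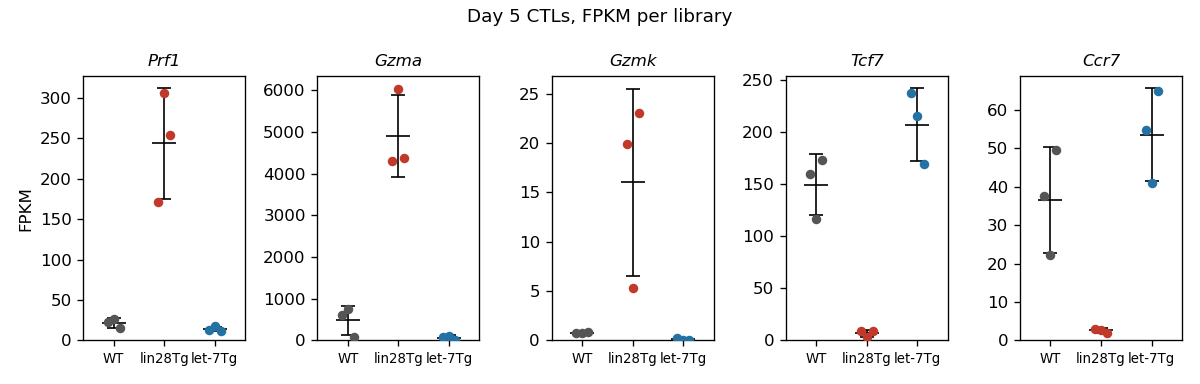
Levels of Prf1, Gzma, Gzmk, Tcf7 and Ccr7 in FPKM (vertical axes) in day 5 CTLs of the 3 genotypes (horizontal axes), each point 1 library, with the mean and SD of 3 libraries. Prf1 averages 243.8 FPKM in lin28Tg and 21.5 FPKM in WT CTLs, and Tcf7 averages 6.77 FPKM in lin28Tg and 150 FPKM in WT CTLs.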

On the contrary, let-7Tg CTLs expressed genes such as memory-specifying transcription factors (*Tcf7, Lef1, Foxo1, Id3, Bach2* and *Klf2*), cytokine and homing receptors (*Il7ra, Sell, Cxcr3, Ccr7 and S1pr1*), costimulatory receptors (*Cd27* and *Cd28*) and the survival factor *Bcl-2*^32,41–54^ (Fig. 1h). Furthermore, let-7Tg CTLs robustly upregulated genes associated with stem cell memory T cells (Fig. 1h, in red), a subpopulation of memory T cells characterized by enhanced homeostatic persistence, as well as a multipotent differentiation potential that facilitates the rapid generation of several protective memory and effector T cell populations^55,56^. 

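The 7 stem cell memory genes, drawn in red in Fig. 1h, are Lef1, S1pr1, Slamf1, Bcl2, Axin2, Bcl11b and Sox4. All 7 were higher in let-7Tg than in WT CTLs, by a median log2 fold change of 0.41. None was called over all genes, while 4 had an unadjusted p under 0.05 and the same 4 were called when adjusted over the list alone. Lef1 and Bcl2, that is 2, were called with the replicate block and also without WT replicate 3. All 7 were lower in lin28Tg than in WT CTLs (median -0.61), 3 of them called over all genes and 6 adjusted over the list alone. The 3 were 6 with the replicate block and 0 in 5 of the fits that leave out 1 library (6 at the unadjusted p without WT replicate 1). Slamf1 (ENSMUSG00000015316, chromosome 1, 171767127 to 171801184) went from 2.13 ± 0.644 FPKM in lin28Tg through 4.55 ± 0.351 FPKM in WT to 8.2 ± 0.549 FPKM in let-7Tg CTLs (adjusted p = 0.022 and 0.0877 against WT). Lef1 (ENSMUSG00000027985, chromosome 3, 131110471 to 131224356) had the largest rise in let-7Tg CTLs after S1pr1 and Slamf1, from 62.7 ± 9.69 FPKM to 95.9 ± 5.85 FPKM (adjusted p = 0.129). Between lin28Tg and let-7Tg CTLs all 7 were called, in the full set of libraries and in every fit that leaves out 1.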

Some of the key genes from both clusters were further validated on RNA and protein levels (Fig. 1i, j and Supplementary Fig. 3a, b, c), where only a few tested markers (CD27, CD28 and CXCR3 receptors) show no significant difference in surface expression. 

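Tnfrsf9 (ENSMUSG00000028965, chromosome 4, 150914562 to 150946102), which encodes 4-1BB, was at 652 ± 124 FPKM in lin28Tg, 316 ± 66.3 FPKM in WT and 166.3 ± 14.4 FPKM in let-7Tg CTLs, with no overlap between the 3 groups. It was higher in lin28Tg than in WT CTLs (log2 fold change 1.10, SE 0.17, adjusted p = 0.013), though not without lin28Tg replicate 3 (0.0561). In let-7Tg CTLs it was lower (log2 fold change -0.96, SE 0.17, adjusted p = 0.0452). That call was lost in 5 of the 6 fits that leave out 1 library, whose adjusted p ranged from 0.0167 without WT replicate 3 to 0.187, and other settings gave 0.0232 to 0.0938. Tnfrsf4 (ENSMUSG00000029075, chromosome 4, 156013843 to 156016612), which encodes OX40, ran the other way, at 12.2 ± 3.16 FPKM, 29.4 ± 6.14 FPKM and 61.9 ± 11.4 FPKM. It was lower in lin28Tg than in WT CTLs (log2 fold change -1.19, SE 0.21, adjusted p = 0.0182), a call lost in 4 of the 6 fits and at 0.0791 without lin28Tg replicate 3. In let-7Tg CTLs its log2 fold change of 1.01 was not called (adjusted p = 0.0649), except with the replicate block (0.0234).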

Of note, the expression of the costimulatory receptors 4-1BB (*Tnfrsf9*)^57^ and OX40R (*Tnfrsf4*) was also sensitive to the modulation of let-7 concentrations in CTLs (Fig. 1h and Supplementary Fig. 3a). 

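Gene ontology annotation was not among the available references, and the enrichment of ontology terms was not recomputed. Genes for survival of T cells are given here as measured. Bcl2 (ENSMUSG00000057329, chromosome 1, 106538178 to 106714274) was at 92.1 ± 2.14 FPKM in lin28Tg, 119 ± 14.9 FPKM in WT and 163.1 ± 6.44 FPKM in let-7Tg CTLs. Neither difference from WT was called (adjusted p = 0.16 and 0.128), except both with the replicate block (0.0364 and 0.0315, in ranges over the alternatives of 0.0364 to 0.324 and 0.0195 to 0.388) and that of let-7Tg without WT replicate 3 (0.0195), while lin28Tg and let-7Tg CTLs differed from each other (log2 fold change -0.71, SE 0.11, adjusted p = 0.00216). Il7r (ENSMUSG00000003882, chromosome 15, 9505788 to 9530176), the receptor chain for the survival cytokine IL-7, was at 8.76 ± 4.23 FPKM, 21.1 ± 3.99 FPKM and 53.7 ± 25.3 FPKM, called between lin28Tg and let-7Tg CTLs (adjusted p = 0.00559) and, against WT, only with the replicate block (0.0115 in lin28Tg, in a range to 0.391, and 0.0348 in let-7Tg CTLs, in a range to 0.714). Bcl2l1 (ENSMUSG00000007659, chromosome 2, 152780668 to 152831728), which encodes Bcl-xL, did not differ (adjusted p = 0.294 between lin28Tg and let-7Tg CTLs). On the effector side, Fasl (ENSMUSG00000000817, chromosome 1, 161780689 to 161788495) was at 40.5 ± 4.49 FPKM, 24.2 ± 8.36 FPKM and 14.3 ± 5.5 FPKM, called between lin28Tg and let-7Tg CTLs (adjusted p = 0.00381) and, between lin28Tg and WT, only with the replicate block (0.0414, in a range to 0.342).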

Finally, GO (gene ontology) enrichment analysis revealed that the transcriptome of lin28Tg CTLs is skewed towards generating robust effector responses, while that of let-7Tg CTLs prioritizes survival (Supplementary Fig. 3d).

The metabolic switch to aerobic glycolysis, known as the Warburg effect, is typical for cancer cells and also supports the growth of differentiating effector CD8 T cells, but is reduced in cells committed to the memory lineage^58–61^. Therefore, we measured the let-7-mediated impact on extracellular acidification rate (ECAR) in CTLs as a proxy of glycolysis. Let-7Tg CTLs exhibited low levels of ECAR in contrast to lin28Tg CTLs, where ECAR was increased in comparison to control wild-type CTLs (Supplementary Fig. 3e), suggesting that let-7 further supports differentiation of the memory lineage by restricting glycolysis^62–64^. We also noted that based on high oxygen consumption rate (OCR) and increased mitochondrial membrane potential (measured by JC-1 and TMRE incorporation), lin28Tg CTLs had elevated levels of oxidative phosphorylation and energized mitochondria, indicative of the overall high metabolic state of these cells (Supplementary Fig. 3e–h). Importantly, based on the markers, the observed phenotype of terminally differentiated lin28Tg CTLs results from let-7-deficiency, as it was reversed in lin28Tg CTLs forced to transgenically express let-7 (designated as lin28Tglet-7Tg) (Supplementary Fig. 4a, b). 

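Compared directly, lin28Tg and let-7Tg CTLs differed in 21 of the 26 tested genes of Fig. 1g, all higher in lin28Tg CTLs (median log2 fold change 2.05), and adjusted over the list alone in 22. They differed in 22 of the 23 genes of Fig. 1h, all lower in lin28Tg CTLs (median -1.29), and in 22 adjusted over the list alone. These counts stayed between 20 and 21 for Fig. 1g and between 20 and 22 for Fig. 1h when any library of the 2 genotypes was left out. Over all tested genes, 37.9% changed in the same direction in lin28Tg and let-7Tg CTLs against WT, where unchanged groups simulated with shared WT libraries gave 66.7%. The paper takes lin28Tg CTLs as cells without mature let-7 and let-7Tg CTLs as cells with excess let-7. From genes that are raised in one and lowered in the other, from the effector signature in lin28Tg and the memory signature in let-7Tg CTLs and, outside the deposited files, from RNA and protein measurements of single genes, acidification and oxygen consumption rates and the reversal of the phenotype in lin28Tg CTLs that also express transgenic let-7, it concludes that let-7 favors one program of CTL differentiation over the other.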

Ultimately, these data demonstrate that the expression of let-7 miRNAs promotes the transcriptional program for memory T cells while restraining the terminal effector program.

### Let-7 deficiency results in CD8 T lymphocyte dysfunction and cell death

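The 6 inhibitory receptor genes drawn in red in Fig. 1g are Cd38, Havcr2, Entpd1, Cd244a, Cd160 and Pdcd1. All 6 were higher in lin28Tg than in WT CTLs (median log2 fold change 1.5). Over all genes 1 was called and adjusted over the list alone 6, on libraries the study also used to pick the list, so that the latter is not independent evidence. With the replicate block 6 were called, and without lin28Tg replicate 1 there were 3. Havcr2 (ENSMUSG00000020399, chromosome 11, 46454935 to 46481255), which encodes TIM-3, was the called gene, at 62.8 ± 21.2 FPKM in lin28Tg and 5.46 ± 3.65 FPKM in WT CTLs (log2 fold change 3.66, SE 0.48, adjusted p = 0.00696). In let-7Tg CTLs it was at 0.641 ± 0.278 FPKM (adjusted p = 0.0768 against WT), and it was called there without WT replicate 3 (0.00736) and with the replicate block (0.0165). Pdcd1 (ENSMUSG00000026285, chromosome 1, 94038305 to 94052553), which encodes PD-1, was at 22.9 ± 13.5 FPKM, 7.63 ± 5.18 FPKM and 2.75 ± 1.28 FPKM in lin28Tg, WT and let-7Tg CTLs (adjusted p = 0.169 for lin28Tg against WT). Entpd1 (ENSMUSG00000048120, chromosome 19, 40612366 to 40741602) was at 78.3 ± 21.3 FPKM in lin28Tg and 34.5 ± 11.6 FPKM in WT CTLs, Cd244a (ENSMUSG00000004709, chromosome 1, 171559193 to 171609746) at 20.1 ± 9.14 FPKM and 5.63 ± 3.35 FPKM, and Cd160 (ENSMUSG00000038304, chromosome 3, 96798763 to 96829351) at 35.2 ± 16.4 FPKM and 18.4 ± 3.62 FPKM. Their adjusted p values were 0.0764, 0.0515 and 0.165. All 6 were lower in let-7Tg than in WT CTLs (median -1.09), 0 called over all genes and 4 adjusted over the list alone, with 4 at an unadjusted p under 0.05. With the replicate block 3 were called, and without WT replicate 3 there were 2. Between lin28Tg and let-7Tg CTLs all 6 were called in every fit.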

Lin28Tg CTLs overexpressed many genes associated with exhaustion, including inhibitory receptors (Fig. 1g, in red), the engagement of which in the tumor microenvironment (TME) may explain the failure of these cells to control tumor growth in vivo (Fig. 1a, b). To determine whether let-7 regulates the sensitivity of CD8 T cells to exhaustion, we examined the phenotypes of donor P14 CTLs with various levels of let-7 expression after injection into B16^gp33^ tumor-bearing mice. Recovered lin28Tg CTLs expressed high levels of the inhibitory receptors Tim3 and PD1, and were practically absent in the population of tumor infiltrating lymphocytes (TILs), as well as in the periphery of the recipient mice (Fig. 2a, b). Conversely, let-7Tg CTLs had low expression of examined inhibitory receptors and comprised a large proportion of TILs. This phenotype was not tumor-specific as similar results were obtained using the EL4^gp33^ tumor model (Supplementary Fig. 5a, b, c). The rapid loss of lin28Tg CTLs after adoptive transfer could result from a survival defect (Supplementary Fig. 3d) that we have previously reported for let-7 deficient naive T cells^65^. Therefore, prior to the transfer into tumor-bearing mice, lin28Tg CTLs were transduced with *bcl2l1*, the gene that encodes the pro-survival factor Bcl-xL (Fig. 2c). The expression of Bcl-xL significantly improved the number of lin28Tg CTLs in TILs but failed to enhance their anti-tumor performance (Fig. 2c and Supplementary Fig. 5d). Finally, we measured production of effector cytokines such as TNFα and IFNγ in recovered donor cells (Fig. 2d and Supplementary Fig. 5e). It appeared that only let-7Tg CTLs retained a significant ability to produce both cytokines, suggesting that let-7 supports not only survival, but also the polyfunctional state of effector CD8 T cells in the TME.

**Fig. 2:**
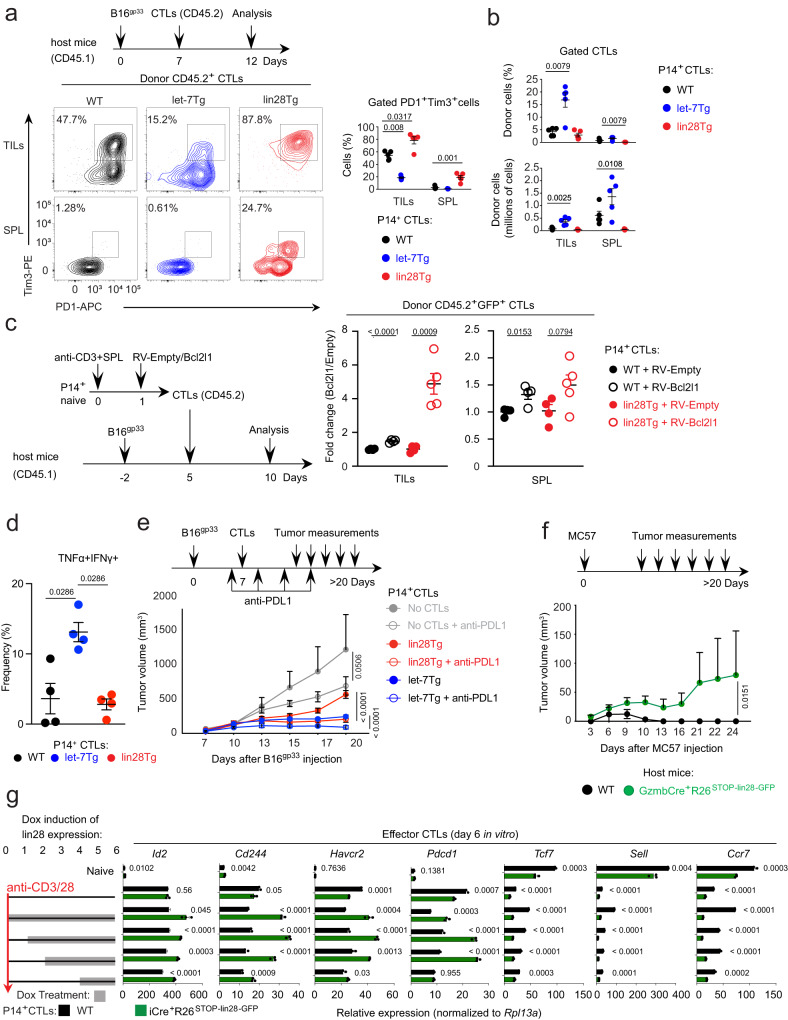
Let-7-deficient CTLs undergo exhaustion in the tumor microenvironment. **a**, **b** Experimental design and representative FACS analysis of surface expression of PD1 and Tim3 (**a**, left), quantification of the frequency of PD1^+^Tim3^+^ populations (**a**, right) and frequency and absolute number of donor CD45.2 P14^+^ CTLs (**b**) in TILs and spleens (SPL) of WT CD45.1 mice (*n* = 5 per group) s.c. injected with B16^gp33^ tumor cells and adoptively transferred with donor WT, let-7Tg or lin28Tg P14^+^ CTLs. **c** Experimental design (left) and quantification of donor CD45.2 P14^+^ CTLs isolated from TILs or spleens of WT CD45.1 mice s.c. injected with B16^gp33^ tumor cells and adoptively transferred with WT or lin28Tg P14^+^ CTLs transduced with either empty or Bcl2l1-encoding retroviruses (RV) (*n* = 4 per group, lin28Tg Bcl2l1-expressing P14^+^ CTL group was *n* = 5). **d** Quantification of the frequency of TNFα^+^IFNγ^+^ population in TILs of WT CD45.1 mice s.c. injected with B16^gp33^ tumor cells and adoptively transferred with donor WT, let-7Tg or lin28Tg P14^+^ CTLs. TILs were restimulated for 4 h with PMA and ionomycin before intracellular cytokine staining. **e** Experimental design (top) and tumor growth curves (bottom) in WT mice s.c. injected with B16^gp33^ tumor cells and adoptively transferred with lin28Tg P14^+^ CTLs with (*n* = 8 mice) or without (*n* = 8 mice) anti-PDL1 treatment and let-7Tg P14^+^ CTLs with (*n* = 6 mice) or without (*n* = 9 mice) anti-PDL1 treatment. Gray color represents control group that received no CTLs (*n* = 6 mice). **f** Experimental design (top) and tumor growth curves (bottom) in GzmbCre^-^R26^−^ and GzmbCre^+^R26^Stop-Lin28-GFP^ mice s.c injected with MC57 tumor cells (*n* = 4 per group). Age and sex matched littermates were used. **g** Quantitative RT-PCR analysis of the expression of genes involved in terminal differentiation or memory formation in P14^+^ CTLs generated from control and iCre^+^R26^Stop-Lin28-GFP^ mice with addition of dox at indicated time points (gray bars). Data are the means ± s.e.m. of technical triplicates; *P-*values were determined using a two-tailed unpaired Student’s *t*-test (**c**, **g**), a two-tailed Mann-Whitney test (**a**, **b**, **d**) and two-way ANOVA with Sidak’s multiple comparison test (**e**, **f**). Data represent two (**a**–**c**, **e**–**g**) independent experiments or are pooled from three (**d**) independent experiments. Source data for **a**–**g** are provided as a Source Data file.

To assess the contribution of the immunosuppressive TME to the inactivation of lin28Tg CTL responses, anti-PDL1 antibodies were administered to B16^gp33^ tumor-bearing mice after transfer of P14 lin28Tg and let-7Tg CTLs. Anti-PDL1 treatment significantly rescued lin28Tg CTL function, enhancing the anti-tumor response in a manner comparable to let-7Tg CTLs (Fig. 2e), indicating that the observed dysfunction of lin28Tg CTLs in vivo is in fact due to exhaustion induced by the immunosuppressive TME. Of note, the performance of let-7Tg CTLs was even further enhanced with anti-PDL1 treatment (Fig. 2e). Similar results were obtained using EL4^gp33^ tumor model (Supplementary Fig. 5f).

To validate our findings on the polyclonal population of CD8 T cells and to eliminate any potential alterations in the T cell repertoire due to early expression of lin28 transgene in the thymus^66^, we generated a new mouse model GzmbCre^+^R26^STOP-Lin28-GFP^ of inducible let-7 knockdown only in activated CD8 T cells, such that lin28 expression is induced in Cre-positive cells and reported by GFP (Supplementary Fig. 6a, b). These mice were then inoculated subcutaneously with the MC57 fibrosarcoma, which is successfully controlled in syngeneic C57BL/6 mice. Tumor rejection was delayed and partially compromised by depleting let-7 miRNAs in responding CD8 T cells (Fig. 2f), confirming the critical role of let-7 deficiency in the dysfunction of CTLs upon activation in vivo. Next, to determine if there is a specific point during which loss of let-7 expression redirects differentiating CTLs to a terminal effector fate, R26^STOP-Lin28-GFP^ mice were crossed to mice with a doxycycline inducible Cre and P14 TCR, generating P14Tg iCre^+^R26^STOP-Lin28-GFP^ mice (Supplementary Fig. 6c), where lin28 expression can be permanently induced at any time during CTL differentiation. Surprisingly, regardless of when let-7 expression was depleted via lin28 induction, markers of terminal differentiation were upregulated, while memory phenotypic markers were downregulated (Fig. 2g). Altogether, these results indicate that the terminal effector fate is established upon let-7 deletion, making differentiated cells prone to exhaustion and even to cell death.

### Let-7 expression reprograms CD8 T cells into memory cells and promotes survival

Based on our results we hypothesized that let-7 may play a role in the differentiation of memory CD8 T cells. An important feature of memory cells is the ability to survive contraction after antigen clearance. Consistent with the upregulation of a pro-survival gene network (Fig. 1 and Supplementary Fig. 3c), expression of the let-7 transgene improved CTL viability during cytokine withdrawal in vitro^12^ (Fig. 3a). Following contraction, cytokines such as IL−15 and IL-7 promote memory T cell differentiation and survival, and can be used to generate memory CD8 T cells in vitro^45,49,67,68^. As expected, WT CTLs upregulated the expression of *Tcf7*, *Sell*, *Ccr7*, and *CD127* only in the presence of IL-15, whereas let-7Tg CTLs displayed an enhanced memory phenotype regardless of the use of IL-2 or IL-15 (Fig. 3b). Although lin28Tg CTLs did not robustly upregulate expression of *Id2, Havcr2, Pdcd1*, and *Cd244* in the presence of IL-15, the induction of memory markers also failed (Fig. 3b). Similar results were also obtained with IL-7 cytokine (Supplementary Fig. 7a). Taken together, these in vitro results suggest that let-7 miRNAs are an essential component of both survival during contraction and memory differentiation, and that cytokines such as IL-15 are not sufficient to compensate for let-7 deficiency. To assess the impact of let-7 miRNAs on the generation of CD8 T cell memory in vivo, naive P14 CD8 T cells from WT, let-7Tg or lin28Tg mice were adoptively transferred into *Rag2-/-* hosts, which were subsequently infected with *Listeria monocytogenes* expressing the LCMV peptide gp33 (*Lm*-gp33)^69,70^. On days nine and twelve post-infection, the majority of donor P14 let-7Tg CD8 T cells displayed a phenotype of memory precursor effector cells (MPECs: KLRG1^-^CD127^+^), while a high proportion of P14 lin28Tg lymphocytes were short lived effector cells (SLECs: KLRG1^+^CD127^−^). This observation was further supported by the distribution of CD44 and CD62L expression^45^ (Fig. 3c, Supplementary Fig. 7b). Moreover, by day thirty, a significant proportion of memory donor lin28Tg CD8 T cells retained an effector phenotype (Fig. 3c). Conversely, let-7Tg CD8 T cells exhibited the phenotype of central memory cells (CD44^+^CD62L^+^), demonstrating that let-7 promotes the generation of a memory CD8 T cell population in vivo. We also noticed that let-7 expression supported the survival of memory T cells generated in vivo, although the changes did not reach statistical significance (Supplementary Fig. 7c).

**Fig. 3:**
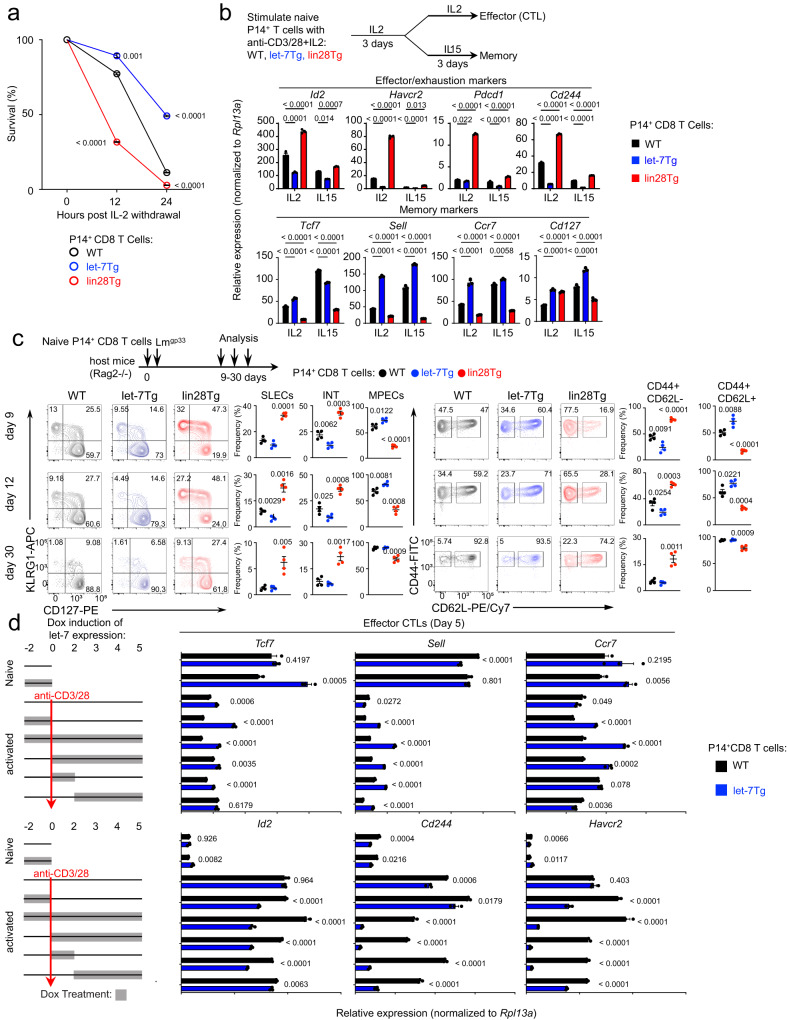
Expression of let-7 supports the memory program in differentiating CD8 T cells. **a** Cytokine withdrawal assay with P14^+^ CTLs from either WT, lin28Tg or let-7Tg mice. **b** Experimental design (**b**, top), quantitative RT-PCR analysis of the expression of genes involved in terminal differentiation or memory formation in indicated P14^+^ CTLs after culture with IL-2 or IL-2 + IL−15. **c** Experimental design (**c**, top), representative FACS of the surface expression of KLRG1 vs CD127 and CD62L vs CD44 with quantification of the frequencies of KLRG1^+^CD127^−^ (SLECs), KLRG1^+^CD127^+^ (INT intermediate), KLRG1^−^CD127^+^ (MPECs) populations (left) and CD62L^+^CD44^−^ and CD62L^+^CD44^+^ populations (right) at day 9 and 12 post-*Lm-gp33* infection in the blood and day 30 in the spleen (*n* = 4 per group). **d** Quantitative RT-PCR analysis of the expression of genes involved in terminal differentiation or memory formation in P14^+^ naive CD8 T cells and P14^+^ CTLs from WT (black) and let-7Tg (blue) mice with addition of dox at indicated time points (gray bars). Data are the means ± s.e.m. of technical triplicates; *P-*values were determined using a two-tailed unpaired Student’s *t*-test. Data represent two (**a**–**d**) independent experiments. Source data for **a**–**d** are provided as a Source Data file.

It has been suggested that cues essential for the formation of memory cells occur throughout CD8 T cell differentiation^1,71–75^. To determine if the timing of let-7 expression is important for its enhancement of memory formation, we took advantage of the fact that the expression of let-7Tg is doxycycline inducible and can be upregulated at different time points during CTL differentiation (Fig. 3d). As we have shown in Fig. 1, maintaining let-7 expression for all five days of CTL differentiation resulted in high levels of *Tcf7*, *Sell*, and *Ccr7* expression, and downregulation of *Id2*, *Cd244*, and *Havcr2* (Fig. 3d). However, limiting let-7 overexpression to the first 48 h of stimulation, was sufficient to upregulate expression of memory markers, and downregulate genes that contribute to terminal differentiation (Fig. 3d). Interestingly, inducing let-7 expression after the first 48 h of TCR stimulation had a much smaller effect (Supplementary Fig. 7d). Taken together, these results demonstrate that let-7 expression, specifically within the first hours of activation, is necessary for the generation of memory CD8 T cells, supporting studies illustrating that the memory fate is established soon after antigen stimulation^2,13,76–80^.

### Let-7 regulates CD8 T cell fate through suppression of mTOR/ROS axis

Our results emphasize the role of let-7 miRNAs in CD8 T cell fate decisions during early antigen activation. 

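Naive P14 CD8 T cells and P14 CD8 T cells activated for 12 h were sequenced in 9 libraries each, 3 replicates per genotype. Activation was with anti-CD3 at 2 μg/ml and anti-CD28 at 5 μg/ml, with doxycycline at 2 μg/ml. The authors processed these libraries as the CTL libraries and again deposited FPKM values. Naive libraries held 14120577 to 15761667 counted reads in WT (median 14131080), 16037739 to 23591069 in lin28Tg (median 17735169) and 13862706 to 15504804 in let-7Tg cells (median 14052297). Activated libraries held 14102910 to 16761374 (median 15682718), 15757155 to 17149842 (median 16931876) and 15254108 to 16120022 (median 15858940). Each stage was scaled, filtered and fitted on its own, which left 13277 genes in naive and 12239 in activated cells. In naive cells 4628 genes were called between lin28Tg and WT (2526 higher, 2102 lower in lin28Tg) and 124 between let-7Tg and WT (40 higher, 84 lower in let-7Tg), against 5983 and 1932 at an unadjusted p under 0.05. In activated cells 1039 (746 higher, 293 lower) and 396 (229 of them lower) were called, against 2970 and 2654. The 3 lin28Tg values of a gene did not overlap the 3 WT values in 50.7% of the tested genes in naive and 34.8% in activated cells, and the let-7Tg values in 21.8% and 24.5%, where chance gives 10%. The let-7Tg counts moved most. In naive cells they fell to 42 without a filter on low reads and to 14 without WT replicate 2, and with each library left out they did not exceed 61. In activated cells they lay between 5 without WT replicate 3 and 710 without let-7Tg replicate 1, and at 38 with only the 6 libraries of those genotypes in the fit. These 6 libraries with the replicate block, a setting added after the data were seen because their same-number pairs all correlated, gave 1466 (600 higher, 866 lower), among them 393 of the 396. The lin28Tg count in activated cells fell to 363 without lin28Tg replicate 2. Without scaling between libraries, a setting added after the data were seen, 66.4% in place of 54.6% of the naive lin28Tg DEGs were higher than in WT, and 51.0% in place of 32.3% of the naive let-7Tg DEGs. In naive cells 35 genes were called in both genotypes against WT with opposite and 19 with the same direction, and in activated cells 97 and 4. Of the authors' clustered genes, 148 in naive and 224 in activated cells, all changed in the listed directions, and 37 and 80 were called in both. Naive lin28Tg libraries also held more transcripts of genes that mark other cells. Of 25 tested myeloid marker genes all 25 were called higher than in WT, by a median log2 fold change of 2.42.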

To uncover the underlying molecular mechanisms of how let-7 promotes formation of immunological memory and restrains terminal differentiation, we compared transcriptomes of naive and activated CD8 T cells (for 12 h in vitro) from WT, let-7 and lin28 transgenic mice (Fig. 4a, b, Supplementary data 2, 3). 

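Computed on called genes as for the CTLs, PC1 held 76.1% and PC2 8.7% of the variance in naive cells (6494 genes), and 76.4% and 9.9% in activated cells (3889 genes). With all tested genes the naive shares were 50.2% and 22.2% and the activated shares 51.7% and 30.9%. Libraries again lay in the order let-7Tg, WT, lin28Tg on PC1, without overlap except between let-7Tg and WT in naive cells. Over all tested genes, naive WT libraries lay on average 83.5 from lin28Tg and 43.9 from let-7Tg libraries, while replicates were 36.8 apart in WT, 45.3 in lin28Tg and 39.3 in let-7Tg cells. In activated cells the distances from WT were 53.9 and 47.3, and those between replicates 36, 31.8 and 41.6. At both stages no other division of the 9 libraries reached the pseudo-F of the true groups, 8.59 in naive and 5.55 in activated cells (one-sided exact permutation test over 280 divisions, p = 0.00357 for each). The correlation across genes between the lin28Tg and let-7Tg fold changes against WT was -0.09 in naive and -0.259 in activated cells, where unchanged groups with a shared control gave 0.503 and 0.494 on average. Genes are not independent replicates, and the naive value turned to 0.09 without WT replicate 1.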

Based on principle component analysis, the modulation of let-7 expression had a profound impact on the transcriptomes of naive and activated CD8 T cells, potentially influencing the outcome of activation and differentiation. Among the significantly dysregulated DEGs in naive T cells, let-7 suppressed expression of genes involved in cell cycle (*Pcna, Cdc34*), protein synthesis (*Eif4e2, Eif5a, Kars*), and metabolism (*Slc16a10* and *Hk2*), corroborating our previously published results that let-7 is required for the quiescent state of naive CD8 T cells^25^. 

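All 7 genes were higher in naive lin28Tg than in WT T cells, by a median log2 fold change of 0.73, and all 7 were called over all genes and adjusted over the list alone. All 7 were lower in let-7Tg than in WT cells (median -0.38), where 2 were called over all genes and 7 adjusted over the list alone. The study picked these genes on the same libraries, so that the second count is not independent evidence. In 5 of the 6 fits that leave out 1 library 0 were called in let-7Tg cells (7 at an unadjusted p under 0.05), and 1 without let-7Tg replicate 2. Pcna (ENSMUSG00000027342, chromosome 2, 132249162 to 132253314) was at 272 ± 9.89 FPKM in lin28Tg, 157 ± 8.28 FPKM in WT and 125.6 ± 10.7 FPKM in let-7Tg cells (adjusted p = 2.92e-04 and 0.0638 against WT). Cdc34 (ENSMUSG00000020307, chromosome 10, 79682195 to 79688398) was at 98.6 ± 7.23 FPKM, 50.8 ± 2.27 FPKM and 36.2 ± 3.82 FPKM (log2 fold change 0.89, SE 0.09, adjusted p = 2.53e-04 for lin28Tg, and -0.54, SE 0.09, adjusted p = 0.0369 for let-7Tg). The let-7Tg call was lost with any library left out, at 0.0523 to 0.156. Of the genes for protein synthesis, Eif4e2 (ENSMUSG00000026254, chromosome 1, 87213914 to 87240488) was at 72.4 ± 2.65 FPKM, 57.1 ± 1.23 FPKM and 47.2 ± 3.42 FPKM, and Eif5a (ENSMUSG00000078812, chromosome 11, 69916714 to 69921958) at 564 ± 28.8 FPKM, 449 ± 15.8 FPKM and 389 ± 16.3 FPKM. In lin28Tg cells their adjusted p values were 0.00999 and 0.0161, the latter 0.061 without WT replicate 3, and in let-7Tg cells 0.0567 and 0.124. Kars (ENSMUSG00000031948, chromosome 8, 111993443 to 112011323) was at 77.3 ± 1.54 FPKM, 61.4 ± 4.23 FPKM and 51.5 ± 0.625 FPKM (adjusted p = 0.00644 and 0.0456). Its let-7Tg call also failed with any library left out (0.0855 to 0.165), and other settings gave 0.0456 to 0.0933. Slc16a10 (ENSMUSG00000019838, chromosome 10, 40033532 to 40142258), an amino acid transporter, was at 20.3 ± 0.87 FPKM, 9.32 ± 0.547 FPKM and 6.45 ± 0.993 FPKM (adjusted p = 2.43e-04 and 0.0508), and Hk2 (ENSMUSG00000000628, chromosome 6, 82725025 to 82774454), a hexokinase, at 7.32 ± 2.83 FPKM, 2.23 ± 0.236 FPKM and 1.03 ± 0.577 FPKM (adjusted p = 0.00524 and 0.168). Lin28b was at 63.5 ± 6.16 FPKM in naive lin28Tg cells (adjusted p = 4.41e-09 against WT), and Col1a1 at 18.7 ± 8.27 FPKM in naive let-7Tg and 1.31 ± 0.204 FPKM in WT cells (adjusted p = 0.0068), the 10th smallest p of that comparison. As a limit, the naive lin28Tg libraries also held more myeloid and erythroid marker transcripts than WT libraries, and cell cycle genes other than these were higher in all 3 of them.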

In antigen-stimulated T cells, in addition to restricting proliferation, let-7 inhibited the expression of genes that control CTL differentiation including transcription factors and their regulators (*Myc, Ezh2, Bhlhe40, Notch2, Rbpj)*, pro-survival factor *Bcl2l1*, many genes of cytokine signaling pathways (*Il12rb2, Il4ra, Il2, Jak3, Stat5*) and effector molecules (*Ifng and Gzmc*) (Fig. 4c). These findings were further confirmed by measuring RNA expression of some of the key genes identified (Fig. 4d). Therefore, these results underscored the importance of let-7 expression during early T cell activation, suggesting that let-7 may restrict the strength of TCR-signaling upon antigen recognition. 

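At 12 h of activation all 14 genes were higher in lin28Tg than in WT T cells (median log2 fold change 0.65), 8 called over all genes and 12 adjusted over the list alone. The count over all genes fell to 3 without lin28Tg replicate 2. In let-7Tg cells 13 of the 14 had negative log2 fold changes against WT (median -0.54). Of these, Il2 (-0.03) and Stat5b (-0.01) hardly moved, and their mean FPKM was not lower. Called lower were 8 over all genes and 10 adjusted over the list alone. The count over all genes was 0 without WT replicate 1 (9 at an unadjusted p under 0.05). These genes were chosen by the study on the same libraries and are not independent evidence. Called in both genotypes were 5 genes. Ifng was at 1480 ± 178 FPKM in lin28Tg, 230 ± 62.9 FPKM in WT and 91.5 ± 35.3 FPKM in let-7Tg cells (log2 fold change 2.70, SE 0.26, adjusted p = 5.78e-04 for lin28Tg, and -1.39, SE 0.26, adjusted p = 0.0291 for let-7Tg). The let-7Tg call was lost in 4 of 6 fits, with 0.0908 without WT replicate 1. Bcl2l1 was at 303 ± 55 FPKM, 157 ± 9.67 FPKM and 93.1 ± 8.59 FPKM (adjusted p = 0.00392 and 0.0251). Stat5a (ENSMUSG00000004043, chromosome 11, 100859351 to 100885169) was at 203.3 ± 42.4 FPKM, 108 ± 8.89 FPKM and 71.3 ± 6.61 FPKM (adjusted p = 0.00438 and 0.0423), whereas its paralog Stat5b (ENSMUSG00000020919, chromosome 11, 100780731 to 100850724) did not fall in let-7Tg cells, at 47.5 ± 7.79 FPKM, 34.3 ± 0.809 FPKM and 34.9 ± 5.49 FPKM (adjusted p = 0.0525 and 0.96). Rbpj (ENSMUSG00000039191, chromosome 5, 53466152 to 53657362) and Gzmc (ENSMUSG00000079186, chromosome 14, 56231441 to 56234656) were the others, with adjusted p values of 0.0398 and 0.023 in lin28Tg and 0.029 and 0.0411 in let-7Tg cells. Myc (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374) was lower in let-7Tg cells (481 ± 54.2 FPKM against 672 ± 27.8 FPKM, adjusted p = 0.0388) and unchanged in lin28Tg cells (697 ± 22.5 FPKM, adjusted p = 0.859). Il4ra and Jak3 were likewise called only in let-7Tg cells (adjusted p = 0.0406 and 0.0316). Il2 (ENSMUSG00000027720, chromosome 3, 37120523 to 37125959) was higher in lin28Tg cells (96 ± 44.1 FPKM against 22.7 ± 4.33 FPKM, adjusted p = 0.0184) and unchanged in let-7Tg cells (24.9 ± 12.4 FPKM, adjusted p = 0.976). Bhlhe40 (ENSMUSG00000030103, chromosome 6, 108660629 to 108666925) was higher in lin28Tg cells (adjusted p = 0.014) and, by a log2 fold change of 0.17, not lower in let-7Tg cells (adjusted p = 0.722). Notch2 was called only in lin28Tg cells (adjusted p = 0.0459), and Ezh2 and Il12rb2 in neither genotype against WT. In a model of only the 6 let-7Tg and WT libraries with the replicate block, added after the data were seen, which called 1466 genes, Ezh2 and Il12rb2 were called lower in let-7Tg cells (0.0102 and 0.0127, where the other alternatives gave 0.0655 to 0.227 and 0.101 to 0.509).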

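Compared directly at 12 h of activation, lin28Tg and let-7Tg T cells differed in all 14 of these genes, each higher in lin28Tg cells, with a median log2 fold change of 1.05, and in 13 or 14 of them with any library left out. Over all genes 3775 were called between the genotypes, 1996 higher and 1779 lower in lin28Tg cells, and between 2265 and 3502 with 1 library left out. Among the DEGs with the smallest adjusted p between lin28Tg and WT cells, chosen after their values were seen, was Cd247, a chain of the T cell receptor complex, at 134 ± 11.3 FPKM in lin28Tg and 28.6 ± 5.3 FPKM in WT cells (log2 fold change 2.20, SE 0.12, adjusted p = 4.42e-05). Of the 11 tested genes next to Cd247, 1 was called at this stage. Il17a (ENSMUSG00000025929, chromosome 1, 20730905 to 20734496) was at least 59.2-fold higher in lin28Tg cells, at 9.83 ± 3.47 FPKM. Other genes of type 17 cells were also higher there, by a median of 0.89 in a separate list. Lin28b itself was at 10.9 ± 1.45 FPKM in lin28Tg and 0.027 ± 0.0298 FPKM in WT cells, and Col1a1 at 40.6 ± 20.8 FPKM in let-7Tg cells, at least 373-fold higher than in WT. From the higher expression of differentiation, cytokine and effector genes in activated cells without let-7 and their lower expression with the let-7 transgene, the paper proposes that let-7 may act by limiting the signal that the T cell receptor gives when it meets antigen.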

To verify this possibility, we measured Nur77^GFP^ reporter expression as a proxy of TCR-signaling^81^ in naive and activated P14 CD8 T cells isolated from Nur77^GFP^, let-7TgNur77^GFP^ and lin28TgNur77^GFP^ mice. Although naive T cells did not show any significant difference in GFP expression, activated cells exhibited inverse correlation between GFP intensity and let-7 expression (Supplementary Fig. 8a), confirming the inhibitory role of let-7 in early signaling.

**Fig. 4:**
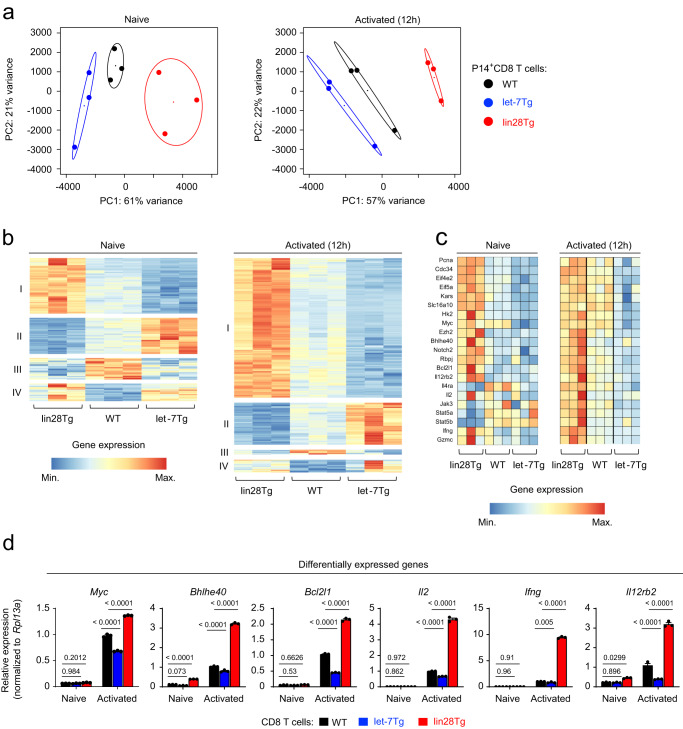
The impact of let-7 expression on the transcriptomics of naive and activated CD8 T cells. **a**–**c**, RNA-seq of naive and activated (12 h with anti-CD3/anti-CD28) P14^+^ CD8 T cells from either WT, let-7Tg or lin28Tg mice. Data are from one RNA-seq analysis comprised of three biological replicates per group. **a** Principal component analysis of all DEGs. **b** Cluster analysis of upregulated and downregulated DEGs. **c** Heatmaps of selected DEGs in naive and 12h-activated WT, let-7Tg or lin28Tg P14^+^ CD8 T cells. **d** Quantitative RT-PCR analysis of the expression of indicated genes from (**c**). Data are the means ± s.e.m. of technical triplicates (**d**); *P-*values were determined using a two-tailed unpaired Student’s *t*-test. Data represent two (**d**) independent experiments. Source data for **d** are provided as a Source Data file.

Next, to understand the mechanistic basis of let-7 mediated restriction of TCR-signaling, we analyzed the transcriptomes of naive, activated and differentiated CD8 T cells with different levels of let-7 expression to find dysregulated pathways. 

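Pathways were tested with 9 gene lists, for cholesterol synthesis, glycolysis, oxidative phosphorylation, PI3K, Akt and mTOR signaling, antioxidant genes, the cell cycle, amino acid supply under ATF4, the unfolded protein response and the interferon response. Hallmark gene sets were not among the available references, so that these lists stand in for the sets of Fig. 5a and are shorter. Each was tested with camera in the 3 comparisons of the 3 stages, and p values were adjusted over the 81 tests. Called were 17 of 27 tests in naive, 10 of 27 in activated and 18 of 27 in day 5 cells. With fry 8, 2 and 11 were called, 3 of them not called by camera. With the correlation estimated from the data 0 were called at any stage, against 4, 2 and 2 at an unadjusted p under 0.05. Other ways to group the libraries gave counts of the same size. Of 100 random divisions of the 9 libraries of a stage into 3 groups, 17 in naive, 69 in activated and 10 in day 5 cells called at least as many tests as the true groups.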

Gene set enrichment analysis revealed that the most common pathways inhibited by let-7 were related to mTOR activation, ROS production and metabolic support, including cholesterol homeostasis, glycolysis and oxidative phosphorylation (Fig. 5a, Supplementary Fig. 8b). Indeed, let-7 significantly restricted components of the PI3K/AKT/mTOR pathway including phosphorylation of ERK, AKT and S6 and production of reactive oxygen species (ROS) in in vitro stimulated lymphocytes (Fig. 5b).

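Between lin28Tg and let-7Tg cells, the 22 glycolysis genes were shifted upward at every stage, with adjusted p values of 0.0256 in naive, 0.0254 in activated and 3.30e-04 in day 5 cells and median log2 fold changes of 0.37, 0.21 and 0.39. With fry the activated shift was not called (0.0802), and over all alternatives its adjusted p ran from 0.0104 to 0.648. The 75 genes of oxidative phosphorylation were shifted upward in naive (median 0.28, adjusted p = 1.16e-08) and day 5 cells (0.18, 7.89e-09) but not in activated cells (0.06, 0.245), except without let-7Tg replicate 3 (0.0124). Of 25 cholesterol synthesis genes, 23 were higher in day 5 lin28Tg CTLs (median 0.45, adjusted p = 1.28e-06), while naive (-0.06, 0.795) and activated cells (adjusted p = 0.221, and 0.034 without let-7Tg replicate 3) showed no shift. Against WT the list was lower in naive lin28Tg cells (median -0.22, adjusted p = 0.00863) as well as in naive let-7Tg cells (-0.21, 1.23e-05), neither of which fry called, with alternatives from 0.00645 to 0.62 and from 5.21e-10 to 0.532. Antioxidant genes, taken as a sign of ROS, were shifted upward in naive (0.42, adjusted p = 6.88e-04) and day 5 cells (0.18, 0.00581), and not in activated cells (0.04, 0.701). The 37 genes of PI3K, Akt and mTOR signaling were not shifted at any stage, with adjusted p values of 0.983, 0.933 and 0.147, though fry called the day 5 comparison (0.0154, where other alternatives reached up to 0.532). The largest shifts lay in other lists. Cell cycle genes had a median log2 fold change of 2.19 in naive and 1.97 in activated cells (adjusted p = 5.82e-31 and 6.34e-28) and of -0.10 in day 5 CTLs (0.11, and 0.0125 without lin28Tg replicate 1), and genes of amino acid supply 0.86 in day 5 CTLs (7.87e-15). Genes of the unfolded protein response were shifted upward in naive (0.52, 4.86e-06) and day 5 cells (0.36, 5.74e-04), and interferon response genes upward in activated (0.76, 9.01e-05) and downward in day 5 cells (-0.61, 1.29e-09). With fry the unfolded protein shift of day 5 (0.0802, in a range over the alternatives of 5.55e-05 to 0.604) and the interferon shift of activated cells (0.087, in a range of 1.08e-08 to 0.62) were not called. Camera with the estimated correlation called none of these shifts, with an adjusted p of 0.604 for oxidative phosphorylation in naive cells. Naive lin28Tg libraries also held more myeloid marker transcripts, so that the naive shifts may not lie in T cells.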

**Fig. 5:**
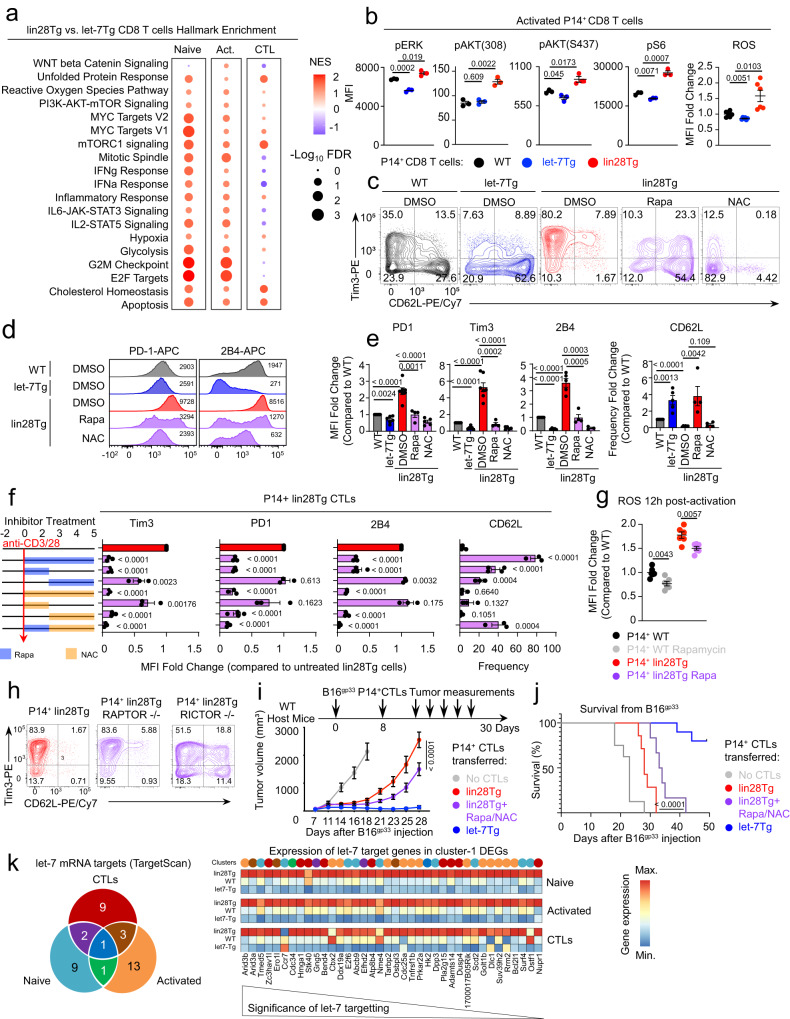
Let-7 controls CTL differentiation through inhibition of mTOR/ROS pathways. **a** Gene set enrichment analysis of top hallmark pathways upregulated and downregulated in P14^+^ naive, 12h-activated and 5-day differentiated CD8 T cells from lin28Tg mice in comparison to those from let-7Tg mice. RNA-seq data are from Figs. 1 and 4. **b** MFIs of phospho-Erk, phospho-Akt (Thr308), phospho-Akt (S473), phospho-S6 and ROS in P14^+^ CD8 T cells from WT, lin28Tg or let-7Tg mice activated in vitro (*n* = 3 per group). **c**, **d** Representative FACS analysis of expression of indicated markers in P14^+^ CTLs from WT, let-7Tg or lin28Tg mice differentiated with rapamycin (rapa) or NAC. **e** MFIs of indicated proteins and frequencies of CD62L-positive cells presented as a fold change relative to WT. **f** MFIs of indicated proteins and frequency of CD62L-positive cells in P14^+^ CTLs from lin28Tg mice differentiated with rapamycin or NAC added at indicated time points. Data are presented as a fold change relative to untreated control. **g** MFIs of ROS in P14^+^ CD8 T cells from WT or lin28Tg mice activated with or without rapamycin. **h** Representative FACS analysis of Tim3 and CD62L expression in P14^+^ CTLs from lin28Tg mice on Raptor-/- or Rictor-/- background. **i**, **j** Experimental design, tumor growth curves (**i**) and Kaplan–Meier survival curves (**j**) of WT mice s.c. injected with B16^gp33^ tumor cells and adoptively transferred with P14^+^ CTLs from lin28Tg mice differentiated with (*n* = 8 mice) or without (*n* = 7 mice) rapamycin+NAC treatment or let-7Tg mice (*n* = 10 mice). For control group that received no CTLs, *n* = 8 mice. **k** Venn diagram showing the number of let-7 target genes in P14^+^ naive, 12h-activated and 5-day differentiated CD8 T cells from cluster−1 of Fig. 1e and heatmap displaying the expression of these genes. The numbers in **c**, **h** indicate the frequency of populations in each quadrant. The numbers in **d** indicate MFIs. *P-*values were determined using a two-tailed unpaired Student’s *t*-test (**b**, **e**–**g**), c (**i**) and log-rank Mantel-Cox test (**j**). Data represent three (**b**–**d**, **h**) and two (**i**, **j**) independent experiments, or are pooled from three (**e**, **f**) and two (**g**) independent experiments. Source data for **b**, **e**–**g**, **i**, **j** are provided as a Source Data file.

Previous reports implicated enhanced activity of the PI3K/AKT/mTOR pathway and overproduction of ROS in promoting terminal differentiation of CD8 T cells and onset of exhaustion, while compromising formation of immunological memory and stemness^61,71,82,83^. Moreover, it has been demonstrated that the key components of the PI3K/AKT/mTOR pathway are direct targets of let-7 miRNAs in different cell types, including T lymphocytes^28,84,85^. Therefore, to assess the contribution of high mTOR activity and ROS production to the terminal effector phenotype of let-7 deficient CTLs, naive lin28Tg CD8 T cells were differentiated into CTLs in the presence of the mTOR inhibitor rapamycin or the ROS scavenger N-acetyl-L-cysteine (NAC, see Supplementary Fig. 9a for cell viability). Tim3 and CD62L were used as proxy markers for the terminally differentiated and memory phenotypes of CTLs, respectively (Fig. 5c). Both inhibitors lowered the expression of Tim3, PD1, and 2B4; however, the expression of CD62L was rescued only by rapamycin, suggesting that mTOR, and to some extent ROS, are the drivers of the let-7 regulated program in CTLs (Fig. 5c, d, e, Supplementary Fig. 9b). Importantly, mTOR inhibition during the first 48 h of CD8 T cell activation was sufficient to prevent terminal differentiation of lin28Tg CTLs, while rapamycin treatment later during differentiation had almost no impact (Fig. 5f), supporting our previous observation that let-7 expression specifically early during differentiation was most potent in generating CTLs with memory potential. Conversely, NAC had the opposite effect, where ROS inhibition restricted the terminal/effector phenotype of lin28Tg CTLs only at the later time point of differentiation (Fig. 5f). The combination of early rapamycin and late NAC treatments had a mild synergistic effect, suggesting an upstream role for mTOR in controlling ROS generation. Indeed, in vitro activated CD8 T cells in the presence of rapamycin significantly lowered ROS production (Fig. 5g). Next, by crossing P14 lin28Tg with *CD8CreRaptor*^*fl/fl*^ or *CD8CreRictor*^*fl/fl*^ mice, we determined that specifically TORC2 complex, but not TORC1, is responsible for the terminal/effector phenotype in lin28Tg CTLs (Fig. 5h).

To test whether mTOR/ROS inhibition will rescue the anti-tumor activity of lin28Tg CTLs, we generated P14 lin28Tg CTLs in the presence or absence of rapamycin/NAC treatment and P14 let-7Tg CTLs, and then injected them into B16^gp33^ tumor-bearing mice (Fig. 5i). The group of mice that received P14 lin28Tg CTLs with rapamycin/NAC treatment had reduced tumor growth which significantly prolonged mouse survival in comparison to the group with untreated P14 lin28Tg CTLs (Fig. 5j, Supplementary Fig. 9c), suggesting that inhibition of mTOR and ROS partially rescued the cytotoxic function of let-7 deficient CTLs in vivo. The difference in efficiency of let-7Tg and lin28Tg rapamycin/NAC treated CTLs may indicate the contribution of other let-7 controlled mechanisms (Fig. 5a).

To predict the direct let-7 mRNA targets that can be responsible for driving the phenotype of differentiated CTLs, we cross-referenced the list of predicted mouse mRNA targets by TargetScan with DEGs from cluster−1 for naive, activated and differentiated cells in our RNA-seq, where the genes are derepressed in the absence of let-7 and inhibited by the expression of let-7 transgene (Figs. 1e, 4b, Supplementary data 1, 2, 3). 

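Supplementary Data 4 lists 38 let-7 targets in cluster-1, 13 in naive, 18 in activated and 15 in day 5 cells. At the stage where they are listed, all were higher in lin28Tg than in let-7Tg cells and all were called, with median log2 fold changes of 0.90, 1.29 and 1.78. Since cluster-1 was chosen on these libraries, this is not independent evidence. Against WT, the targets listed for day 5 CTLs were all higher in lin28Tg (median 0.97, 11 called over all genes, 15 adjusted over the list alone) and all lower in let-7Tg CTLs (median -0.74, 4 called, 15 adjusted over the list alone). Without WT replicate 1 the let-7Tg count was 0 (14 at an unadjusted p under 0.05) and without WT replicate 3 it was 9, and the lin28Tg count fell to 6 without lin28Tg replicate 3. The replicate block, which called 528 let-7Tg and 1752 lin28Tg DEGs over all tested genes, raised these counts to 12 and 14. In naive cells 11 of the 13 listed were called in lin28Tg and 5 in let-7Tg cells, the latter 1 without WT replicate 2. In activated cells 14 and 15 of the 18 were called, the latter 1 without WT replicate 3 and 17 with the replicate block in a model of only the 6 let-7Tg and WT libraries, added after the data were seen. Hmga1 (ENSMUSG00000046711, chromosome 17, 27556497 to 27563674) went from 307 ± 23 FPKM in day 5 lin28Tg through 152 ± 14.8 FPKM in WT to 89.2 ± 12.5 FPKM in let-7Tg CTLs (adjusted p = 0.00386 and 0.0314 against WT). Arid3a (ENSMUSG00000019564, chromosome 10, 79927043 to 79955018) in activated cells went from 10.1 ± 1.18 FPKM through 2.77 ± 0.183 FPKM to 1.3 ± 0.0572 FPKM (adjusted p = 3.07e-04 and 0.0188). Nupr1 (ENSMUSG00000030717, chromosome 7, 126623249 to 126630861) was at 6.55 ± 1.76 FPKM, 1.93 ± 0.521 FPKM and 0.481 ± 0.137 FPKM in day 5 CTLs (adjusted p = 0.00724 and 0.0361).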

Although the let-7 miRNA family has over 1000 predicted mRNA targets in the mouse genome (TargetScan), only a fraction of these genes are expressed in CD8 T cells and were present in cluster-1 (Fig. 5k, Supplementary Data 4). 

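Matches to the let-7 seed were counted in the 3′ UTR of the longest coding transcript of each gene, as CTACCTC, the 7 bases that pair with the seed, without the conservation that TargetScan requires. Of the tested genes with a 3′ UTR, 1254 held a match and 10688 did not in naive cells, 1184 and 10010 in activated cells, and 1229 and 10405 in day 5 CTLs. Genes with a match had a higher log2 fold change between lin28Tg and let-7Tg cells than genes without one, by 0.08, 0.10 and 0.08 in their medians. To take the base content and length of 3′ UTRs into account, the same difference was computed for each of the 105 distinct orders of these bases. The seed match ranked 1st at every stage (two-sided exact permutation test over the orders, p = 0.00952 for each). With the 8-base match CTACCTCA, for which 420 orders exist, 2, 1 and 2 orders, the match included, gave a difference as high. Orders as far from 0 in either direction gave p = 0.0357, 0.00238 and 0.00714 in the same two-sided exact test. Limiting 3′ UTRs to 2000 bases, the alternative that moved the difference most, gave 0.14, 0.22 and 0.13. The shift covers all genes with a match and does not single out direct targets.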

Further investigation will be required to test individual and combinatorial contributions of these genes in the let-7-mediated phenotype of CTLs.

## Discussion

In this study, we investigated the paradox that let-7 deficient CTLs exhibit superior cytotoxic activity in vitro but fail to control tumor growth in vivo, while let-7 transgenic CTLs did the opposite. We demonstrated that retention of let-7 expression during early activation facilitates memory CD8 T cell generation, while downregulation of let-7 results in the formation of a CTL effector population prone to exhaustion and eventually cell death in the tumor immunosuppressive environment, regardless of stage of activation. Our results, together with previous observations, highlight the importance of early events during T cell activation for the differentiation of memory versus effector CD8 T cells^2,13,76,78,79,86^. Whereas memory potential is developed early and relies on weak TCR-signaling^1,87–90^ to maintain high let-7 expression, this trajectory can be diverted at any point by the downregulation of let-7 via strong or persistent TCR-signaling^25^, which can occur in tumors or during chronic infection. The significance of the regulation of let-7 expression has also been shown during development of CD8 T cells in early life, where neonatal CD8 T cells with residual expression of fetal lin28b display an antigen-experienced phenotype, and fail to generate responsive memory CD8 T cells^91,92^. Overall, our data offer a strategy in developing next-generation immunotherapies by preserving the multipotency of CTL precursors rather than enhancing the efficacy of differentiation.

Mechanistically, let-7 translates strength and duration of TCR-signaling into metabolic changes mediated by mTOR and consequently production of ROS, both known regulators of CD8 T cell differentiation^61,71,93,94^. Specifically, mTOR inhibition has previously been established to enhance memory CD8 T cell formation. We found that let-7 is able to support memory formation in part by preventing mTOR-mediated hyperactivation. In fact, our data highlight the benefits of mTOR inhibition during early CD8 T cell differentiation by rescuing the terminal differentiation of lin28Tg CTLs in vitro, and enhancing tumor rejection in vivo. Therefore, our results emphasize the importance of the temporal regulation of mTOR activity during CD8 T cell differentiation. This is further supported by the recent observation that the development of the stem-like CD8 T cell pool that feeds the functional CD8 T cell population during PD1 immunotherapy is controlled through a similar mechanism^95^. The roles for mTOR complexes in CD8 T cell differentiation have been previously observed. Consistent with our results, T cell specific mTORC2 deficiency significantly enhanced memory differentiation^96^. However, constitutive mTORC1 activity also led to terminal differentiation at the cost of generating a memory population. Further, mTORC1 deficiency was also insufficient to mount productive recall responses, due to metabolic impairment. These observations highlight the need for a delicate balance of these signals in the context of memory CD8 T cell generation. Although the heightened mTORC2 activity observed in let-7-deficient cells contributes to the diversion of CTLs into an exhaustion-prone terminal effector state, rapamycin, a pan-mTOR inhibitor, was more potent for redirecting the differentiation of lin28Tg CTLs into a memory prone state than individual knockouts of TORC1 or TORC2, suggesting a compensatory mechanism of mTOR complexes. Accordingly, fine tuning of the activity of both mTOR complexes, for which miRNAs such as let-7 are exquisitely designed, is imperative for functional memory generation. This has important implications for the use of non-specific and constitutive mTOR inhibitors, such as rapamycin, in the clinic.

Despite the profound impact of let-7 miRNA modulation on the function and identity of CD8 T cells, the use of let-7 as an immunotherapeutic tool has only been explored from the perspective of the tumor cell. Let-7 expression is often downregulated in tumors, due to aberrant expression of Lin28, and leading to derepression of PDL1^97,98^. However, the majority of therapies attempting to rescue let-7 expression in tumor cells are delivered systemically^99^. Moreover, elevated expression of let-7e in myeloid cells is correlated with poor immunotherapy responses, demonstrating that high let-7 expression among immune cell subtypes does not provide the same advantages^100^. Accordingly, targeted delivery of let-7 into CD8 T cells will be important for the efficacy of this proposed therapeutic strategy. Specifically, the upregulation of let-7 expression during CAR-T cell generation would provide a unique opportunity to introduce let-7 in a CD8 T cell-intrinsic manner. Such an approach could also help to resolve onset of exhaustion, and the lack of long-lasting memory CAR-T cells in this treatment regimen^101–103^.

Taken in the context of these previous findings, our work contributes to the identification of a universal program controlled by let-7, where let-7 must be appropriately regulated to mount effective CD8 T cell responses. Ultimately, this study identified let-7 miRNAs as a therapeutic tool of great potential interest, where both its overexpression and depletion, impact distinct components of CD8 T cell immunity.

## Methods

### Ethics statement

This study was performed in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All animals were handled according to approved institutional animal care and use committee (IACUC) protocols (#2186, 2955) of the University of Massachusetts.

### Animals

C57BL/6 J (CD45.2^+^ wild type, stock no. 000664), B6.SJL- *Ptprc*^*a*^*Pepc*^*b*^/ BoyJ (CD45.1^+^ wild type, stock no. 002014), B6.Cg-*Rag2*^*tm1.1Cgn*^/J (*Rag2*^*−/−*^, stock no. 008449), Tg(tetO-cre)1Jaw/J (iCre, stock no. 006224) and C57BL/6-Tg(Nr4a1-EGFP/cre)820Khog/J (Nur77^GFP^, stock no. 016617) mice were obtained from the Jackson Laboratory. Gzmb^Cre+^ (B6;FVB-Tg(GZMB-cre)1Jcb/J) mice were a generous gift from Dr. Rodriguez (Moffit Cancer Center). R26^STOP-Lin28-GFP^ mice were generated in Dr. Singer’s lab (NCI/NIH) in collaboration with Dr. Hollander (University of Oxford). P14^+^lin28Tg and P14^+^let-7Tg mice on a *Rag2*^*−/−*^ background were described previously (eLife). Gzmb^Cre+^R26^STOP-Lin28-GFP^ mice were generated by crossing R26^STOP-Lin28-GFP^ mice with Gzmb^Cre+^ mice. iCre R26^STOP-Lin28-GFP^ mice were generated by crossing R26^STOP-Lin28-GFP^ mice with iCre. WTNur77^GFP^, let-7TgNur77^GFP^ and lin28TgNur77^GFP^ mice were generated by crossing P14 + WT, P14+lin28Tg and P14^+^let-7Tg mice on a *Rag2*^*−/−*^ background to Nur77^GFP^ mice. Both female and male 6−10-week-old mice were used for all experiments. Animals were maintained in ventilated cages under specific pathogen-free conditions and a 12 h dark/12 h light cycle at 20–22 °C and a humidity range of 30–70%. Animals were fed with irradiated chow from LabDiet (standard diet cat# 5P76, breeders deit Cat# 5058). All breedings were maintained at the University of Massachusetts, Amherst.

### Doxycycline-mediated induction of let-7 transgene expression

Experimental mice including control animals (unless specifically stated otherwise) were fed with 2 mg/mL doxycycline (Sigma, Cat# D9891) in drinking water supplemented with 10 mg/mL sucrose (Sigma, Cat# S9378) for four days prior to the initiation of experimental procedures to ensure maximal induction of let-7g expression. Doxycycline drinking water was replaced every other day. In vitro, lymphocytes were cultured with 2 μg/mL doxycycline in culture media (see in vitro culture below).

### Flow cytometry (FACS) analysis

Flow cytometry data were acquired on a LSRFortessa and analyzed with FlowJo software. For gating strategy see Supplementary Fig. 10. Dead cells were excluded by staining with 4′,6-diamidino-2-phenylindole, dilactate (DAPI, Biolegend, Cat# 422801). The following monoclonal antibodies from BioLegend were used: CD8α-Pacific Blue (1:20 dilution, clone 53-6.7, Cat#100725), CD8α-APC/Cy7 (1:20 dilution, clone 53-6.7, Cat# 100714), CD8α-APC (1:200 dilution, clone 53-6.7, Cat# 100712), CD4-Pacific Blue (1:20 dilution, clone RM4-5, Cat# 100531), CD44-FITC (1:40 dilution, clone IM7, Cat#103021), CD62L-PE/Cy7 (1:50 dilution, clone MEL-14, Cat#104418), KLRG1-APC (1:10 dilution, clone 2F1/KLRG1, Cat#138412), CD127-bio (1:10 dilution, clone A7R34, Cat#135006), PD1-bio (1:10 dilution, clone 29 F.1A12, Cat# 135212), Tim3 (1:10 dilution, clone RMT3-23, Cat# 119704), 2B4-bio (1:10 dilution, clone m2B4(B6)458.1, Cat# 133506), CD38-PE/Cy7 (1:10 dilution, clone 90, Cat# 102718), CD39-APC (1:40 dilution, clone Duha59, Cat# 143810), CD45.2-FITC (1:20 dilution, clone 104, Cat#109806), CD45.2-PE (1:20 dilution, clone 104, Cat#109808), CD45-PE/Cy7 (1:200 dilution, clone 30-F11, Cat#103114), phospho-Erk-PE (1:10 dilution, clone 6B8B69, Cat# 369505), IL-10-PE (1:10 dilution, clone JES5-16E3, Cat# 505008), CD27-APC (1:10 dilution, clone LG.3A10, Cat# 505008), CXCR3-BV650 (1:10 dilution, clone CXCR3-173, Cat#126531), TNFα-PE/Cy7 (1:20 dilution, clone MP6-XT22, Cat# 506324). CD160-PE (1:10 dilution, clone CNX46-3, Cat# 12-1601-81) and IFNγ-APC (1:100 dilution, clone XMG 1.2, Cat# 17-7311-81) were from eBioscience. CD28-PE (1:10 dilution, clone 37.51, Cat# 553297) and TCF-1-AF647 (1:10 dilution, clone S33-966, Cat# 566693) were from BD Biosciences. Phospho-S6-PE (1:10 dilution, clone D57.2.2E, Cat# 5316), phospho-Akt-PE (1:10 dilution, clone D25E6, Cat# 13842), phospho-Akt-APC (1:10 dilution, clone D9E, Cat# 11962) and Foxo1-PE (1:10 dilution, clone C29H4, Cat# 14262) were from Cell Signaling Technology. Streptavidin-AF647 (1:40 dilution, Cat# 405237) and Streptavidin-PE (1:40 dilution, Cat# 405204) were from Biolegend.

Live cells were treated with α-CD16/32 Fc block (1:40 dilution, clone 4G2, Cat# 553142, BD Biosciences) prior to staining with antibodies against surface markers. Staining for surface proteins was performed at 4 °C for 40 min and FACS buffer (PBS + 0.5% BSA + 0.01% sodium azide) was used for washes.

For intracellular cytokine staining, cell suspensions were restimulated in vitro for a total of 4 h with 50 ng/mL phorbol 12-myristate 13-acetate (PMA, Sigma, Cat# 524400) and 1 µM Ionomycin (Sigma, Cat# 407952) with addition of 2 µM monensin (eBioscience, Cat# 00-4505-51) to inhibit secretion. After surface antibody staining, cells were stained with the Live/Dead fixable Aqua Dead Cell Stain Kit (ThermoFisher Scientific, Cat# L34957) according to the manufacturer’s instructions. Then cells were fixed and permeabilized using the Cytofix/Cytoperm solution kit (BD Biosciences, Cat# 554714) according to the manufacturer’s instructions, followed by staining with antibodies against intracellular molecules. For transcription factor staining, Foxp3/ Transcription factor staining buffer set (eBioscience, Cat# 00-5523-00) was used and staining was performed according to the manufacturer’s instructions.

For phospho-S6 staining, cells were fixed in 2% paraformaldehyde for 20 min at 37 °C, washed twice with PBS/10%FBS, fixed with ice-cold methanol/acetone (1:1) for 20 min at −20 °C, washed twice with PBS/10%FBS and stained. For phospho-Erk and phospho-Akt staining, cells were fixed in 2% paraformaldehyde for 20 min at 37 °C, washed twice with PBS/10%FBS, fixed with ice-cold 90% methanol for 20 min at −20 °C, washed twice with PBS/10%FBS and stained. Staining for ROS was performed using CM-H2DCFDA (ThermoFisher Scientific, Cat# C6827) at the final concentration of 1uM according to manufacturer’s instructions. Staining for mitochondrial potential was performed with JC-1 (Sigma, Cat# T3168) at the final concentration of 2uM and TMRE (Sigma, Cat# 87917) at the final concentration of 20 nM in culture media at 37 °C, 5% CO_2_ for 30 min.

### T cell culture

Lymph nodes and spleens were harvested and gently tweezed to remove lymphocytes. Spleen cells were then lysed using ACK lysing buffer (KD Medical, Cat# RGC-3015) to remove erythrocytes. For CTL generation, cells were stimulated with irradiated splenocytes and soluble anti-CD3 mAbs (2 μg/mL). Cells were cultured in RPMI supplemented with 10% fetal bovine serum, 1% HEPES, 1% sodium pyruvate, 1% penicillin/ streptomycin, 1% L-glutamine, 1% non-essential amino acids and 0.3% β-mercaptoethanol. 48 h after activation IL-2 was added to culture media (100 U/mL) and cells were differentiated for additional 3 days; 2 μg/mL doxycycline was added when necessary. For cytokine withdrawal assay, differentiated CTLs were washed twice, counted, and 5 × 10^4^ CTLs were plated in media without IL-2. Cell viability was assessed at 12 h and 24 h by flow cytometry using propidium iodide. For memory formation, differentiated CTLs were washed, plated with media containing IL-15 (50 U/ml) or IL-7 (1 ng/ml) and cultured for additional 3 days. For pERK, pAKT, pS6 and ROS staining, cells were activated with plate-bound anti-CD3 mAbs (1 μg/mL) and anti-CD28 mAbs (5 μg/mL) for 30 min (pErk, pAkt), 1 h (pS6) or 20 h (ROS). For tumor cytotoxicity assay titrated amounts of CTLs were added to 1 × 10^6^ B16^gp33^ adherent tumor cells plated one day prior. Cells were co-cultured for 12–16 h. Cytotoxicity was assessed by propidium iodide in GFP+ tumor cells by flow cytometry. For CTL differentiation with inhibitors, rapamycin (Sigma, Cat# 553211) was used at the final concentration of 0.5uM, NAC (Sigma, Cat# A1965) was used at the final concentration of 10 mM.

### Experiments with Listeria monocytogenes (Lm-gp33)

Recombinant *Lm*-gp33 strain expressing GP(33-41) epitope was a gift from Dr. Harty (University of Iowa). Experimental stocks were stored at −80 °C. Frozen aliquots of *Lm*-gp33 were thawed, cultured in Tryptic Soy Broth media (KD Medical, Cat# CUS-0279) containing 50 ug/ml streptomycin and the concentration was measured by optical density at 600 nm wavelength (OD600) every hour. Once OD600 was 0.08-0.09, cells were spun down for 15 min at 6000 RPM, 4 °C, resuspended in 0.9% NaCl at the concentration of 6 × 10^7^ CFU/ml (OD600 of 1 refers to 1 × 10^9^ CFU of *Lm*-gp33). Each recipient mouse was infected intravenously (i.v.) with 6 × 10^6^ CFU of *Lm*-gp33. The same day prior to infection mice were injected i.v. with 2 × 10^4^ naive P14^+^ CD8 T cells.

### Retroviral vectors and transduction

Retroviruses were produced from the transfection of Platinum-E cells with empty and *Bcl2l1*-expressing pMRX-IRES-GFP vectors using Lipofectamine 2000 (Life Technologies, Cat# 11668019) according to manufacturer’s instructions. Viral supernatants were collected 24 h after transfection, concentrated with PEG-it (System Biosciences, Cat# LV825A-1) and frozen in aliquots. For retroviral transduction, naive lymphocytes were stimulated with irradiated splenocytes in the presence of anti-CD3 mAbs (2 μg/mL) for 14 h and then spinfected (2000 RPM, 90 min, 37 °C) with virus and polybrene (4 μg/mL, Sigma, Cat# TR-1003-G). Media was changed 4 h after transduction, at this point IL-2 was added at 100 U/mL and CTLs were generated.

### Assessment of metabolism

Extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) were measured using the Glycolytic Rate and Cell Mito Stress Assay Kits (Agilent, Cat# 103344-100 and 103015-100, respectively) according to manufacturer’s instructions. Briefly, CTLs were resuspended in RPMI containing 1 mM HEPES, 1 mM pyruvate, 2 mM glutamine and 10 mM glucose and plated onto Seahorse cell plates (1 × 10^5^ cells per well) coated with Cell-Tak (Corning, Cat# 354240). ECAR and OCR were then measured using a Seahorse XFe96 Extracellular Flux Analyzer (Agilent) under basal conditions and in response to rotenone/antimycin (0.5 μM) and 2-deoxy-D-glucose (50 mM) for ECAR or in response to oligomycin (50 μM), FCCP (50 μM) and rotenone/antimycin (25 μM) for OCR.

### Tumor cell lines

B16-F10 melanoma cells (ATCC, CRL-6475), MC57 fibrosarcoma cells (ATCC, CRL-2295) and EL4 thymoma cells (ATCC, TIB-39) were obtained from ATCC. B16-F10 and MC57 were cultured in DMEM supplemented with 10% FBS, EL4 cells were cultured in RPMI supplemented with 10% FBS. To generate B16^gp33^ and EL4^gp33^, B16-F10 and EL4 were transduced with pHRST-IRES-eGFP lentiviral vector modified to express gp33 peptide, and FACS-sorted for GFP-positive population.

### Tumor experiments

Mice were given a sublethal dose of irradiation (500 Rad) and then injected subcutaneously in the right flank with 2.5 × 10^5^ B16 or 2.5 × 10^5^ EL4 or 2 × 10^6^ MC57 cells. For studies involving adoptive T cell transfer, 2 × 10^6^ P14+ CTLs were injected i.v. into mice once tumors were established (at day 8 after tumor inoculation). For studies involving checkpoint blockade, mice were given 200 ug of anti-PDL1 or isotype control (BioXCell, Cat# BE0101and BE0090, respectively) antibodies intraperitoneally at days 8, 11, 14 and 17. For studies involving let-7Tg mice, all mice were fed with doxycycline for the duration of the study. Tumors were measured every 2–3 days with a caliper and tumor volume was determined using the following formula: ½ × D × d^2^ where D is the large diameter and d is the small diameter. Mice were euthanized when tumors reached 2 cm^3^ or when tumors became ulcerated, determined by daily inspection and approved by UMass IACUC protocol. In instances when this limit was exceeded, veterinarians were consulted, and mice were only kept until the end of the experiment if they did not show signs of distress and tumors did not interfere with normal behavior.

For TIL isolation, tumors were minced and digested with 1 mg/mL collagenase D and 200 μg/mL DNase mix (Sigma, Cat# 11088882001 and 10104159001, respectively) by incubating at 37 °C for 30 min with mixing every 5 min. The digestants were then passed through 40-micron filter, spun at 1250 rpm for 5 min and resuspended in FACS buffer.

### Isolation of RNA and quantitative PCR

RNA was isolated using the Total RNA Purification Kit and genomic DNA removed using the RNase-Free DNase I Kit (Norgen Biotek, Cat# 37500 and 25710, respectively). cDNA was synthesized using the SensiFast cDNA Synthesis Kit (Thomas Scientific, Cat# C755H66). SYBR Green quantitative PCR was performed using the SensiFAST SYBR Lo-Rox kit (Thomas Scientific, Cat# C755H95) and Taqman quantitative PCR was performed using the SensiFAST Probe Lo-Rox kit (Thomas Scientific, Cat# C755H88). Both SYBR Green and Taqman amplification primers (Integrated DNA Technologies, or Applied Biosystems) are listed in Supplementary data 5.

### RNA-seq

20 × 10^6^ in vitro-generated CTLs and at least 4 × 10^6^ naive and 12 h-activated CD8 + T cells were lysed in TRIzol (ThermoFisher Scientific, Cat# 15596026) and sent to Novogene for RNA extraction, library preparation, sequencing and initial data processing. Reference genome and genome annotation files were downloaded from genome website browser (NCBI/UCSC/Ensembl) and indexed using Bowtie v2.0.6. Clean, paired-end reads were aligned to the reference genome with TopHat v2.0.9. Read counts per gene and FPKM were determined using HTSeq v0.6.1. Differential gene expression analysis between the WT, Let-7Tg, Lin28Tg sample groups (*n* = 3 in each group) was performed using the DESeq2 R package (v2_1.6.3). Adjusted p-values were calculated with the Benjamini-Hochberg multiple test correction, and genes with an adjusted *p*-value < 0.05 were considered significantly differentially expressed between two groups.

### Analysis of RNA-seq data

Principal component analysis (PCA) was performed with normalized read counts using the PCAtools (v2.8.0), car (v3.1-2), RColorBrewer (v1.1-3), and ggplot2 (v3.4.2) R packages. Volcano plots were generated with differential gene expression data using the EnhancedVolcano (v1.14.0) R package. Heatmaps were generated with normalized read counts using the pheatmap (v1.0.12), dendextend (v1.17.1), and RColorBrewer (v1.1-3) R packages. Differential expression of each gene was ranked according to the adjusted p-value and log2 fold change. Gene sets for memory and terminal effector markers were obtained from MSigDB^74,104^. Hallmark gene sets obtained from MSigDB were converted to mouse ortholog genes^105^. The GSEA software^106,107^ version 4.2.3 (Broad Institute) was used to analyze enrichment of Hallmark features using the GSEAPreranked method.

### Prediction of let-7 miRNA targeted genes

Predicted target genes of let-7 miRNA were compiled from the TargetScan database^108^ version 8.0. Differentially expressed genes in the Cluster-1 category of heatmaps (genes significantly upregulated in lin28Tg but significantly downregulated in let-7Tg mice) for each time point were searched for the presence of let-7 miRNA targets. The number of unique or shared target genes in each time point were represented with a Venn diagram.

### Statistical analysis

Data statistical analysis was performed with Prism 9 (GraphPad software). *P*-values were determined using a two-tailed unpaired Student’s t-test, a two-tailed Mann-Whitney test, a two-way ANOVA or log-rank Mantel-Cox test as indicated in the figure legends. Sample size was not predetermined by statistical methods, and no data were excluded from the analyses.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

### Source data

Source Data

## Data Availability

The sequencing data that support the findings of this study have been deposited in the National Center of Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the accession number GSE232541. The gene sets used for GSEA in this study are accessible from MSigDB under GEO accession codes GSE8678 (GSE8678_IL7R_LOW_VS_HIGH_EFF_CD8_TCELL_UP (gsea-msigdb.org)) and GSE10239 (GSE10239_MEMORY_VS_DAY4.5_EFF_CD8_TCELL_UP (gsea-msigdb.org)). The list of target genes by miRNA were obtained from the TargetScan database (TargetScanMouse 8.0). Source data are provided as a Source Data file. Source data are provided with this paper.

## References

[1] Kaech SM, Cui W (2012). Transcriptional control of effector and memory CD8+ T cell differentiation. Nat. Rev. Immunol..

[2] Kaech SM, Ahmed R (2001). Memory CD8+ T cell differentiation: initial antigen encounter triggers a developmental program in naive cells. Nat. Immunol..

[3] Kaech SM, Wherry EJ, Ahmed R (2002). Effector and memory T-cell differentiation: implications for vaccine development. Nat. Rev. Immunol..

[4] Krahenbuhl O, Tschopp J (1990). Involvement of granule proteins in T-cell-mediated cytolysis. Nat. Immun. Cell Growth Regul..

[5] Pipkin ME, Lieberman J (2007). Delivering the kiss of death: progress on understanding how perforin works. Curr. Opin. Immunol..

[6] Blank CU (2019). Defining ‘T cell exhaustion’. Nat. Rev. Immunol..

[7] McLane LM, Abdel-Hakeem MS, Wherry EJ (2019). CD8 T cell exhaustion during chronic viral infection and cancer. Annu. Rev. Immunol..

[8] Zajac AJ (1998). Viral immune evasion due to persistence of activated T cells without effector function. J. Exp. Med..

[9] Blackburn SD, Shin H, Freeman GJ, Wherry EJ (2008). Selective expansion of a subset of exhausted CD8 T cells by alphaPD-L1 blockade. Proc. Natl Acad. Sci. USA.

[10] Chen Z (2019). TCF-1-centered transcriptional network drives an effector versus exhausted CD8 T cell-fate decision. Immunity.

[11] Philip M (2017). Chromatin states define tumour-specific T cell dysfunction and reprogramming. Nature.

[12] Geiger R (2016). L-arginine modulates T cell metabolism and enhances survival and anti-tumor activity. Cell.

[13] Guo A (2022). cBAF complex components and MYC cooperate early in CD8(+) T cell fate. Nature.

[14] LaFleur MW (2019). PTPN2 regulates the generation of exhausted CD8(+) T cell subpopulations and restrains tumor immunity. Nat. Immunol..

[15] Miller BC (2019). Subsets of exhausted CD8(+) T cells differentially mediate tumor control and respond to checkpoint blockade. Nat. Immunol..

[16] Siddiqui I (2019). Intratumoral Tcf1(+)PD-1(+)CD8(+) T cells with stem-like properties promote tumor control in response to vaccination and checkpoint blockade immunotherapy. Immunity.

[17] Chen J (2019). NR4A transcription factors limit CAR T cell function in solid tumours. Nature.

[18] Milner JJ (2017). Runx3 programs CD8(+) T cell residency in non-lymphoid tissues and tumours. Nature.

[19] Scott AC (2019). TOX is a critical regulator of tumour-specific T cell differentiation. Nature.

[20] Seo H (2021). BATF and IRF4 cooperate to counter exhaustion in tumor-infiltrating CAR T cells. Nat. Immunol..

[21] Hertel J (2012). Evolution of the let-7 microRNA family. RNA Biol..

[22] Wells AC, Pobezinskaya EL, Pobezinsky LA (2020). Non-coding RNAs in CD8 T cell biology. Mol. Immunol..

[23] Wu H (2007). miRNA profiling of naive, effector and memory CD8 T cells. PLoS ONE.

[24] Angelou CC (2019). Differentiation of pathogenic Th17 cells is negatively regulated by Let-7 microRNAs in a mouse model of multiple sclerosis. Front. Immunol..

[25] Wells AC (2017). Modulation of let-7 miRNAs controls the differentiation of effector CD8 T cells. Elife.

[26] Pobezinsky LA, Wells AC (2018). Let’s fight cancer: let-7 is a tool to enhance antitumor immune responses. Future Oncol..

[27] Pircher H, Burki K, Lang R, Hengartner H, Zinkernagel RM (1989). Tolerance induction in double specific T-cell receptor transgenic mice varies with antigen. Nature.

[28] Zhu H (2011). The Lin28/let-7 axis regulates glucose metabolism. Cell.

[29] Brooks DG, McGavern DB, Oldstone MB (2006). Reprogramming of antiviral T cells prevents inactivation and restores T cell activity during persistent viral infection. J. Clin. Invest..

[30] Cannarile MA (2006). Transcriptional regulator Id2 mediates CD8+ T cell immunity. Nat. Immunol..

[31] Chen Y (2021). BATF regulates progenitor to cytolytic effector CD8(+) T cell transition during chronic viral infection. Nat. Immunol..

[32] Doering TA (2012). Network analysis reveals centrally connected genes and pathways involved in CD8+ T cell exhaustion versus memory. Immunity.

[33] Ejrnaes M (2006). Resolution of a chronic viral infection after interleukin-10 receptor blockade. J. Exp. Med..

[34] Gerlach C (2016). The chemokine receptor CX3CR1 defines three antigen-experienced CD8 T cell subsets with distinct roles in immune surveillance and homeostasis. Immunity.

[35] Kurachi M (2014). The transcription factor BATF operates as an essential differentiation checkpoint in early effector CD8+ T cells. Nat. Immunol..

[36] Kuroda S (2011). Basic leucine zipper transcription factor, ATF-like (BATF) regulates epigenetically and energetically effector CD8 T-cell differentiation via Sirt1 expression. Proc. Natl Acad. Sci. USA.

[37] Paley MA (2012). Progenitor and terminal subsets of CD8+ T cells cooperate to contain chronic viral infection. Science.

[38] Rutishauser RL (2009). Transcriptional repressor Blimp-1 promotes CD8(+) T cell terminal differentiation and represses the acquisition of central memory T cell properties. Immunity.

[39] Tsao HW (2022). Batf-mediated epigenetic control of effector CD8(+) T cell differentiation. Sci. Immunol..

[40] Wherry EJ (2007). Molecular signature of CD8+ T cell exhaustion during chronic viral infection. Immunity.

[41] Bai A, Hu H, Yeung M, Chen J (2007). Kruppel-like factor 2 controls T cell trafficking by activating L-selectin (CD62L) and sphingosine-1-phosphate receptor 1 transcription. J. Immunol..

[42] Hand TW (2010). Differential effects of STAT5 and PI3K/AKT signaling on effector and memory CD8 T-cell survival. Proc. Natl Acad. Sci. USA.

[43] Jeannet G (2010). Essential role of the Wnt pathway effector Tcf-1 for the establishment of functional CD8 T cell memory. Proc. Natl Acad. Sci. USA.

[44] Ji Y (2011). Repression of the DNA-binding inhibitor Id3 by Blimp-1 limits the formation of memory CD8+ T cells. Nat. Immunol..

[45] Kaech SM (2003). Selective expression of the interleukin 7 receptor identifies effector CD8 T cells that give rise to long-lived memory cells. Nat. Immunol..

[46] Kim MV, Ouyang W, Liao W, Zhang MQ, Li MO (2013). The transcription factor Foxo1 controls central-memory CD8+ T cell responses to infection. Immunity.

[47] Roychoudhuri R (2016). BACH2 regulates CD8(+) T cell differentiation by controlling access of AP-1 factors to enhancers. Nat. Immunol..

[48] Sallusto F, Geginat J, Lanzavecchia A (2004). Central memory and effector memory T cell subsets: function, generation, and maintenance. Annu. Rev. Immunol..

[49] Schluns KS, Kieper WC, Jameson SC, Lefrancois L (2000). Interleukin-7 mediates the homeostasis of naive and memory CD8 T cells in vivo. Nat. Immunol..

[50] Tsukumo S (2013). Bach2 maintains T cells in a naive state by suppressing effector memory-related genes. Proc. Natl Acad. Sci. USA.

[51] Weinreich MA (2009). KLF2 transcription-factor deficiency in T cells results in unrestrained cytokine production and upregulation of bystander chemokine receptors. Immunity.

[52] Xing S (2016). Tcf1 and Lef1 transcription factors establish CD8(+) T cell identity through intrinsic HDAC activity. Nat. Immunol..

[53] Yao C (2021). BACH2 enforces the transcriptional and epigenetic programs of stem-like CD8(+) T cells. Nat. Immunol..

[54] Zhou X (2010). Differentiation and persistence of memory CD8(+) T cells depend on T cell factor 1. Immunity.

[55] Gattinoni L (2011). A human memory T cell subset with stem cell-like properties. Nat. Med..

[56] Lugli E, Galletti G, Boi SK, Youngblood BA (2020). Stem, effector, and hybrid states of memory CD8(+) T cells. Trends Immunol..

[57] Williams JB (2017). The EGR2 targets LAG-3 and 4-1BB describe and regulate dysfunctional antigen-specific CD8+ T cells in the tumor microenvironment. J. Exp. Med..

[58] Chapman NM, Boothby MR, Chi H (2020). Metabolic coordination of T cell quiescence and activation. Nat. Rev. Immunol..

[59] Geltink RIK, Kyle RL, Pearce EL (2018). Unraveling the complex interplay between T cell metabolism and function. Annu. Rev. Immunol..

[60] Tabilas C (2019). Cutting edge: elevated glycolytic metabolism limits the formation of memory CD8(+) T cells in early life. J. Immunol..

[61] Vardhana SA (2020). Impaired mitochondrial oxidative phosphorylation limits the self-renewal of T cells exposed to persistent antigen. Nat. Immunol..

[62] Sukumar M (2013). Inhibiting glycolytic metabolism enhances CD8+ T cell memory and antitumor function. J. Clin. Invest..

[63] van der Windt GJ (2012). Mitochondrial respiratory capacity is a critical regulator of CD8+ T cell memory development. Immunity.

[64] Wang R (2011). The transcription factor Myc controls metabolic reprogramming upon T lymphocyte activation. Immunity.

[65] Pobezinskaya EL (2019). Survival of Naive T Cells Requires the Expression of Let-7 miRNAs. Front. Immunol..

[66] Pobezinsky LA (2015). Let-7 microRNAs target the lineage-specific transcription factor PLZF to regulate terminal NKT cell differentiation and effector function. Nat. Immunol..

[67] Hand TW, Morre M, Kaech SM (2007). Expression of IL-7 receptor alpha is necessary but not sufficient for the formation of memory CD8 T cells during viral infection. Proc. Natl Acad. Sci. USA.

[68] Melchionda F (2005). Adjuvant IL-7 or IL−15 overcomes immunodominance and improves survival of the CD8+ memory cell pool. J. Clin. Invest..

[69] Manjunath N (2001). Effector differentiation is not prerequisite for generation of memory cytotoxic T lymphocytes. J. Clin. Invest..

[70] Shen H (1998). Compartmentalization of bacterial antigens: differential effects on priming of CD8 T cells and protective immunity. Cell.

[71] Araki K (2009). mTOR regulates memory CD8 T-cell differentiation. Nature.

[72] Badovinac VP, Messingham KA, Jabbari A, Haring JS, Harty JT (2005). Accelerated CD8+ T-cell memory and prime-boost response after dendritic-cell vaccination. Nat. Med..

[73] Harty JT, Badovinac VP (2008). Shaping and reshaping CD8+ T-cell memory. Nat. Rev. Immunol..

[74] Joshi NS (2007). Inflammation directs memory precursor and short-lived effector CD8(+) T cell fates via the graded expression of T-bet transcription factor. Immunity.

[75] Kolumam GA, Thomas S, Thompson LJ, Sprent J, Murali-Krishna K (2005). Type I interferons act directly on CD8 T cells to allow clonal expansion and memory formation in response to viral infection. J. Exp. Med..

[76] Chang JT (2007). Asymmetric T lymphocyte division in the initiation of adaptive immune responses. Science.

[77] Kakaradov B (2017). Early transcriptional and epigenetic regulation of CD8(+) T cell differentiation revealed by single-cell RNA sequencing. Nat. Immunol..

[78] Lauvau G (2001). Priming of memory but not effector CD8 T cells by a killed bacterial vaccine. Science.

[79] Mercado R (2000). Early programming of T cell populations responding to bacterial infection. J. Immunol..

[80] Wang D (2018). The transcription factor Runx3 establishes chromatin accessibility of cis-regulatory landscapes that drive memory cytotoxic T lymphocyte formation. Immunity.

[81] Moran AE (2011). T cell receptor signal strength in Treg and iNKT cell development demonstrated by a novel fluorescent reporter mouse. J. Exp. Med..

[82] Ebert PJR (2016). MAP kinase inhibition promotes T cell and anti-tumor activity in combination with PD-L1 checkpoint blockade. Immunity.

[83] Verma V (2021). MEK inhibition reprograms CD8(+) T lymphocytes into memory stem cells with potent antitumor effects. Nat. Immunol..

[84] Dubinsky AN (2014). Let-7 coordinately suppresses components of the amino acid sensing pathway to repress mTORC1 and induce autophagy. Cell Metab..

[85] Marcais A (2014). microRNA-mediated regulation of mTOR complex components facilitates discrimination between activation and anergy in CD4 T cells. J. Exp. Med..

[86] Verbist KC (2016). Metabolic maintenance of cell asymmetry following division in activated T lymphocytes. Nature.

[87] Badovinac VP, Harty JT (2007). Manipulating the rate of memory CD8+ T cell generation after acute infection. J. Immunol..

[88] Daniels MA, Teixeiro E (2015). TCR signaling in T cell memory. Front. Immunol..

[89] Wu S (2017). The antitumor effects of vaccine-activated CD8(+) T cells associate with weak TCR signaling and induction of stem-like memory T cells. Cancer Immunol. Res..

[90] Zehn D, Lee SY, Bevan MJ (2009). Complete but curtailed T-cell response to very low-affinity antigen. Nature.

[91] Smith NL (2018). Developmental origin governs CD8(+) T cell fate decisions during infection. Cell.

[92] Wang J (2016). Fetal and adult progenitors give rise to unique populations of CD8+ T cells. Blood.

[93] Franchina DG, Dostert C, Brenner D (2018). Reactive oxygen species: involvement in T cell signaling and metabolism. Trends Immunol..

[94] Sena LA (2013). Mitochondria are required for antigen-specific T cell activation through reactive oxygen species signaling. Immunity.

[95] Ando S (2023). mTOR regulates T cell exhaustion and PD-1-targeted immunotherapy response during chronic viral infection. J. Clin. Invest..

[96] Pollizzi KN (2015). mTORC1 and mTORC2 selectively regulate CD8(+) T cell differentiation. J. Clin. Invest..

[97] Chen Y (2019). LIN28/let-7/PD-L1 pathway as a target for cancer immunotherapy. Cancer Immunol. Res..

[98] Yu D (2019). The let-7 family of microRNAs suppresses immune evasion in head and neck squamous cell carcinoma by promoting PD-L1 degradation. Cell Commun. Signal..

[99] Gilles ME, Slack FJ (2018). Let-7 microRNA as a potential therapeutic target with implications for immunotherapy. Expert Opin. Ther. Targets.

[100] Huber V (2018). Tumor-derived microRNAs induce myeloid suppressor cells and predict immunotherapy resistance in melanoma. J. Clin. Invest..

[101] Gumber D, Wang LD (2022). Improving CAR-T immunotherapy: overcoming the challenges of T cell exhaustion. EBioMedicine.

[102] McLellan AD, Ali Hosseini Rad SM (2019). Chimeric antigen receptor T cell persistence and memory cell formation. Immunol. Cell Biol..

[103] Zhang X, Zhang H, Lan H, Wu J, Xiao Y (2023). CAR-T cell therapy in multiple myeloma: Current limitations and potential strategies. Front. Immunol..

[104] Sarkar S (2008). Functional and genomic profiling of effector CD8 T cell subsets with distinct memory fates. J. Exp. Med..

[105] Liberzon A (2015). The Molecular Signatures Database (MSigDB) hallmark gene set collection. Cell Syst..

[106] Subramanian A (2005). Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc. Natl Acad. Sci. USA.

[107] Mootha VK (2003). PGC-1alpha-responsive genes involved in oxidative phosphorylation are coordinately downregulated in human diabetes. Nat. Genet..

[108] Agarwal V, Bell GW, Nam JW, Bartel DP (2015). Predicting effective microRNA target sites in mammalian mRNAs. Elife.

# Supplementary material for: Let-7 enhances murine anti-tumor CD8 T cell responses by promoting memory and antagonizing terminal differentiation
**Source:** Nat Commun. 2023 Sep 11;14:5585. doi: 10.1038/s41467-023-40959-7
**Supplement:** Supplementary file 1 — Supplementary Information

**a**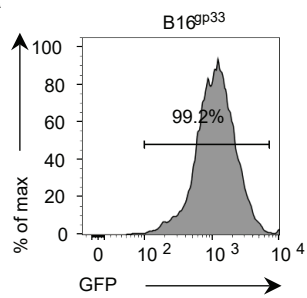**b**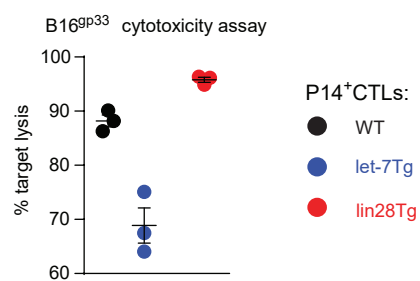**c**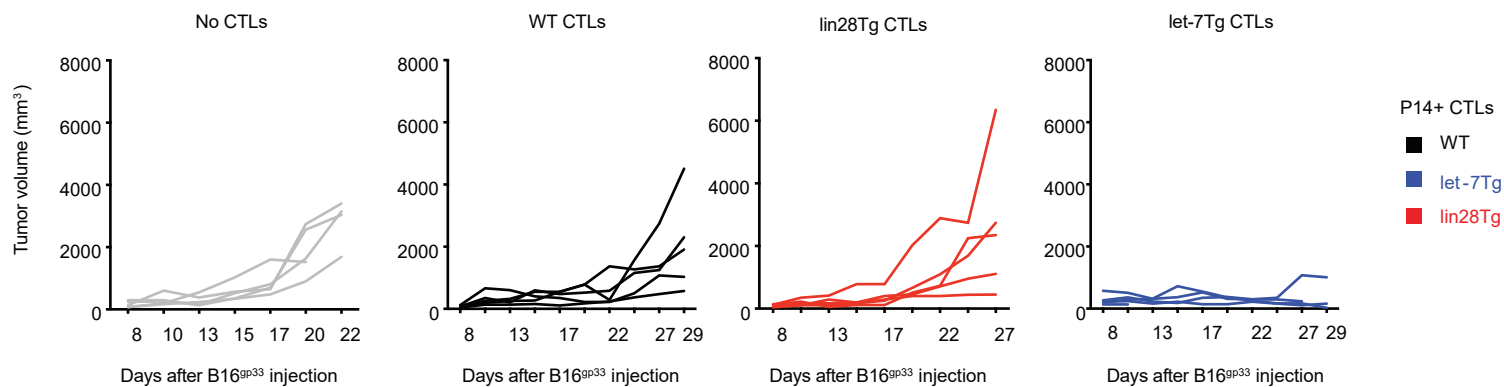**d**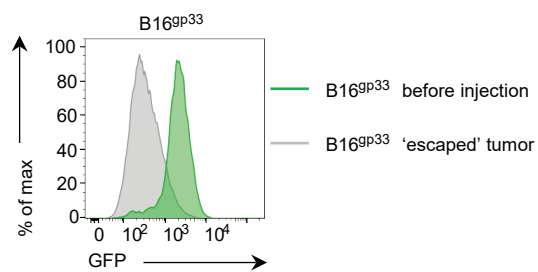

**Supplementary Fig. 1.**

**a**, FACS analysis of B16<sup>gp33</sup> cell line where GFP is reporting expression of gp33 coding mini-gene. **b**, Cytotoxicity assay where P14<sup>+</sup> CTLs from either WT, lin28Tg or let-7Tg mice (n=3 technical replicates) were cocultured with B16<sup>gp33</sup> cells. **c**, Individual tumor growth curves in WT mice s.c. injected with B16<sup>gp33</sup> tumor cells and adoptively transferred with P14<sup>+</sup> CTLs from either WT, lin28Tg or let-7Tg mice. Grey color represents control group that received no CTLs. **d**, Representative FACS analysis of B16<sup>gp33</sup> cells before injection and isolated from a tumor from a mouse that received let-7Tg CTLs. Data in **b** represent two independent experiments. Source data for **b**, **c** are provided as a Source Data file.

a

## Exhaustion-associated gene signature

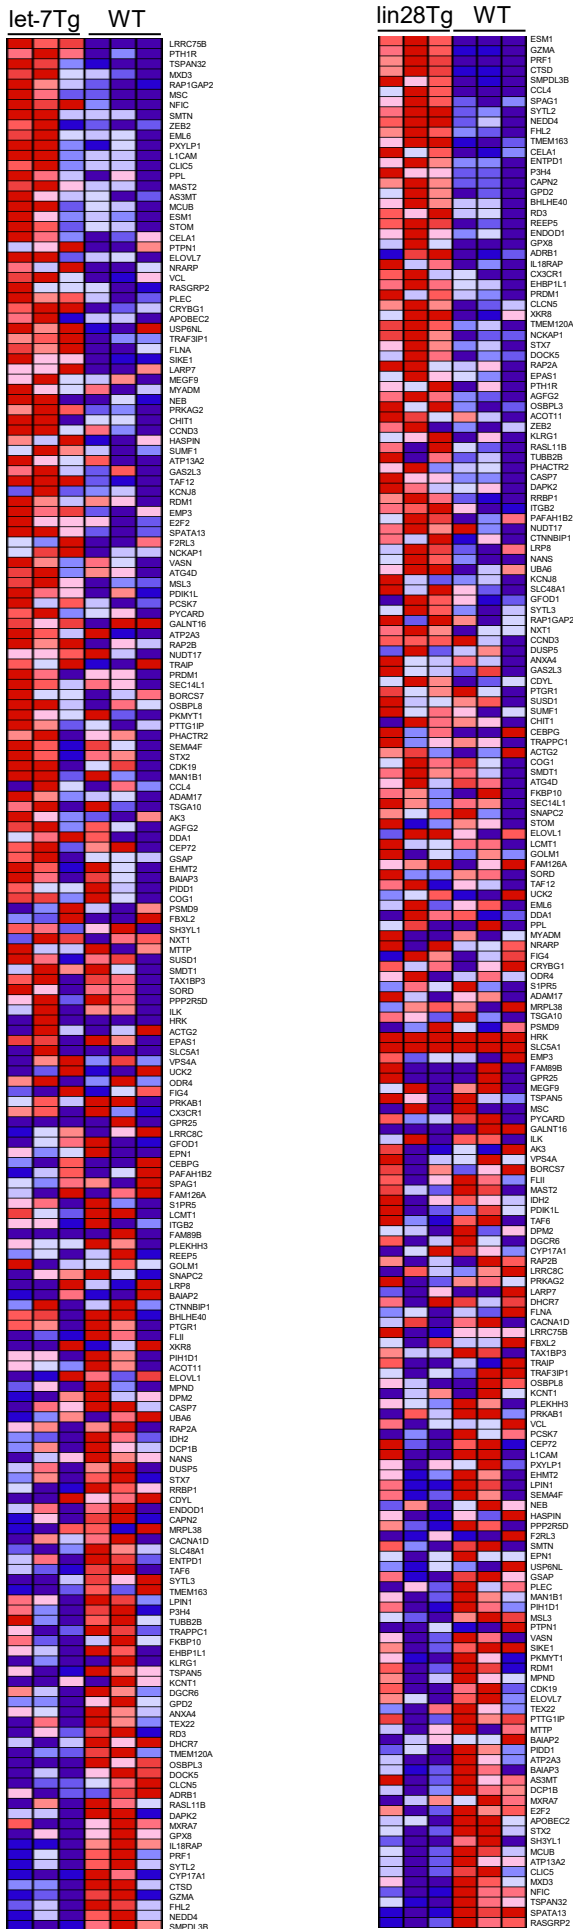

b

## Memory-associated gene signature

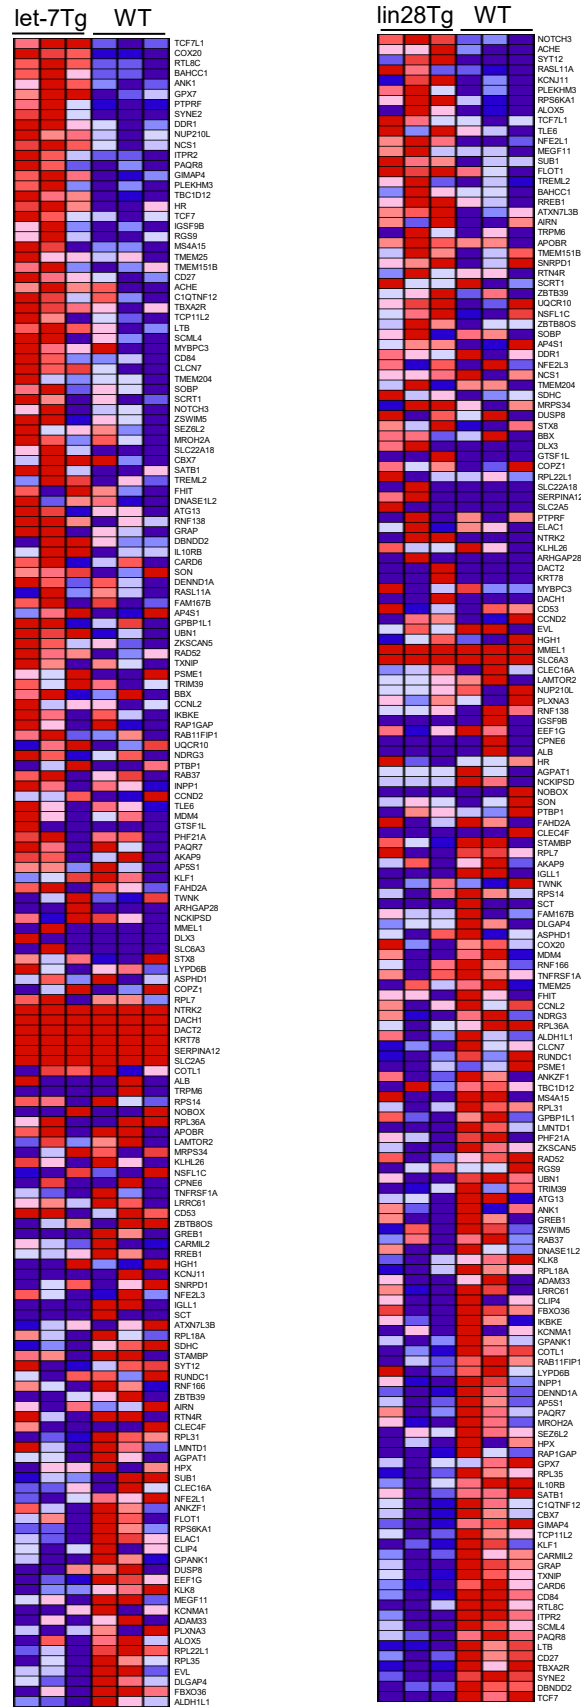

**Supplementary Fig. 2.**

**a-b**, Heatmaps of exhaustion-associated genes (**a**) and memory-associated genes (**b**) differentially expressed in P14<sup>+</sup> let-7tg and lin28Tg CTLs in comparison to WT CTLs.

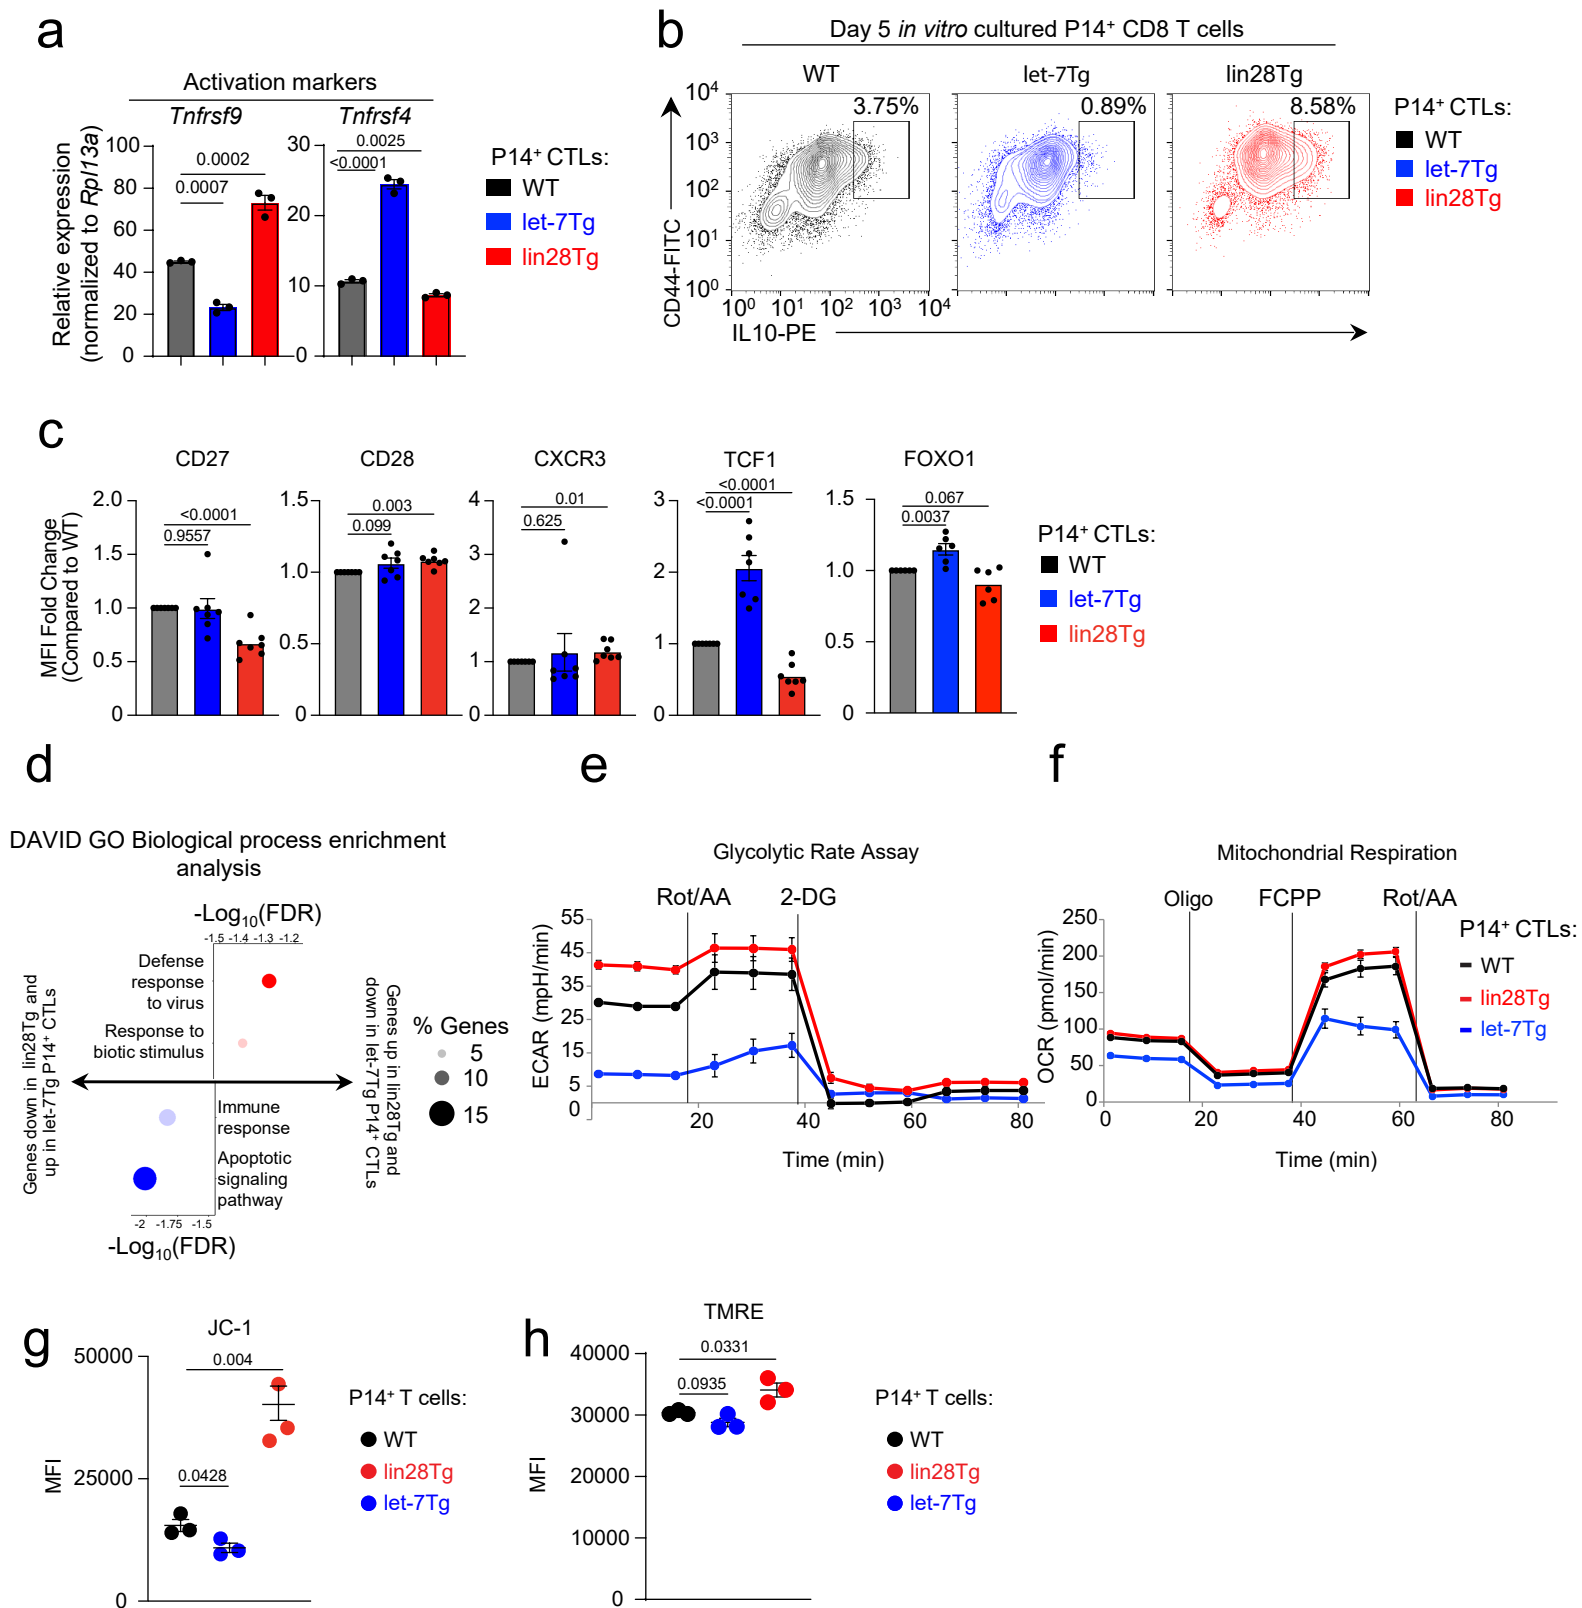

Supplementary Fig. 3

### Supplementary Fig. 3.

**a**, Quantitative RT-PCR analysis showing increased expression of terminal differentiation marker *tnfrsf9* and decreased expression of costimulatory molecule encoded by *tnfrsf4* in lin28Tg CTLs. **b**, Representative FACS analysis of the expression of CD44 and IL-10 in WT, let-7Tg, and lin28Tg CTLs. **c**, Additional FACS of the expression of proteins involved in memory formation in WT, let-7Tg, and Lin28Tg CTLs; quantification of MFIs. **d**, Gene ontology analysis showing selected pathways upregulated and downregulated in P14<sup>+</sup> let-7tg and Lin28Tg CTLs. **e**, Extracellular acidification rate of P14<sup>+</sup> WT, lin28Tg or let-7Tg CTLs. Rot/AA, rotenone plus antimycin; 2-DG, 2-deoxy-D-glucose, (n=9 technical replicates). **f**, Oxygen consumption rate of P14<sup>+</sup> WT, lin28Tg or let-7Tg CTLs. Oligo, oligomycin; FCCP, Carbonyl cyanide-4 (trifluoromethoxy) phenylhydrazone, (n=9 technical replicates). **g**, Quantification of MFIs of mitochondria membrane potential probe JC-1 in WT, let-7Tg, and Lin28Tg CTLs (n=3 technical replicates). **h**, Quantification of MFIs of mitochondria membrane potential probe TMRE in WT, let-7Tg, and Lin28Tg CTLs (n=3 technical replicates). Data in **a**, **e-h** are the mean  $\pm$  s.e.m. of technical replicates; *P* values were determined using a two-tailed unpaired Student's *t*-test. Data represent three (**a**, **b**, **e-h**) independent experiments or are pooled from at least three (**c**) independent staining experiments. Source data for **a**, **c**, **e-h** are provided as a Source Data file.

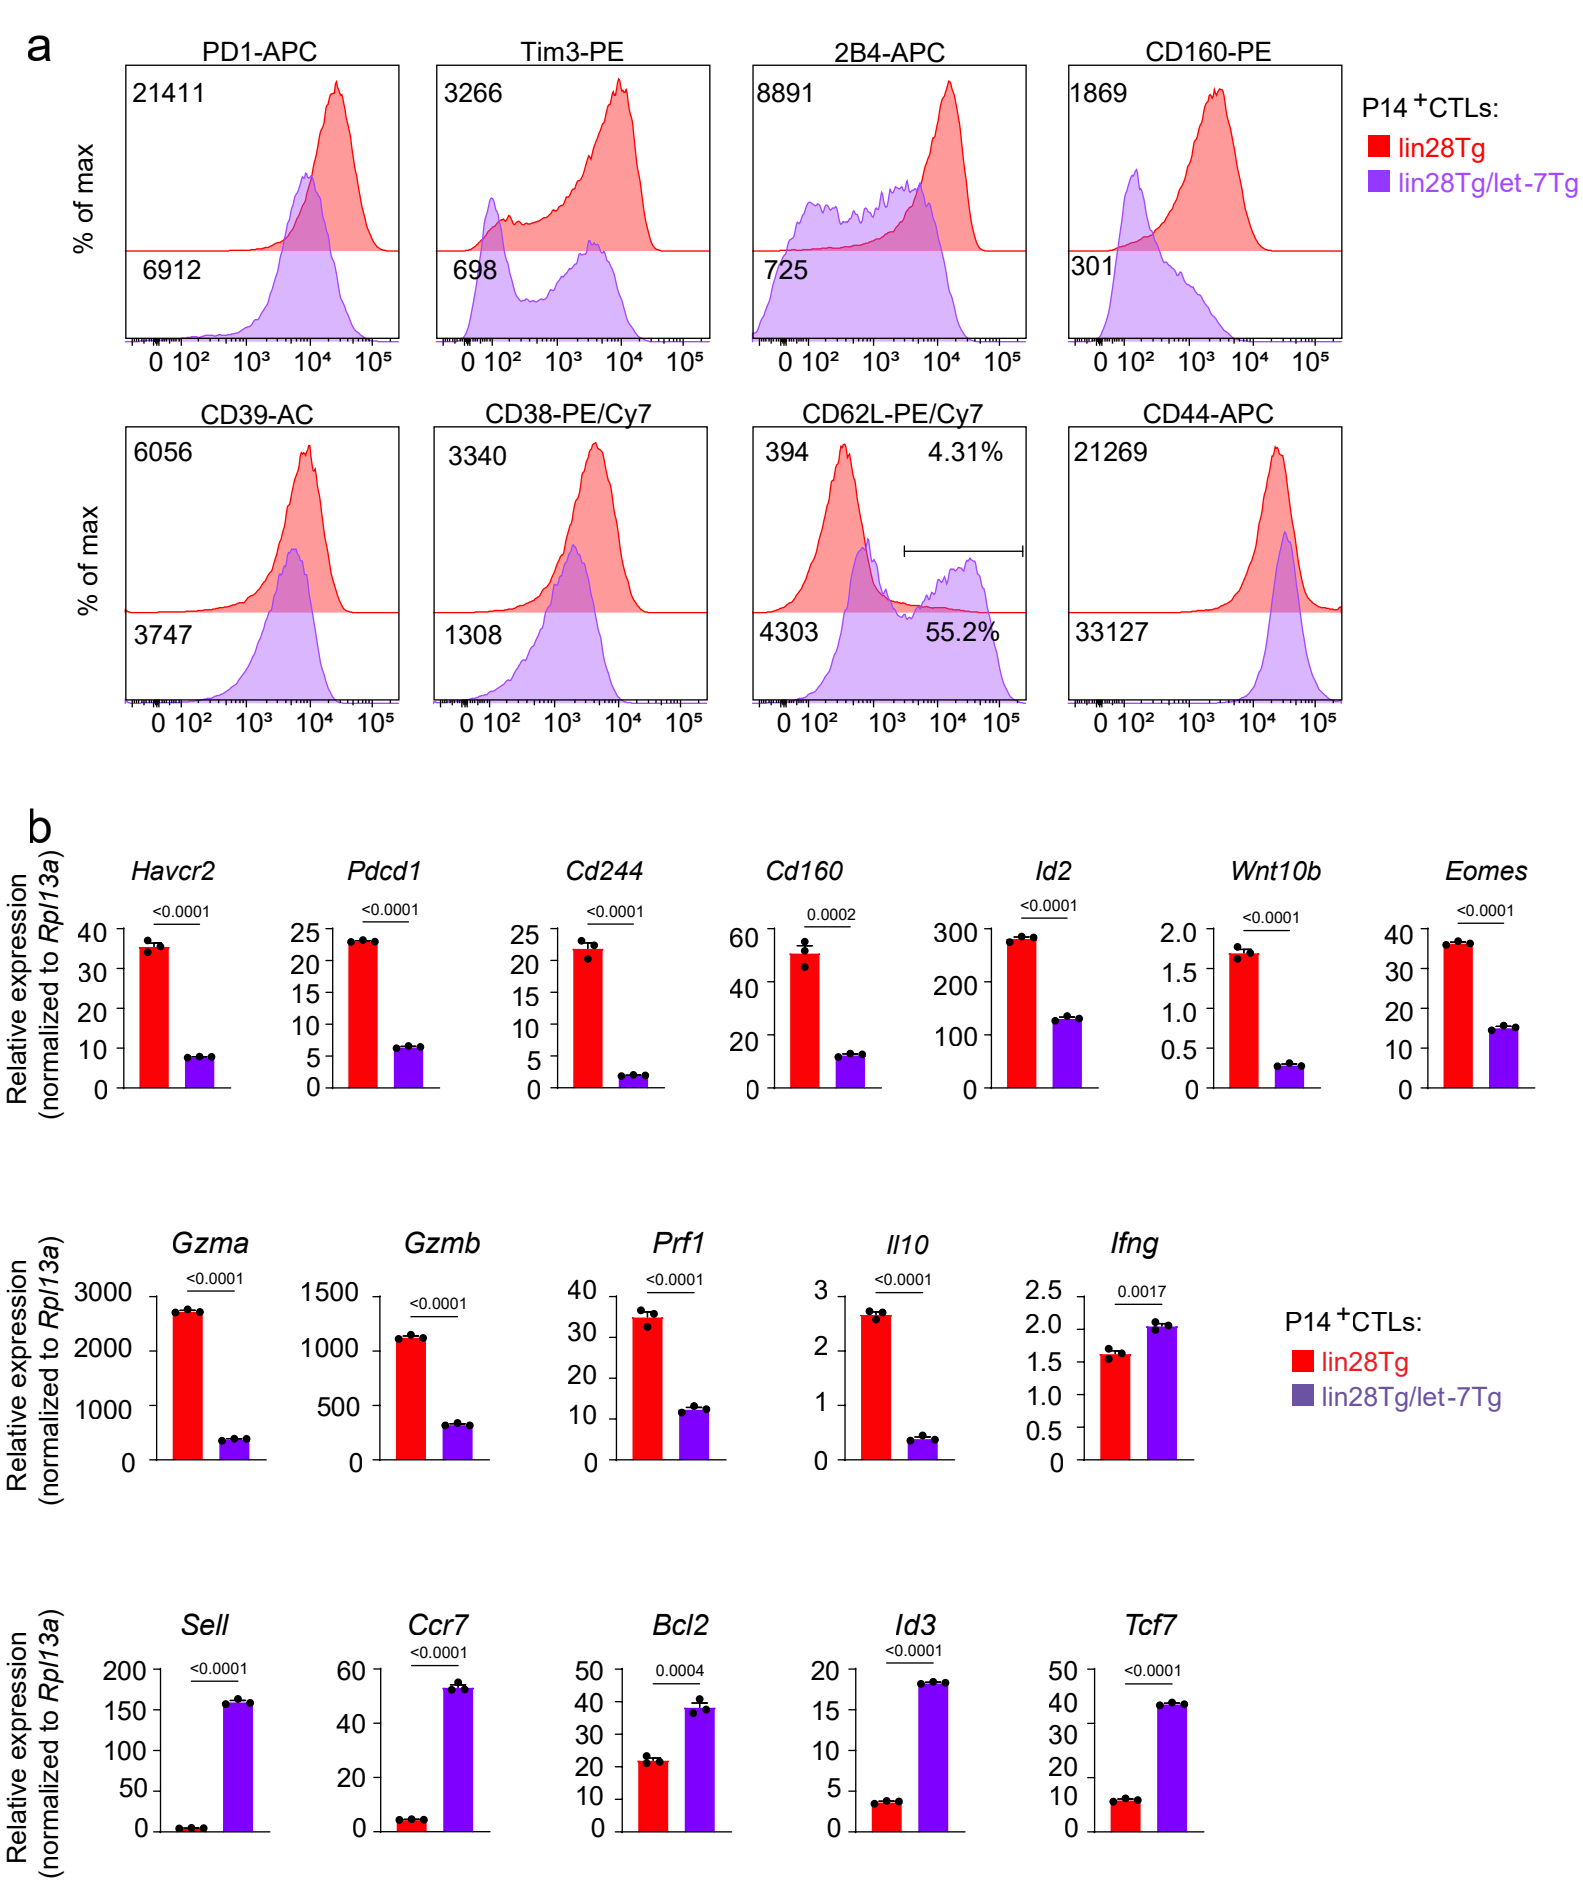

Supplementary Fig. 4

**Supplementary Fig. 4.**

**a**, Representative FACS analysis of the surface expression of terminal differentiation and memory markers in P14<sup>+</sup>lin28Tg and P14<sup>+</sup>lin28Tglet-7Tg CTLs. The numbers indicate MFIs and frequency (for CD62L staining). **b**, Quantitative RT-PCR analysis of the expression of genes involved in terminal differentiation and memory formation P14<sup>+</sup> lin28Tg and lin28Tglet-7Tg CTLs. Data represent two independent experiments, data in **b** are the mean  $\pm$  s.e.m. of technical triplicates; *P* values were determined using a two-tailed unpaired Student's *t*-test. Source data for **b** are provided as a Source Data file.

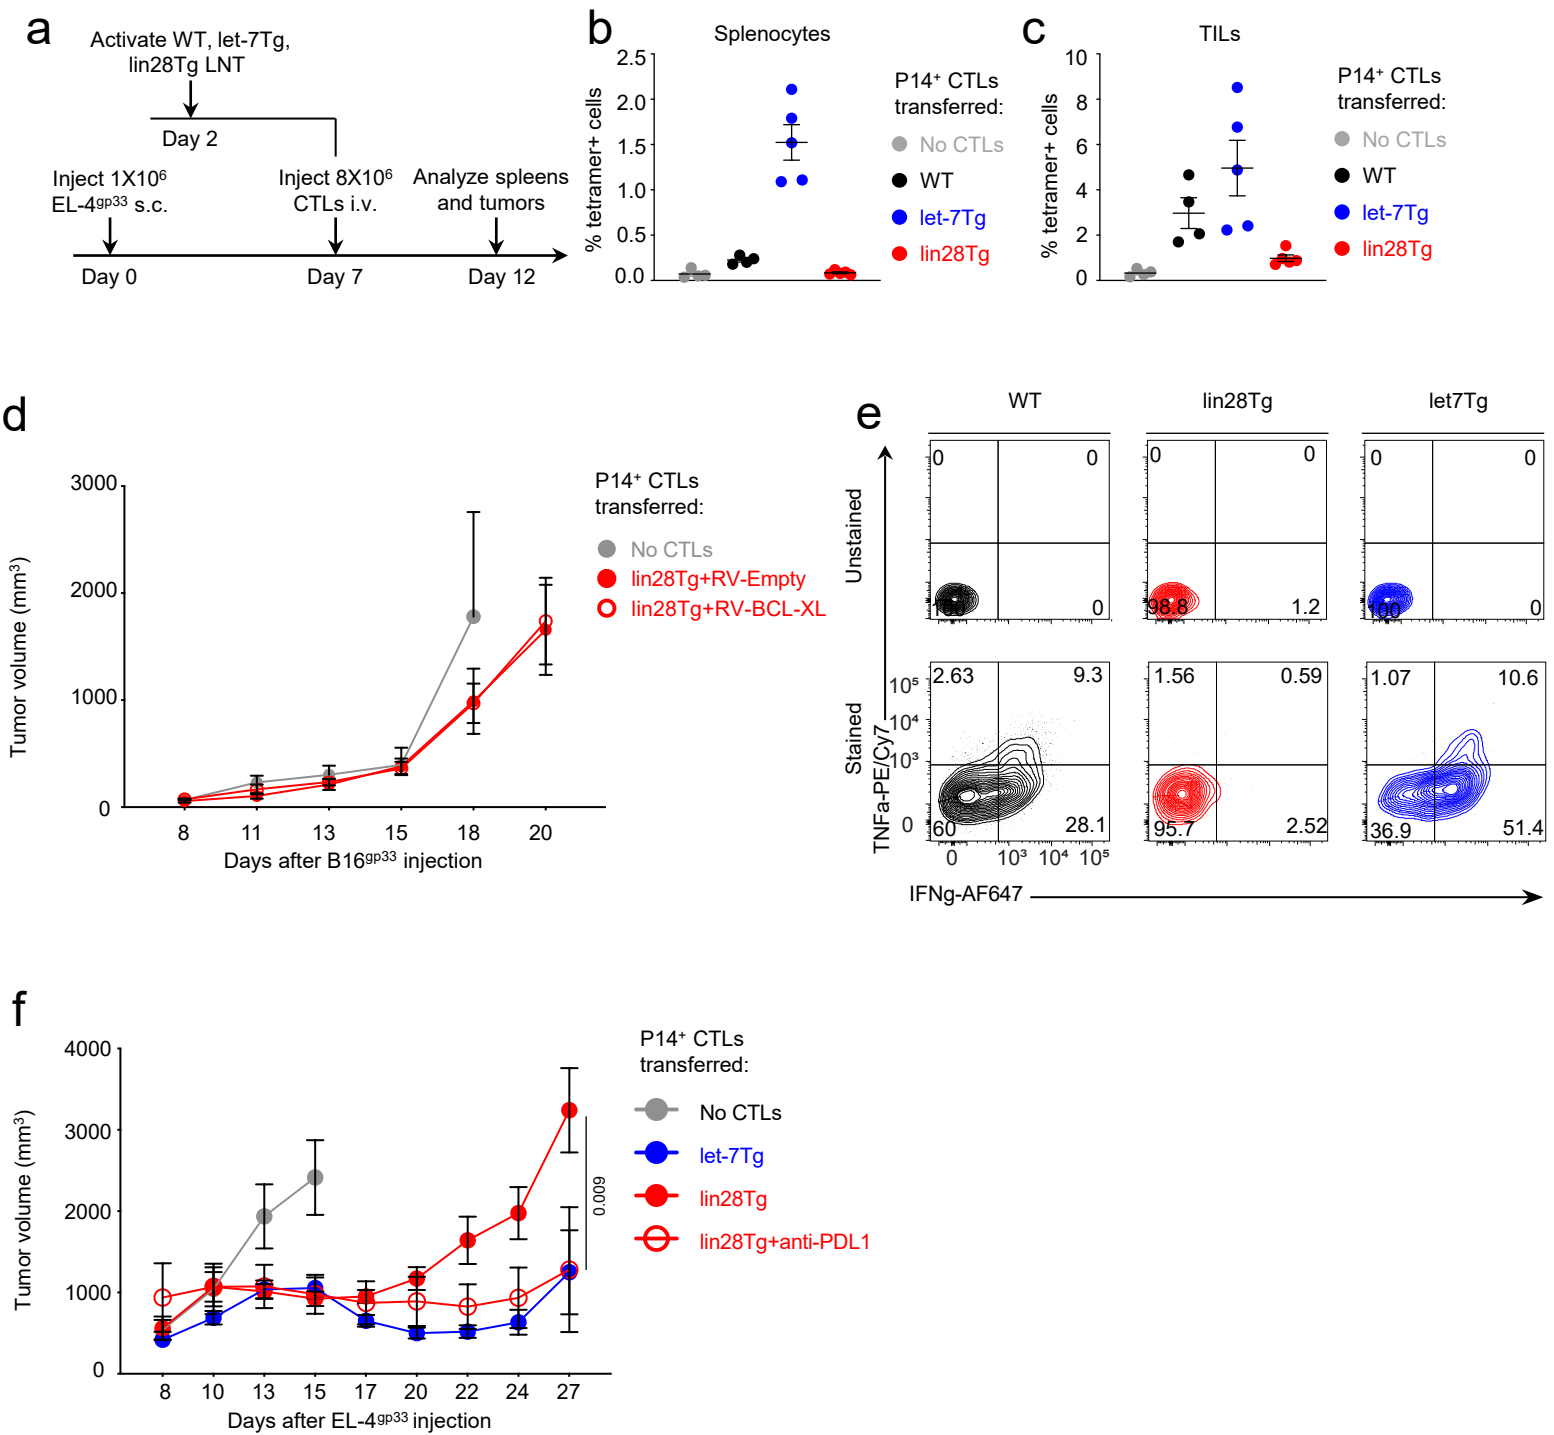

Supplementary Fig. 5

### Supplementary Fig. 5.

**a-c**, Experimental design (**a**), quantification of the frequency of donor P14<sup>+</sup> CTLs recovered from spleen (**b**) and TILs (**c**) of WT mice s.c. injected with EL-4<sup>gp33</sup> tumor cells and adoptively transferred with WT (n=4 mice), let-7Tg (n=5 mice) or lin28Tg (n=5 mice) P14<sup>+</sup> CTLs. Grey color represents control group that received no CTLs (n=4 mice). **d**, Tumor growth curves in WT CD45.1 mice s.c. injected with B16<sup>gp33</sup> tumor cells and adoptively transferred with lin28Tg P14<sup>+</sup> CTLs infected with either empty (n=7 mice) or Bcl2l1-expressing (n=12 mice) RVs. Grey color represents control group that received no CTLs (n=5). **e**, Representative FACS analysis of TNF $\alpha$  and IFN $\gamma$  in TILs of WT CD45.1 mice s.c. injected with B16<sup>gp33</sup> tumor cells and adoptively transferred with donor WT, let-7Tg or lin28Tg P14<sup>+</sup> CTLs. **f**, Tumor growth curves in WT mice (n=5 mice per group) s.c. injected with EL4<sup>gp33</sup> tumor cells and adoptively transferred with lin28Tg P14<sup>+</sup> CTLs with or without anti-PDL1 treatment and let-7Tg P14<sup>+</sup> CTLs. Grey color represents control group that received no CTLs. *P* value for tumor growth curves was determined using two-way ANOVA with Sidak's multiple comparison test. Data represent two (**a-d**, **f**) independent experiments or three (**e**) independent staining experiments. Source data for **b-d**, **f** are provided as a Source Data file.

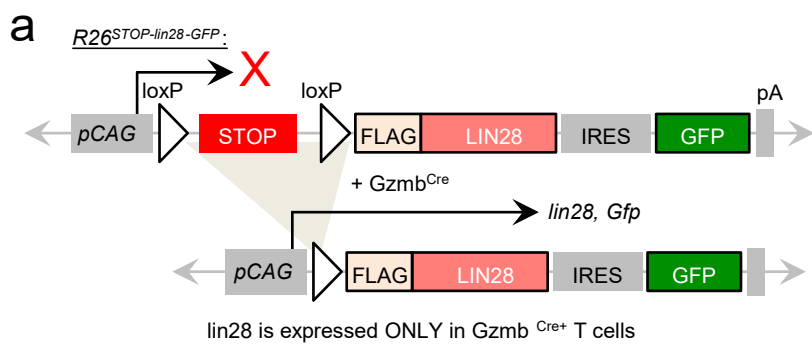

**b**

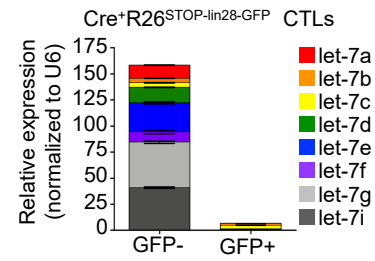

**c**

iCRE = M2rtTATg + tetO-CreTg:

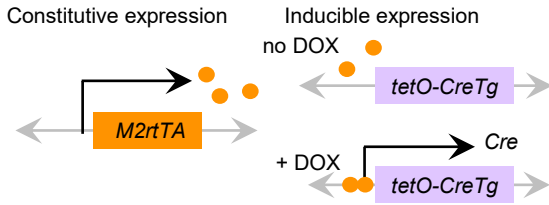

**Supplementary Fig. 6.**

**a**, Schematic of  $GzmbCre^+R26^{STOP-Lin28-GFP}$  mice. Cre deletes STOP cassette to induce the expression of Lin28 and the GFP reporter. **b**, Quantitative RT-PCR analysis showing no let-7 expression in CTLs from  $GzmbCre^+R26^{STOP-Lin28-GFP}$  mice. Data represent one experiment and are the mean  $\pm$  s.e.m. of technical triplicates. **c**, Doxycycline-inducible Cre (iCre = tetO-CreTg M2rtTATg) is only expressed when dox is present, such that when crossed with  $R26^{STOP-Lin28-GFP}$  mice, cells will only express Lin28 and GFP in the presence of doxycycline. Source data for **b** are provided as a Source Data file.

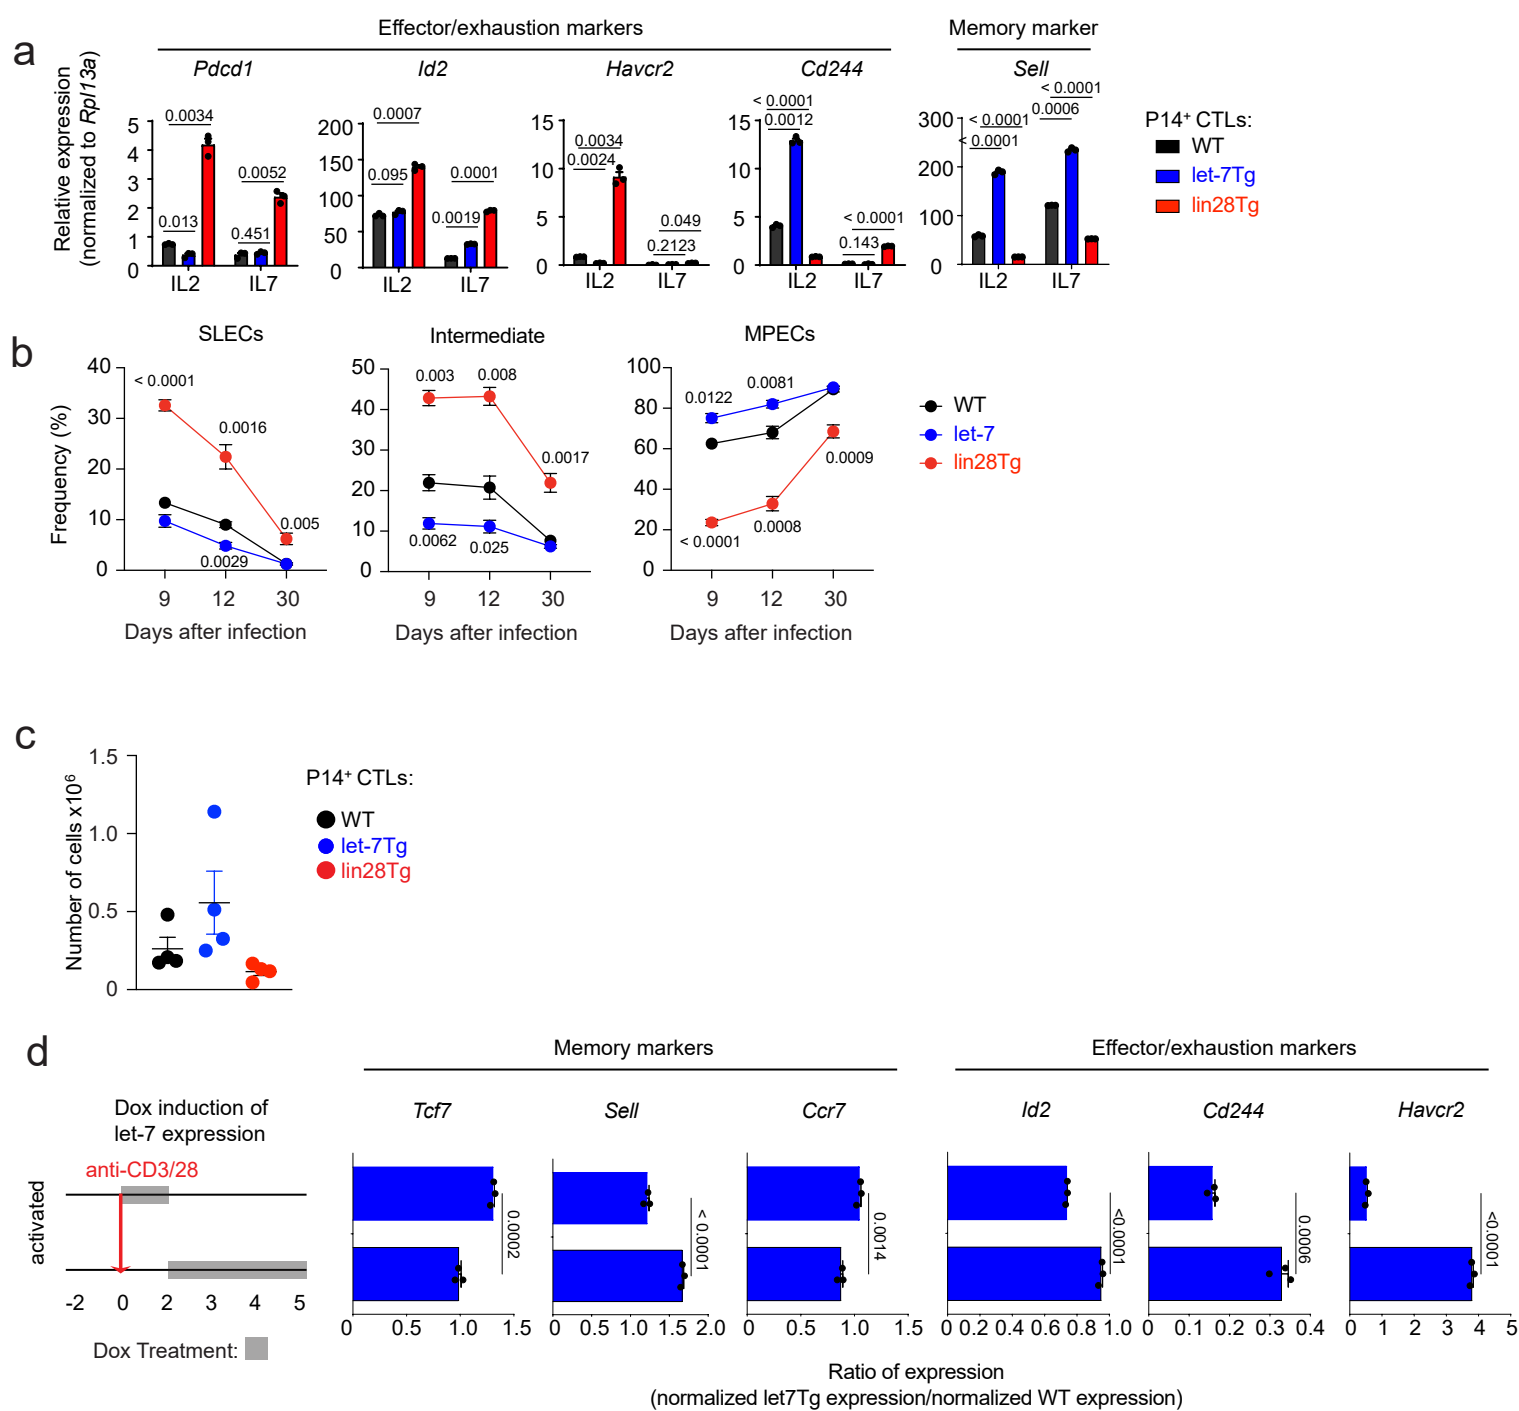

Supplementary Fig. 7

**Supplementary Fig. 7.**

**a**, Quantitative RT-PCR analysis of the expression of genes involved in terminal differentiation or memory formation in indicated P14<sup>+</sup> CTLs after culture with IL-2 or IL2+IL-7. **b**, Frequencies of KLRG1<sup>+</sup>CD127<sup>-</sup> (SLECs), KLRG1<sup>+</sup>CD127<sup>+</sup> (intermediate) and KLRG1<sup>-</sup>CD127<sup>+</sup> (MPECs) populations plotted over time after *Lm-gp33* infection from the experiment in Figure 3c **c**, Number of P14<sup>+</sup> WT, lin28Tg and let-7Tg CTLs recovered from spleens of mice on day 30 after *Lm-gp33* infection from the experiment in Figure 3c. **d**, Quantitative RT-PCR analysis of the expression of genes involved in terminal differentiation or memory formation in let-7Tg P14<sup>+</sup> CTLs with addition of dox at indicated time points (grey bars) presented as the ratio between normalized expression in let-7Tg P14<sup>+</sup> CTLs and WT P14<sup>+</sup> CTLs from Figure 3d. Data are the means  $\pm$  s.e.m. of technical triplicates; *P* values were determined using a two-tailed unpaired Student's *t*-test. Data represent two (**a-d**) independent experiments. Source data for **a-d** are provided as a Source Data file.

a

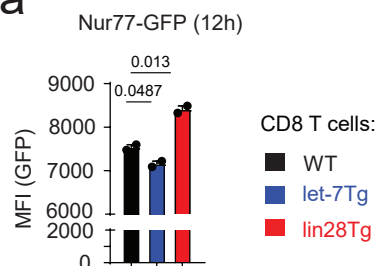

b

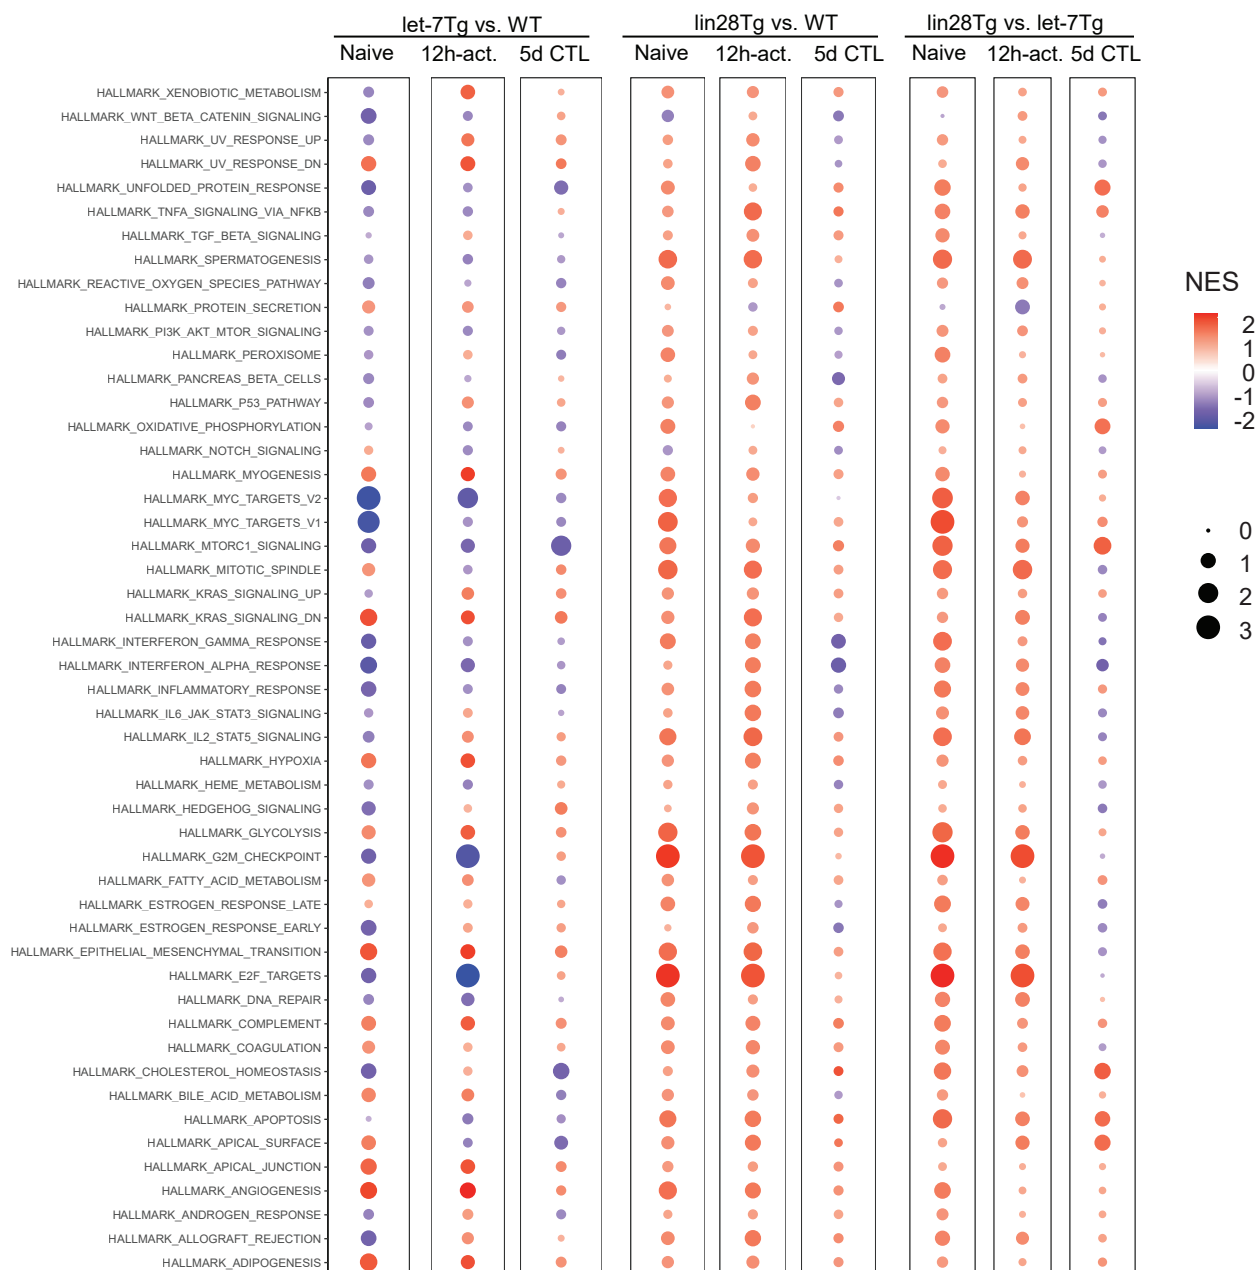

**Supplementary Fig. 8.**

**a**, MFIs of Nur77-GFP reporter in P14<sup>+</sup> CD8 T cells from Nur77<sup>GFP</sup>, let-7TgNur77<sup>GFP</sup> and lin28TgNur77<sup>GFP</sup> mice activated for 12h with anti-CD3/anti-CD28. Data are the means  $\pm$  s.e.m. of biological replicates and are from one experiment; *P* values were determined using a two-tailed unpaired Student's *t*-test. **b**, Full gene set enrichment analysis of 50 Hallmark pathways upregulated and downregulated in P14<sup>+</sup> naive, 12h-activated and 5-day differentiated CD8 T cells from WT, lin28Tg and let-7Tg mice. RNAseq data are from Figure 1 and Figure 4. Source data for **a** are provided as a Source Data file.

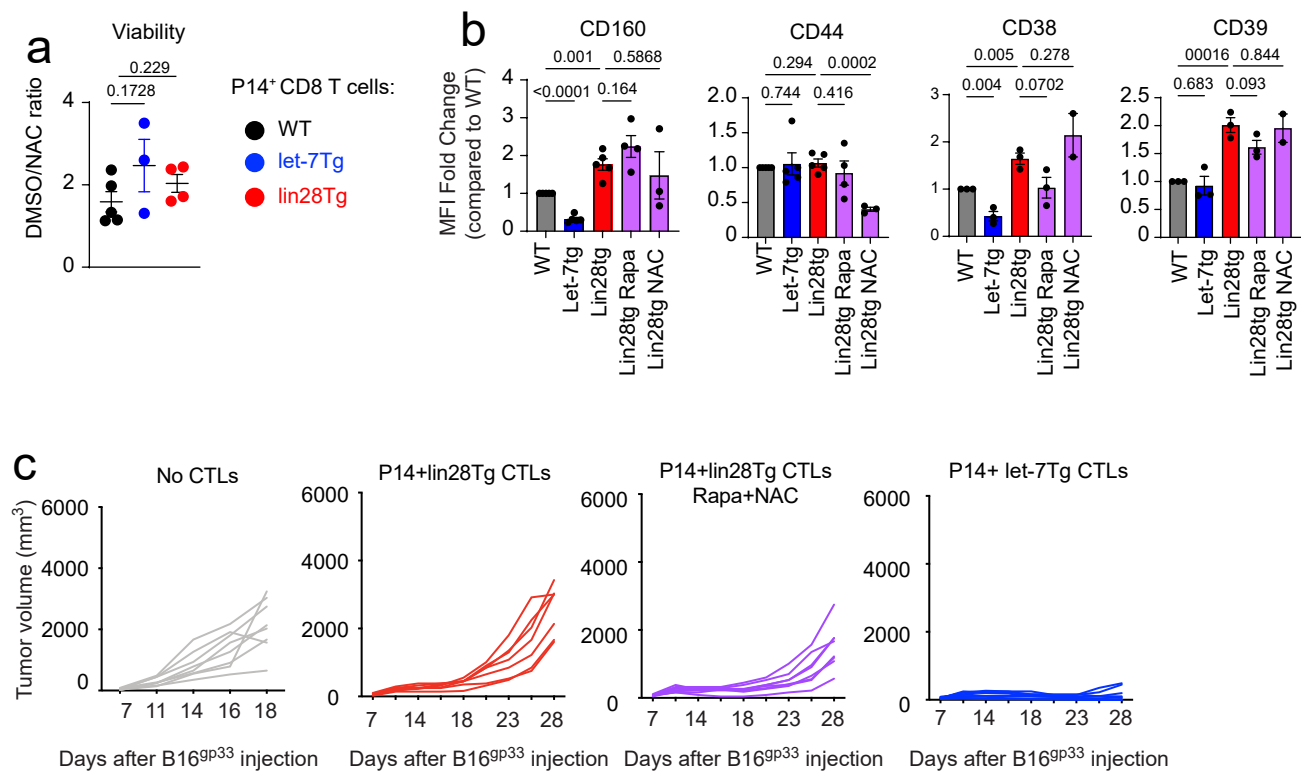

### Supplementary Fig. 9.

**a**, Viability of CTLs on day 5 after NAC treatment presented as the ratio between the cell numbers in DMSO cultures and the cell numbers in NAC-containing cultures. **b**, Quantification of MFIs for CD160, CD44, CD38 and CD39 in indicated cells and presented as a fold change relative to WT. **c**, Individual tumor growth curves in WT mice s.c. injected with B16<sup>gp33</sup> tumor cells and adoptively transferred with P14<sup>+</sup> CTLs from lin28Tg mice differentiated with (n=8) or without (n=7) rapamycin+NAC or let-7Tg mice (n=10). Grey color represents control group that received no CTLs (n=8). Data in **a,b** are the means  $\pm$  s.e.m. of independent biological replicates. In **a** n=5 for WT, n=4 for lin28Tg and n=3 for let-7Tg CTLs. In **b** for CD160 and CD44 staining n=5 for WT, let-7Tg and lin28Tg and n=3 for lin28TgRapa and lin28TgNAC; for CD38 and CD39 staining n=3 for WT, let-7Tg, lin28Tg and lin28TgRapa and n=2 for lin28TgNAC. Source data for **a-c** are provided as a Source Data file.

**a**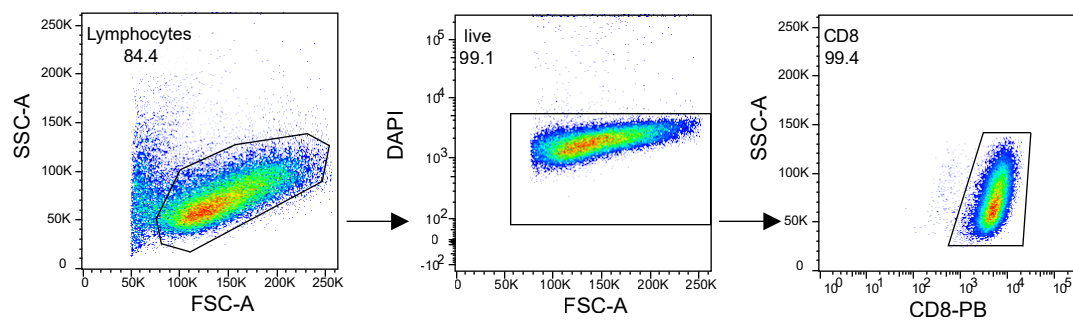**b**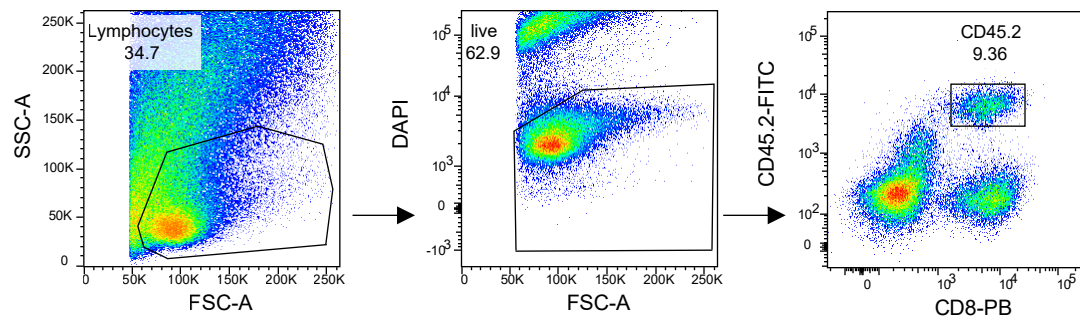**c**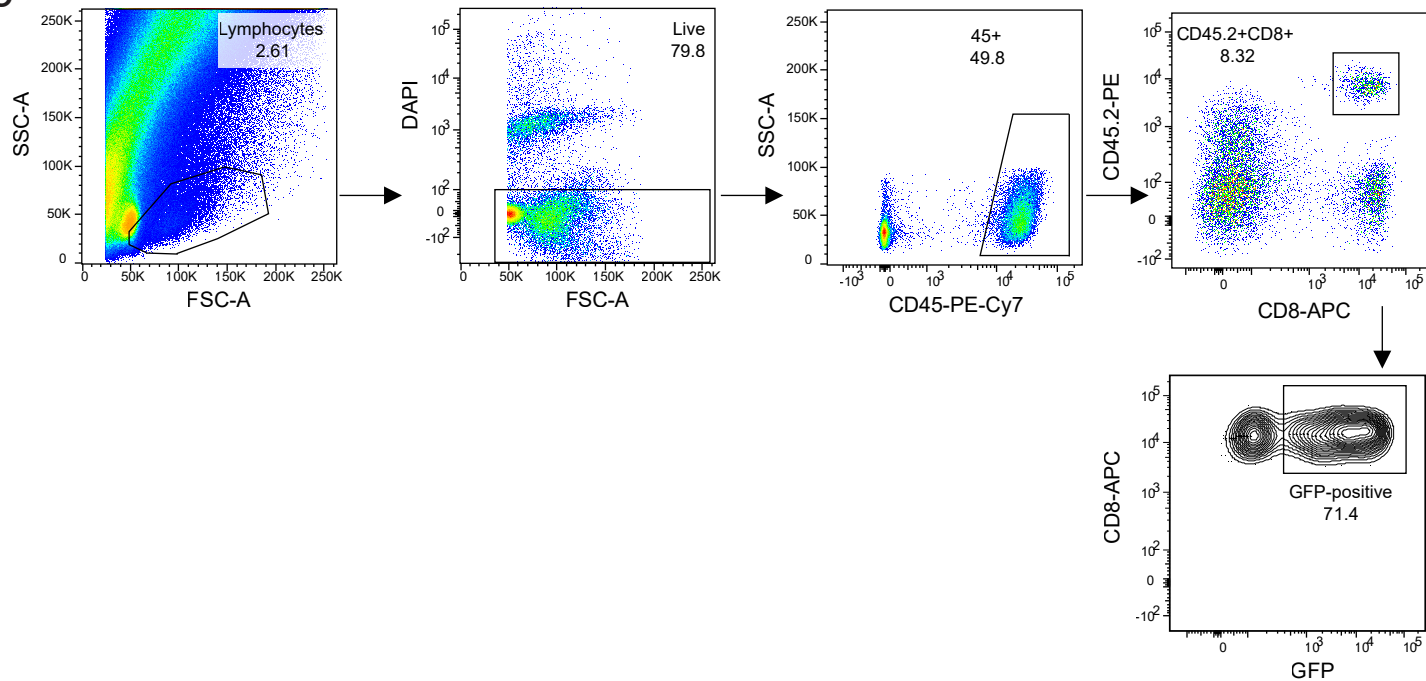

**Supplementary Fig. 10.**

**a**, Gating strategy for FACS analysis of live CD8<sup>+</sup> T cells from in vitro cultures or blood/spleen (related to Fig. 1i-j; 3c; 5b-e; 5g-h; S3b, c, g, h; S4a; S7b, c, S9a, b). **b**, Gating strategy for FACS analysis of live donor CD45.2<sup>+</sup>CD8<sup>+</sup> T cells from TILs or spleens of tumor bearing mice (related to Fig. 2a-b, d; S5c, e). **c**, Gating strategy for FACS analysis of live donor CD45.2<sup>+</sup>GFP<sup>+</sup>CD8<sup>+</sup> T cells from TILs or spleens of tumor bearing mice (related to Fig. 2c). For all experiments, cells were identified by single cell gating on FSC-A/FSC-H before acquisition and only singlets were acquired.

# Supplementary material for: Let-7 enhances murine anti-tumor CD8 T cell responses by promoting memory and antagonizing terminal differentiation
**Source:** Nat Commun. 2023 Sep 11;14:5585. doi: 10.1038/s41467-023-40959-7
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1:**

List of top 177 upregulated and downregulated differentially expressed genes in day 5 P14<sup>+</sup> CTLs from either WT, lin28Tg or let-7Tg mice.

### **Supplementary Data 2:**

List of cluster-4 genes (from Figure 1e) upregulated in naive P14<sup>+</sup> CD8 T cells from lin28Tg or let-7Tg mice.

### **Supplementary Data 3:**

List of cluster-4 genes (from Figure 1e) upregulated in 12h-activated P14<sup>+</sup> cells from lin28Tg or let-7Tg mice.

### **Supplementary Data 4:**

List of let-7 target genes in P14<sup>+</sup> naïve, 12h-activated and 5-day differentiated CD8 T cells from cluster-1 (from Figure 1e).

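The table holds genes that are both predicted by TargetScan to carry let-7 sites and listed by the authors in cluster-1 of at least 1 stage, with a column for each stage. Targets listed only for other stages were not selected on the libraries of the stage at hand. Of these, 25 were tested in naive cells, and all were higher in lin28Tg than in let-7Tg cells, 23 of them called (median log2 fold change 0.80). In activated cells 19 of 19 were higher and called (1.00). In day 5 CTLs 21 of 22 were higher, 13 called over all genes and 15 adjusted over the list alone (median 0.54). That count was 8 without let-7Tg replicate 1 and 15 without let-7Tg replicate 3. Ccr7 was the exception, called lower in lin28Tg than in let-7Tg CTLs (log2 fold change -4.03, adjusted p = 1.45e-04), whereas in naive cells it was higher (0.74, adjusted p = 4.00e-04). Dlc1 had too few reads in day 5 CTLs to be tested. Against WT, these targets were called higher in lin28Tg cells in 15 cases in naive, 6 in activated and 4 in day 5 cells, and called lower in let-7Tg cells in 0, 5 and 0 cases, with 8 at an unadjusted p under 0.05 in naive and again 8 in day 5 cells. In CTLs the replicate block, which called 1752 and 528 DEGs over all tested genes, called 8 in lin28Tg and 1 in let-7Tg cells. In activated let-7Tg cells it called 12 in place of 5 in a model of only the 6 let-7Tg and WT libraries, added after the data were seen.

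**Figure D2:**
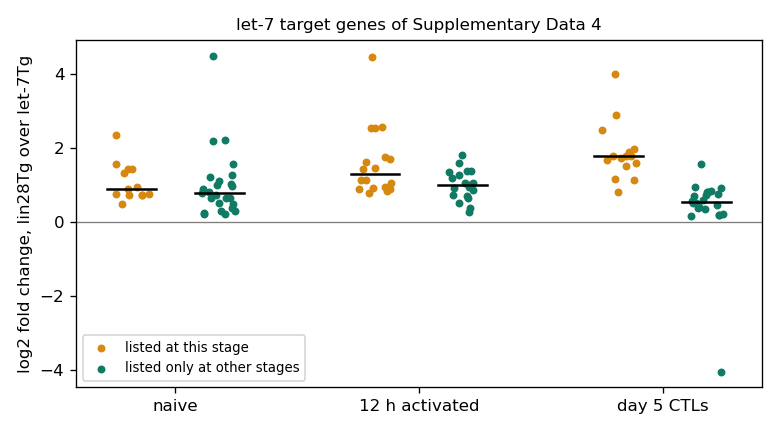
Log2 fold change between lin28Tg and let-7Tg cells (vertical axis) of the targets in Supplementary Data 4 at each stage (horizontal axis), orange for targets listed at that stage and green for targets listed only at other stages, with bars at the medians. The medians of listed targets are 0.90, 1.29 and 1.78, and the lowest point in day 5 CTLs is Ccr7 at -4.03.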

### **Supplementary Data 5:**

List of SYBR Green primers and Taqman assays

# Supplementary material for: Let-7 enhances murine anti-tumor CD8 T cell responses by promoting memory and antagonizing terminal differentiation
**Source:** Nat Commun. 2023 Sep 11;14:5585. doi: 10.1038/s41467-023-40959-7
**Supplement:** Supplementary file 9 — Reporting Summary

Last updated by author(s): Aug 2, 2023

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                 |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | LSRFortessa (Becton Dickinson), QuantStudio 6 Flex Real-time system (Applied Biosciences), Seahorse XFe96 Analyzer (Agilent technologies)                                                                                                                                                                                                                                       |
| Data analysis   | FlowJo 10.8.1, Prism 9 (Graphpad software), Adobe Illustrator (version 27.7), RStudio (R version 4.2.1), GSEA (v4.2.3), Bowtie (v2.0.6), TopHat (v2.0.9), HTSeq (v0.6.1), R packages DESeq2 (v2.1.6.3), PCAtools (v2.8.0), car (v3.1-2), RColorBrewer (v1.1-3), ggplot2 (v3.4.2), EnhancedVolcano (v1.14.0), pheatmap (v1.0.12), dendextend (v1.17.1), Targetscan (version 8.0) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The sequencing data that support the findings of this study have been deposited in the National Center of Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the accession number GSE232541 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE232541>). The gene sets used for GSEA in this study are accessible from MSigDB under GEO accession codes GSE8678 (GSE8678\_IL7R\_LOW\_VS\_HIGH\_EFF\_CD8\_TCELL\_UP (gsea-msigdb.org)) and

GSE10239 (GSE10239\_MEMORY\_VS\_DAY4.5\_EFF\_CD8\_TCELL\_UP (gsea-msigdb.org)). The list of target genes by miRNA were obtained from the TargetScan database (TargetScanMouse 8.0). Source data are provided as a Source Data file.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample size for each experiment is indicated in the figure legends. No statistical method was used to predetermine the sample size for experiments. The minimum sample size was chosen to reach statistical significance compared to control. |
| Data exclusions | No data was excluded from analyses.                                                                                                                                                                                                               |
| Replication     | For all experiments, at least three replicates were analyzed in at least two independent experiments. Experimental findings were reliably reproduced.                                                                                             |
| Randomization   | Mice were allocated to groups based on genotype. For in vivo tumor experiments host mice were age and sex-matched and were randomly assigned to each group.                                                                                       |
| Blinding        | No blinding was used as scoring methods were not subjective but based on quantitative analyses                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involved in the study                              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

### Antibodies

|                 |                                                                     |
|-----------------|---------------------------------------------------------------------|
| Antibodies used | CD8α-Pacific Blue (53-6.7), PRID: AB_493425 (BioLegend, Cat#100725) |
|-----------------|---------------------------------------------------------------------|

CD8 $\alpha$ -APC/Cy7 (53-6.7), PRID: AB\_312753 (BioLegend, Cat#100714)  
 CD8 $\alpha$ -APC (53-6.7), PRID: AB\_312751 (BioLegend, Cat#100712)  
 CD4-Pacific Blue (RM4-5), PRID: AB\_493374 (BioLegend, Cat# 100531)  
 CD44-FITC (IM7), PRID: AB\_493684 (BioLegend, Cat#103021)  
 CD45-PE/Cy7 (30-F11), PRID: AB\_312979 (BioLegend, Cat#103114)  
 CD45.2-FITC (104), PRID: AB\_313443 (BioLegend, Cat#109806)  
 CD45.2-PE (104), PRID: AB\_313445 (BioLegend, Cat#109808)  
 CD62L-PE/Cy7 (MEL-14), PRID: AB\_313103 (BioLegend, Cat#104418)  
 KLRG1-APC (2F1/KLRG1), PRID: AB\_10641560 (BioLegend, Cat#138412)  
 CD127-bio (A7R34), PRID: AB\_2126118 (BioLegend, Cat#135006)  
 PD1-bio (29F.1A12), PRID: AB\_10640124 (BioLegend, Cat# 135212)  
 Tim-3-PE (RMT3-23), PRID: AB\_345378 (BioLegend, Cat# 119704)  
 2B4-bio (m2B4(B6)458.1), PRID: AB\_1626222 (BioLegend, Cat# 133506)  
 CD38-PE/Cy7 (90), PRID: AB\_2275531 (BioLegend, Cat# 102718)  
 CD39-APC (Duha59), PRID: AB\_2750320 (BioLegend, Cat# 143810)  
 CD27-APC (LG.3A10), PRID: AB\_1236460 (BioLegend, Cat# 124211)  
 CXCR3-BV650 (CXCR3-173), PRID: AB\_2563160 (BioLegend, Cat#126531)  
 Phospho-Erk1/2-PE (6B8B69), PRID: AB\_2629704 (BioLegend, Cat# 369505)  
 TNFa-PE/Cy7 (MP6-XT22), PRID: AB\_2256076 (BioLegend, Cat# 506324)  
 IL-10-PE (JES5-16E3), PRID: AB\_315362 (BioLegend, Cat# 505008)  
 CD28-PE (37.51), RRID: AB\_394766 (BD Biosciences, Cat# 553297)  
 CD160-PE (CNX46-3), RRID: AB\_1210733 (Thermo Fisher Scientific, Cat# 12-1601-81)  
 IFNg-APC (XMG 1.2), RRID: AB\_469503 (Thermo Fisher Scientific, Cat# 17-7311-81)  
 TCF-1-AF647 (S33-966), RRID: AB\_2869823 (BD Biosciences, Cat# 566693)  
 Foxo1-PE (C29H4), PRID: AB\_2798437 (Cell Signaling, Cat# 14262)  
 phospho-Akt-PE (D25E6), PRID: AB\_2798327 (Cell Signaling, Cat# 13842)  
 phospho-Akt-APC (D9E), PRID: AB\_2797780 (Cell Signaling, Cat# 11962)  
 Phospho-S6-PE (D57.2.2E), PRID: AB\_10694989 (Cell Signaling, Cat# 5316)  
  
 anti-PD-L1 (10F.9G2), PRID: AB\_10949073 (BioXCell, Cat# BE0101)  
 Rat IgG2b,  $\kappa$  isotype control (LTF-2), PRID: AB\_1107780 (BioXCell, Cat# BE0090)

#### Validation

All antibodies are widely used by research community, are commercially available and have been validated using flow cytometry by the manufacturers, in previous reports and by ourselves in our experiments. Validation and relevant citations can be found on the manufacturer's websites (BioLegend, Thermo Fisher Scientific, BD Biosciences and Cell Signaling):

<https://www.biolegend.com/en-us/products/pacific-blue-anti-mouse-cd8a-antibody-2856>  
<https://www.biolegend.com/en-us/products/apc-cyanine7-anti-mouse-cd8a-antibody-2269>  
<https://www.biolegend.com/en-us/products/apc-anti-mouse-cd8a-antibody-150>  
<https://www.biolegend.com/en-us/products/pacific-blue-anti-mouse-cd4-antibody-2855>  
<https://www.biolegend.com/en-us/products/fitc-anti-mouse-human-cd44-antibody-314>  
<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd45-antibody-1903>  
<https://www.biolegend.com/en-us/products/fitc-anti-mouse-cd45-2-antibody-6>  
<https://www.biolegend.com/en-us/products/pe-anti-mouse-cd45-2-antibody-7>  
<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd62l-antibody-1922>  
<https://www.biolegend.com/en-us/products/apc-anti-mouse-human-klrg1-mafa-antibody-6866>  
<https://www.biolegend.com/en-us/products/biotin-anti-mouse-cd127-il-7alpha-antibody-6269>  
<https://www.biolegend.com/en-us/products/biotin-anti-mouse-cd279-pd-1-antibody-6723>  
<https://www.biolegend.com/en-us/products/pe-anti-mouse-cd366-tim-3-antibody-2657>  
<https://www.biolegend.com/en-us/products/biotin-anti-mouse-cd244-2-2b4-b6-alloantigen-antibody-5918>  
<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd38-antibody-3926>  
<https://www.biolegend.com/en-us/products/apc-anti-mouse-cd39-antibody-16388>  
<https://www.biolegend.com/en-us/products/apc-anti-mouse-rat-human-cd27-antibody-4395>  
<https://www.biolegend.com/en-us/products/brilliant-violet-650-anti-mouse-cd183-cxcr3-antibody-9384>  
<https://www.biolegend.com/en-us/products/pe-anti-erk1-2-phospho-thr202-tyr204-antibody-13590>  
<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-tnf-alpha-antibody-5866>  
<https://www.biolegend.com/en-us/products/pe-anti-mouse-il-10-antibody-944>  
  
<https://www.thermofisher.com/antibody/product/CD160-Antibody-clone-eBioCNX46-3-CNX46-3-Monoclonal/12-1601-81>  
<https://www.thermofisher.com/antibody/product/IFN-gamma-Antibody-clone-XMG1-2-Monoclonal/17-7311-8>  
  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/alexa-fluor-647-mouse-anti-tcf-7-tcf-1.566693>  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-hamster-anti-mouse-cd28.553297>  
  
<https://www.cellsignal.com/products/antibody-conjugates/foxo1-c29h4-rabbit-mab-pe-conjugate/14262>  
<https://www.cellsignal.com/products/antibody-conjugates/phospho-akt-thr308-d25e6-xp-rabbit-mab-pe-conjugate/13842>  
<https://www.cellsignal.com/products/antibody-conjugates/phospho-akt-ser473-d9e-xp-rabbit-mab-apc-conjugate/11962>

<https://www.cellsignal.com/products/antibody-conjugates/phospho-s6-ribosomal-protein-ser235-236-d57-2-2e-xp-rabbit-mab-pe-conjugate/5316>

[https://bioxcell.com/invivomab-anti-mouse-pd-l1-b7-h1-be0101?](https://bioxcell.com/invivomab-anti-mouse-pd-l1-b7-h1-be0101?gad=1&gclid=CjwKCAjw52mBhB5EiwA05YKo4VE_Q0uig7_8WMmLe3HxmKTHZ-O_Jo38OFY8XAfJV0-9lwT4DRSlxoCTYQQAvD_BwE)

[gad=1&gclid=CjwKCAjw52mBhB5EiwA05YKo4VE\\_Q0uig7\\_8WMmLe3HxmKTHZ-O\\_Jo38OFY8XAfJV0-9lwT4DRSlxoCTYQQAvD\\_BwE](https://bioxcell.com/invivomab-rat-igg2b-isotype-control-anti-keyhole-limpet-hemocyanin-be0090)  
<https://bioxcell.com/invivomab-rat-igg2b-isotype-control-anti-keyhole-limpet-hemocyanin-be0090>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                            |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | B16-F10 (ATCC CRL-6475), MC57G (ATCC CRL-2295), EL4 (ATCC TIB-39).                                         |
| Authentication                                                       | Functional authentication: cells were injected subcutaneously into mice and tumor progression was followed |
| Mycoplasma contamination                                             | Cells were tested for mycoplasma by the manufacturer                                                       |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study                                               |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6J (stock no. 000664), Jackson Laboratory<br>B6.SJL- PtprcaPepcb/ BoyJ (stock no. 002014), Jackson Laboratory<br>B6.Cg-Rag2tm1.1Cgn/J (stock no. 008449), Jackson Laboratory<br>Nur77GFP: C57BL/6-Tg(Nr4a1-EGFP/cre)820Khog/J (stock no. 016617), Jackson Laboratory<br>iCre: Tg(tetO-cre)1Jaw/J (stock no. 006224), Jackson Laboratory<br>GzmbCre+ (B6;FVB-Tg(GZMB-cre)1Jcb/J) mice were a generous gift from Dr. Rodriguez<br>P14+Lin28Tg and P14+let-7Tg mice on a Rag2-/- background, Wells et al, 2017<br>R26STOP-Lin28-GFP, generated for this paper<br>GzmbCre+R26STOP-Lin28-GFP, generated for this paper<br>iCre R26STOP-Lin28-GFP, generated for this paper<br>WTNur77GFP, let-7TgNur77GFP and lin28TgNur77GFP, generated for this paper |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Reporting on sex        | Male mice (7-8 weeks old) were used for all in vivo tumor experiments except for one experiment in Fig.5i,j where 8-week-old female mice were used. Both male and female mice (6-10-week-old) were used in in vitro CTL experiments without any bias.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Ethics oversight        | This study was performed in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. All animals were handled according to approved institutional animal care and use committee (IACUC) protocols (#2186, 2955) of the University of Massachusetts.                                                                                                                                                                                                                                                                                                                                                                                                                             |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                             |
|--------------------|---------------------------------------------------------------------------------------------|
| Sample preparation | Single cell suspensions were prepared in cold FACS buffer (PBS+0.5% BSA+0.01% sodium azide) |
| Instrument         | LSRFortessa (Becton Dickinson)                                                              |

Software

FlowJo 10.8.1

Cell population abundance

&gt;95% live cells were analyzed in all experiments

Gating strategy

For all experiments, cells were identified by single cell gating on FSC-A/FSC-H. Then dead cells were removed based on DAPI or Live/Dead fixable Aqua Dead Cell Stain Kit staining.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

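RNA of P14 CD8 T cells from WT, lin28Tg and let-7Tg mice was sequenced at 3 stages, in naive cells, in cells activated for 12 h and in day 5 CTLs, with 3 biological replicates per genotype and stage, 27 libraries in all. RNA was extracted with TRIzol, and a company prepared and sequenced the libraries. The authors deposited 1 table per stage, each with the same 35275 genes and 44 columns. They aligned paired reads with TopHat and Bowtie and counted them per gene with HTSeq. The genome build and the annotation release are not stated. The authors deposited the level of each gene in each library as FPKM, made from the HTSeq counts by dividing by gene length and library total, without scaling between libraries. A signal per group was also deposited by the authors, the mean over the 3 libraries of a group of read counts divided by size factors. The log2 fold changes in the tables are the authors' own, made with DESeq2 from 3 against 3 libraries and shrunken toward 0. The p-values and Benjamini-Hochberg adjusted p-values deposited by the authors come from the same DESeq2 comparisons, and are empty for genes the authors filtered. The tables also give the number of the heatmap cluster of each clustered gene.

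Only the FPKM columns were used to test genes. The authors' signal, log2 and p-value columns served to check the reads and to count shared calls. In each library the FPKM values of a gene are whole reads divided by a gene length and a library total, so that the reads can be recovered. All 462839 values above 0 were whole reads (100.0%), in 25144 genes, and the recovered reads of all 27 libraries added up to the library total. Means of recovered reads differed from the authors' signal by at most 1.6e-09 of the value. On simulated data every read count of 24190 genes was recovered. Libraries held 13862706 to 23591069 counted reads, and 10 reads on a gene of 2 kb correspond to 0.212 to 0.361 FPKM, below which a level rests on few reads. Replicates of a group varied more than counting alone, with a mean chi square per gene between 4.4 and 58.25 over the 27 pairs of replicates. Gene positions and names are from GENCODE M21 on GRCm38, which holds 34490 of the 35275 gene IDs. The authors' gene lengths equal the exon union of that release in only 6564 of 24786 genes (26.5%), so their annotation was another one, and coordinates serve only to place genes. For 141 symbols shared by more than 1 gene ID the gene ID was used.

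Each stage was fitted on its own with limma 3.58.1 in R 4.3.3, on log2 of scaled FPKM plus 0.5. A count model such as edgeR's, planned for read counts, was not used because the authors deposited FPKM and no counts. Scaling factors were trimmed means of log ratios, with 30% of the ratios and 5% of the mean levels trimmed at each end. Genes were tested when they had the equivalent of 10 reads at the median depth in at least 3 libraries and 15 reads over the 9 libraries. One linear model with a term per genotype gave moderated statistics with an intensity trend, and p values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Means and SDs are of unscaled FPKM over 3 libraries, and SE is that of the model. Where all libraries of a group hold 3 reads or fewer, a fold is given as a lower bound against 3 reads. Differences between stages were tested as interactions in one model of all 27 libraries. Other steps ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

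Gene sets were tested with camera in limma at an inter-gene correlation of 0.01, adjusted over 18 tests for the signatures of Supplementary Fig. 2 and over 81 tests for 9 pathway lists written by hand. The pathway lists, for cholesterol synthesis, glycolysis, oxidative phosphorylation, PI3K, Akt and mTOR signaling, antioxidant genes, cell cycle, amino acid supply, unfolded protein and interferon response, stand in for Hallmark sets, which were not at hand. Marker lists for myeloid, B, NK, erythroid, stromal and CD4 cells were written with them. Separate lists of other myeloid, erythroid and type 17 genes and of gamma delta receptor genes, and a list of 7 abundant genes of T cells, were used in tests of explanations. The list genes Trdc, Mars1, Ighd and Ahsp were not found in the tables. The separation of genotypes was tested with an exact permutation test over 280 divisions of 9 libraries. Enrichment by rank used fgsea 1.28.0. Unchanged groups with shared WT libraries were simulated 20 times. Let-7 seed matches were counted in the 3′ UTR of the longest coding transcript.

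The genes named were fixed by a rule. It takes every gene the study names in its text, Fig. 1e, 1g, 1h, 4c, 4d or Supplementary Data 4, and per stage and comparison the 3 called genes with the smallest adjusted p in each direction whose groups do not overlap. For differences between stages it takes the 3 genes with the smallest adjusted p among those called at both stages with opposite signs. The tests, the lists of the 9 pathways and of marker genes, this rule and most alternatives were set before the data were examined. These alternatives were other scalings (median of ratios, and the 75% quantile), no filter or at least 10 reads in every library, a log2 fold change above 1, only the 6 libraries compared, a replicate block, each library left out in turn, fry, camera with estimated correlation and fgsea for sets, other inputs for the principal components, and other seed matches and UTR lengths. A pseudocount of 0.1 or 1 FPKM, no scaling between libraries and limma voom on recovered reads were added after the data were seen, as was a replicate block with only the 6 let-7Tg and WT libraries of activated cells.

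Libraries with the same replicate number were tested for pairing by the correlation, across genes, of their departures from the genotype mean. In day 5 CTLs all 9 same-number pairs correlated, from 0.245 to 0.715 with a mean of 0.447, against a mean of -0.222 for other pairs. In naive (-0.257 to 0.475, mean 0.041) and activated cells (-0.257 to 0.549, mean 0.061) not all of them did. Activated WT and let-7Tg libraries with the same number correlated at 0.24, 0.549 and 0.434, while the same-number pairs with lin28Tg did not. Genes are not independent replicates in these correlations. The numbers are the authors' sample labels, and the paper does not state that they pair animals or cultures. The block is therefore an alternative and not part of the model. A model with the replicate block called 528 genes between let-7Tg and WT CTLs in place of 121, and of 276 results for named day 5 genes 50 changed call, all by being called. With only the 6 libraries of activated WT and let-7Tg cells, a replicate block called 1466 genes in place of 396.

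Model and lists were tested on simulated data with 200 changed genes per stage, made with a log2 fold change of 1. Of these 95%, 97% and 96% were called in naive, activated and day 5 libraries, with a median fold change of 0.9594, 0.9396 and 0.9628 and with 5.5%, 3.5% and 6.3% of called genes unchanged. These shares do not give the power for real genes. The changed genes were drawn only among well-read genes. Their simulated spread between replicates followed from the read level alone, without pairs of libraries. When nothing was changed, 0, 1 and 3 genes were called. For a shifted list camera gave p values of 9e-20, 1.6e-20 and 2.47e-20, and for an unshifted one 0.883, 0.739 and 0.898. Quantitative PCR, flow cytometry, ATAC-seq of other studies, gene ontology and Hallmark enrichment were left out, because their data or references are not part of the deposited files at hand.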

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

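The tests chosen only after the result was seen are those of depth and scaling for effects that change sign between stages, of a lower share of CD8 T cells, of myeloid cells as a source of cell cycle genes, and of the gamma delta receptor genes.

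The difference between lin28Tg and let-7Tg cells was compared between stages with an interaction test, which the paper does not report, and many genes differed. Of 14453 tested genes 3884 had another effect in day 5 CTLs than in naive cells, 3034 another effect in day 5 CTLs than in activated cells and 2001 another effect in activated than in naive cells, against 5365, 4787 and 3879 at an unadjusted p under 0.05. Called at both stages with opposite signs were 358, 292 and 102 genes. Without replicate 2, that is with 1 library fewer per genotype and stage, the first count of sign changes fell to 113, and without replicate 3 the last fell to 15. For E2f2 the effect in CTLs was lower than in naive cells by a difference of -3.51 (SE 0.23, adjusted p = 2.49e-09) and lower than in activated cells by -3.53 (SE 0.23, adjusted p = 1.75e-09). For Stmn1 it was -4.24 (SE 0.27, adjusted p = 2.49e-09) against naive cells, and for Prf1 5.02 (SE 0.37, adjusted p = 6.44e-09). Jade2 and Jarid2 differed between CTLs and activated cells by -1.82 and 2.04 (adjusted p = 1.75e-09 and 2.04e-09), and Jade2, Smc4 and Rab43 between activated and naive cells by 1.89, 1.85 and -1.53 (adjusted p = 1.85e-09, 1.67e-06 and 1.21e-05). In each of these genes, at both stages compared, all 3 lin28Tg values lay on one side of all 3 let-7Tg values, which 10% of genes do by chance at one stage. The tables argue against depth and scaling as the cause of sign changes at large. Of the 752 sign changes, summed over the 3 pairs of stages, 682 were found again with reads thinned to the smallest library of a stage (728 in all) and 591 with no scaling between libraries (783 in all), a setting chosen after seeing the data. RLE scaling gave back 704 (746 in all), but hardly moved the values. Of 100 combined random divisions of the libraries, the true one included, 2 gave as many called genes for CTLs against naive cells, 2 for CTLs against activated cells and 6 for activated against naive cells. The others among them, 1, 1 and 5, kept the true groups at one stage and so carry the difference between genotypes there. The 81 combinations that kept the true groups at neither stage called at most 41, 0 and 2 genes. A change of the effect of let-7 with the stage of differentiation stays open as a hypothesis. So do differences in other cells that the libraries of each stage may carry, which the design confounds with stage.

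Gene lists showed the same kind of difference. Of 27 differences tested, camera called 11, and those called by both camera and fry are described first. The cell cycle list was lower in CTLs relative to the other stages, by a median of -2.13 against naive cells (adjusted p = 1.02e-39) and -2.07 against activated cells (adjusted p = 1.16e-41). Its 50 genes were all higher in lin28Tg than in let-7Tg cells at the first 2 stages, with 3 of 3 libraries apart for 50 genes in naive and 49 in activated cells, while 17 were higher and 33 lower in CTLs. Genes of amino acid supply were higher in CTLs by 0.7 against naive (adjusted p = 3.53e-07) and 0.74 against activated cells (adjusted p = 8.6e-11), and 36 of 38 of them were higher in lin28Tg CTLs. The interferon list was lower by -0.8 (adjusted p = 3.53e-07) and -1.05 (adjusted p = 3.51e-12), with 40 of 49 genes higher in activated and 38 of 45 lower in day 5 lin28Tg cells. The antioxidant list was lower in activated than in naive cells by -0.35 (adjusted p = 0.00431). With fry these 7 differences, chosen by that test too, had adjusted p values from 1.24e-08 to 0.0433. The estimated correlation called only those of the cell cycle (0.0286 for both), and gave 0.309, 0.13, 0.692, 0.499 and 0.692 for the others. The 4 differences called by camera and not by fry were the cholesterol list in CTLs against naive cells (median 0.5, adjusted p = 0.00117, 0.115 with fry), oxidative phosphorylation in CTLs against activated cells (0.22, 2.29e-04, 0.192 with fry) and in activated against naive cells (-0.25, 3.33e-06, 0.115 with fry), and the unfolded protein list in activated against naive cells (-0.35, 0.00467, 0.0635 with fry), with 0.75, 0.853, 0.75 and 0.692 from the estimated correlation. Scaling is argued against for the interferon list, whose difference between CTLs and activated cells stayed at 3.25e-10 or below with RLE scaling and without scaling. The lists are short, their genes move together, and the interferon list in naive cells changed direction in 1 of the comparisons with WT without WT replicate 1 and in the other without WT replicate 3. A response shared by a few cultures or animals therefore stays open for the interferon, amino acid and antioxidant differences beside an effect of let-7 that depends on the stage. No biological explanation was tested for them.

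Myeloid marker genes stood out in the naive lin28Tg libraries. The 25 tested myeloid markers were higher than in WT by a median log2 fold change of 2.42 (2.47 with 1 gene at its lower bound), all 25 called and all 25 with 3 of 3 libraries above the 3 WT libraries. Of the 27 listed genes, 22 reach 1 FPKM in naive WT cells, none is on another marker list and none was picked by the study. Their summed level was 896.2, 2843 and 1537 FPKM in lin28Tg, 400.5, 285.7 and 251.9 FPKM in WT and 400.2, 241.4 and 224.4 FPKM in let-7Tg libraries. The most abundant, Cst3, rose from between 138.8 and 188.8 FPKM in WT to between 382.6 and 719.7 FPKM in lin28Tg libraries. A separate list of 18 other myeloid genes, written before its values were seen and of which 13 reach 1 FPKM in WT cells and 2 are on another list, was higher in 100% of its genes (median 2.27, 17 called). In let-7Tg cells it did not move (median 0.06). A candidate explanation is that more myeloid cells, or RNA from them, entered the naive lin28Tg libraries. A lower share of CD8 T cells at large would raise the markers of all other cells alike. Rank tests over genes, which are not independent replicates, compared the lists. The myeloid list rose more than the NK list (1.03, adjusted p of an exact two-sided rank test 1.94e-07), the CD4 list (0.26, 8.65e-04), the stromal list (1.30, 0.0157) and the B cell list (2.10, 0.0197). This does not exclude a lower share, since 9 of the 12 NK and 5 of the 7 CD4 markers reach 1 FPKM in naive WT libraries, as 22 of the 27 myeloid ones do, and the tables do not show which cells express them, and since 4 of the 8 tested stromal genes lack reads in WT, with which the stromal median is at least 2.59 at their bounds. More myeloid cells and fewer T cells therefore cannot be told apart for B cell and stromal markers. The 7 abundant T cell genes fell by a median of 0.22. A change in the mice that brings other cells into the isolated population is a biological explanation that was not tested.

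Hemoglobin and other erythroid markers were higher in naive lin28Tg than in WT cells, by a median of 2.10 over 6 tested genes (6 higher, 5 called), and lower in let-7Tg cells, by -3.71 (6 lower, 3 called). The marker list sums to 1052, 2012 and 503.3 FPKM in lin28Tg, 297, 244.9 and 154.8 FPKM in WT and 42.56, 4.389 and 9.848 FPKM in let-7Tg libraries, so that all 3 libraries of each genotype showed the direction. Hbb-bs, the most abundant, was at 208 to 807.4 FPKM in lin28Tg libraries. Of the 9 genes 6 reach 1 FPKM in WT, none is on another list and none was picked by the study. In activated cells the medians were 1.83 (0 called, 5 genes at an unadjusted p under 0.05) and -3.14 (3 called lower), and in CTLs, with 2 genes tested, 0.14 and -0.20. If red blood cell RNA were the cause, other erythroid genes would follow. In a separate list of 16 genes, 6 of which reach 1 FPKM in WT and none of which is on another list, 81.8% of the 11 tested were higher in lin28Tg than in let-7Tg cells. Against WT the list moved by 0.41 in lin28Tg and only 0.08 in let-7Tg cells. Carried-over red blood cells and an effect of the genotypes on blood cells or on their lysis cannot be told apart, because mature red blood cells hold little but hemoglobin RNA and the tables do not show which libraries were prepared together.

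Genes of type 17 T cells were higher in lin28Tg cells, seen first in Il17a and other genes with small p values. A separate list of 12 genes, 8 of which reach 1 FPKM in naive WT cells and none of which is on another list or was picked by the study, had a median log2 fold change of 0.89 in activated lin28Tg cells against WT, with 10 of 11 tested genes higher, 4 called and 6 with 3 of 3 libraries above WT. In naive cells it was 1.37 (7 called higher, 1 lower) and in day 5 CTLs 0.17 (0 called higher and 2 lower, 3 higher without overlap). The most abundant of these genes was Tmem176b in naive and Il22 in activated cells. The smallest of these medians, 0.17, came from genes that went both ways, so that it leaves open whether the rise is limited to a few genes chosen for their values. A candidate explanation is type 17 gamma delta T cells in the libraries. Of 9 gamma delta receptor genes, 5 of which reach 1 FPKM in WT, 6 were tested in naive cells and moved by a median of 1.12 in lin28Tg cells (3 called), among them Tcrg-C1 by 2.26 (adjusted p = 0.00201) and Tcrg-C4 by 1.42 (adjusted p = 0.00284). The most abundant was Trdv5. In naive let-7Tg cells, in which the type 17 list had a median of -0.03 against WT with 4 genes higher and 7 lower, they also moved, by 0.79, and in CTLs 2 of the 5 tested were higher and 3 lower in lin28Tg cells (median -0.75, 1 called lower). Trac, a chain of the alpha beta receptor, fell by 1.09 in naive lin28Tg cells (adjusted p = 2.42e-04), and Trbc1 and Trbc2 by 0.47 and 0.43 (adjusted p = 0.0108 and 0.0248). From these values gamma delta cells and a type 17 program within the CD8 T cells cannot be told apart. The gamma delta receptor genes tested are few, and 5 of the 6 in naive cells were also higher in let-7Tg cells, 1 of them called. The paper's Methods give Rag2-/- as the background of the P14 lin28Tg and let-7Tg mice, which bears on whether gamma delta cells could arise in them. The values do not test that. In let-7Tg cells Trac moved by -0.13 (adjusted p = 0.672) and was not called.

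Cell cycle genes were higher in naive and activated lin28Tg cells than in WT. In naive cells all 50 genes were higher (median 1.92, 48 called), and in activated cells all 50 (median 1.33, 36 called), with 3 of 3 libraries above WT for 48 and 47 of them. Of the list 34 genes reach 1 FPKM in naive WT cells and 3 were picked by the study. Dividing myeloid cells could bring such transcripts. For activated cells the tables argue against that as the source. From WT to lin28Tg the summed myeloid markers rose from 135 to 205 FPKM there and from 313 to 1760 FPKM in naive cells, which is 4.88% of the naive rise, while the summed cell cycle genes rose by 113% of their naive rise, from 1810 to 2940 FPKM against 583 to 1580 FPKM. A first form of the test, the median of the myeloid markers in activated lin28Tg cells (0.80), had not settled it. In naive cells lin28Tg replicate 1 had the smallest rise of myeloid markers, 1.55, and still had a cell cycle rise of 1.73. Replicates 2 and 3 had cell cycle rises of 1.90 and 2.16, with myeloid rises of 3.21 and 2.11. Since myeloid markers were raised in all 3 naive lin28Tg libraries, myeloid cells and dividing T cells cannot be told apart there.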

How the results depend on the processing

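The pseudocounts of 0.1 and 1, FPKM with no scaling between libraries, limma voom on recovered reads and, for the overlap with the published clusters, the replicate block were chosen after seeing the data, as was a replicate block with only the 6 let-7Tg and WT libraries of activated cells. The tests of DESeq2 were set as an alternative but not run, since the deposited values are FPKM. The reads recovered from them entered limma voom, the principal components and the filters on low reads. They also entered the thinning to the smallest library of a stage and the lower bounds of folds. Where the text gives no cause for a change, the cause was not tested.

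Scaling moved none of the 9 counts of called genes by more than 1.5 times, with RLE or upper quartile scaling or no scaling. RLE scaling raised the median log2 fold change of the targets listed for naive cells between lin28Tg and WT from 0.42 to 0.447, and left the calls of all signature and pathway tests as they were. A pseudocount of 1 kept every count within 1.5 times. With a pseudocount of 0.1, 73 genes in place of 121 were called between let-7Tg and WT CTLs, and 18 in place of 32 changed in opposite directions.

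Counts with a threshold were lower by construction. With a log2 fold change above 1, the counts for lin28Tg against WT, let-7Tg against WT and lin28Tg against let-7Tg were 1349, 28 and 1542 in naive cells, 372, 69 and 805 in activated cells, and 263, 70 and 958 in day 5 CTLs. With no filter on low reads, let-7Tg cells differed from WT in 42 genes in naive, 82 in activated and 57 in day 5 cells, and lin28Tg CTLs in 343. At least 10 reads in every library left 56 genes between let-7Tg and WT CTLs, 16 with opposite and 1 with the same direction in both comparisons, and 17 of the published clustered genes called in both. In activated cells 8 in place of 4 had the same direction. Under this filter the medians of listed targets were 0.474 for lin28Tg against WT and 0.96 for lin28Tg against let-7Tg in naive cells and 1.744 for the latter in CTLs, 2 listed targets were called lower in let-7Tg CTLs, and targets listed at other stages had a median of -0.245 in naive let-7Tg cells. With only the 6 libraries of the 2 genotypes, which lowers the degrees of freedom, 38 genes were called between let-7Tg and WT in activated cells, and in CTLs 223 for lin28Tg and 1 for let-7Tg. Voom gave 51 genes for let-7Tg against WT in naive cells and 48 in CTLs, 9 with opposite and 10 with the same direction in naive cells, 17 and 1 in CTLs, and 14 and 18 of the published clustered genes.

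The replicate block, in which libraries with the same number share a term, raised the day 5 counts to 1752, 528 and 4732, and the genes with opposite and the same direction to 217 and 15. It called 120 of the published clustered genes of CTLs in both genotypes. All 121 genes called between let-7Tg and WT CTLs without the block were among the 528. In naive and activated cells, where not all same-number pairs resembled each other, it lowered the let-7Tg counts to 71 and 240, the naive genes with opposite direction to 20 and the published clustered genes called in naive cells to 23, and gave 7 activated genes with the same direction. Among named day 5 genes it changed 50 of 276 calls, all of them toward a call, and no other call among them. Activated let-7Tg and WT libraries resembled each other by number in all 3 pairs, and a replicate block with only these 6 libraries, which leaves few degrees of freedom, called 1466 genes in place of 396. Of 54 named results for this comparison it added 11 calls and lost 0, and of 11 gene set tests it changed 2, the memory signature (0.0303, where the other alternatives gave 0.00426 to 0.296) and the unfolded protein list (0.0262, where they gave 0.0131 to 0.683).

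Shares of variance depended on the genes and the scale. With log2 values, PC1 held 83% in naive cells and 80.2% in CTLs, and naive PC2 6.3%. With all tested genes PC1 and PC2 held 50.2% and 22.2% in naive, 51.7% and 30.9% in activated and 71.6% and 15.1% in day 5 cells, and with log2 values of all tested genes PC1 held 72.6%, 55.7% and 52.7% and PC2 17.4% in activated and 19.7% in day 5 cells. With 1 library left out of 9, PC1 lay between 72.2% and 79.1% in naive, 76.9% and 82.8% in activated and 87.7% and 93.8% in day 5 cells, and PC2 between 7.9% and 13.2%, 7.5% and 11.9%, and 3% and 7%.

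Leaving out 1 library moved many counts, which fewer libraries do by construction. Over the 6 fits of a comparison, lin28Tg against WT gave 3008 (without WT replicate 2) to 4133 genes in naive cells, 363 (without lin28Tg replicate 2) to 777 in activated cells and 152 (without lin28Tg replicate 3) to 606 in CTLs. For let-7Tg against WT the counts were 14 (without WT replicate 2) to 61, 5 (without WT replicate 3) to 710 (without let-7Tg replicate 1), and 2 (without let-7Tg replicate 2) to 314 (without WT replicate 3). Between lin28Tg and let-7Tg they were 2265 (without lin28Tg replicate 2) to 3502 in activated cells and 1658 (without let-7Tg replicate 1) to 2832 in CTLs. Genes with opposite direction were 1 (without WT replicate 2) to 30 in naive, 1 (without WT replicate 3) to 98 in activated and 0 (without WT replicate 1, with 468 at an unadjusted p under 0.05) to 58 (without WT replicate 3) in day 5 cells. Genes with the same direction were 6 (without WT replicate 2) to 21, 0 (without WT replicate 2, with 216) to 26 (without let-7Tg replicate 1) and 0 (without WT replicate 1, with 42) to 3. The correlation across genes of the effects ran from -0.224 to 0.09 (without WT replicate 1) in naive, -0.339 to -0.115 in activated and -0.431 to -0.2 in day 5 cells. Genes are not independent replicates in it.

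For targets listed at a stage, medians over the 9 fits that each left out 1 library ran in naive, activated and day 5 cells from 0.375 to 0.446, 0.634 to 0.687 and 0.934 to 1.038 for lin28Tg against WT, from -0.53 to -0.437, -0.645 to -0.572 and -0.914 to -0.704 for let-7Tg against WT, and from 0.819 to 0.945, 1.217 to 1.342 and 1.722 to 1.823 between lin28Tg and let-7Tg. For targets listed only at other stages they ran from 0.529 to 0.67, 0.483 to 0.584 and 0.221 to 0.327, from -0.247 to -0.187, -0.576 to -0.451 and -0.392 to -0.185, and from 0.678 to 0.856, 0.927 to 1.029 and 0.486 to 0.641. All kept their sign. Listed targets called lower in let-7Tg cells were 1 (without WT replicate 2) to 6 in naive, 1 (without WT replicate 3) to 14 in activated and 0 (without WT replicate 1, with 14 at an unadjusted p under 0.05) to 9 (without WT replicate 3) in day 5 cells, and those called higher in lin28Tg CTLs 6 (without lin28Tg replicate 3) to 10. Of targets listed at other stages, 2 (without lin28Tg replicate 2) to 10 (without let-7Tg replicate 2) were called higher in activated lin28Tg cells, 0 (without WT replicate 3, with 13) to 9 (without let-7Tg replicate 1) lower in activated let-7Tg cells, 1 (without WT replicate 1) to 5 higher in lin28Tg CTLs, and 8 (without let-7Tg replicate 1) to 15 between lin28Tg and let-7Tg CTLs.

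Camera with estimated correlation called none of the 18 signature tests. It gave 0.344 for the terminal differentiation signature in naive lin28Tg cells against WT and against let-7Tg, 0.168 and 0.296 in activated cells and 0.296 in lin28Tg CTLs against WT, and 0.296 for the memory signature between activated lin28Tg and let-7Tg cells and 0.344 for lin28Tg CTLs against WT. Other settings brought uncalled memory tests below the threshold. In naive cells lin28Tg against WT reached 0.00449 with fry, 0.0353 with at least 10 reads in every library, 0.05 (rounded up) with the replicate block and 0.00186 with fgsea on signed p values (range 0.00186 to 0.511), and lin28Tg against let-7Tg 0.00449, 0.0423 with at least 10 reads in every library and 0.000594 with fgsea on signed p values (range to 0.306). In activated cells lin28Tg against WT reached 0.0353 with at least 10 reads in every library, 0.0179 with fgsea on signed p values and 0.0169 on fold changes (range to 0.306), and let-7Tg against WT 0.0159 with fry, 0.00426 and 0.0169 with fgsea (range to 0.296). For let-7Tg CTLs against WT fgsea on fold changes gave 0.0169 (range to 0.747), and for lin28Tg against let-7Tg CTLs fry gave 0.0155 and fgsea 0.00186 and 0.000477 (range to 0.344). The terminal differentiation signature between these CTLs reached 0.0163 with fry and 0.000164 and 8.32e-05 with fgsea (range to 0.344).

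Among the 6 fits that each left out 1 library, the memory signature ran from 0.0373 (without lin28Tg replicate 2) to 0.0755 for naive lin28Tg against WT, from 0.0373 (without lin28Tg replicate 2) to 0.0977 against let-7Tg, from 0.0359 (without lin28Tg replicate 1) to 0.144 for activated lin28Tg cells against WT, from 0.0311 to 0.0862 (without WT replicate 1) for lin28Tg CTLs, from 0.0494 (without let-7Tg replicate 3) to 0.734 for let-7Tg CTLs, and from 0.0246 (without let-7Tg replicate 3) to 0.087 between them, where the terminal differentiation signature ran from 0.0311 (without lin28Tg replicate 2) to 0.215. Pathway tests past the threshold were 8, 2 and 11 with fry in naive, activated and day 5 cells and 0, 0 and 0 with the estimated correlation, with 4, 2 and 2 at an unadjusted p under 0.05. The interferon list in naive cells reversed direction with a library left out. For lin28Tg against WT it was called up without WT replicate 1 (0.00764) and down without WT replicate 3 (0.0212), in a range to 0.999, and for let-7Tg it went from called down (6.65e-16 without WT replicate 3) to not called and up (0.766 without WT replicate 1). Of the 81 pathway tests 45 were lost with the estimated correlation, and with fry 27 were lost and 3 gained. In fits with 1 library left out, 22 of 486 pathway values lost and 24 gained a call.

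Differences between stages in the effect of lin28Tg against let-7Tg were called in 2064 genes (day 5 against naive) and 1011 genes (12 h against naive) with at least 10 reads in every library, 229 of the former called at both stages with opposite signs. Under the replicate block 470 genes changed sign between 12 h and day 5 and 164 between naive and 12 h. Over the 3 fits that each left out 1 replicate number, the counts ran from 1859 (without replicate 2) to 2823 for day 5 against naive, 1906 to 2190 for day 5 against 12 h and 382 (without replicate 3) to 1515 for 12 h against naive, and those with opposite signs from 113 (without replicate 2) to 235, 138 (without replicate 2) to 179 (without replicate 1) and 15 (without replicate 3) to 73. All named genes of these differences kept their call and direction in every fit that could be run.

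Among 592 results for named genes, 10 calls were lost and 54 gained with the replicate block, 1 and 5 with RLE scaling, 8 and 4 with upper quartile scaling, 49 and 0 with no filter, 50 and 13 of 583 with only the 6 libraries, 5 and 9 of 541 with at least 10 reads in every library, 14 and 10 with voom, 12 and 10 with no scaling, and the threshold on the log2 fold change gained 0. With 1 library left out, 387 of 3501 values lost and 45 gained a call, and none reversed. Depth limited little. Reads thinned to the smallest library of a stage gave 4502, 111 and 5732 called genes in naive, 988, 337 and 3686 in activated and 552, 129 and 2792 in day 5 cells.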

Differences from the paper's values

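Between let-7Tg and WT CTLs 46 genes were called lower, against the paper's 216, and 75 called higher, against the paper's 286. The DESeq2 results deposited by the authors hold the paper's counts for both genotypes against WT. The gaps in these counts therefore lie in how genes were tested and not in the deposited data. Of the 13 alternatives set before the data were examined for this comparison, the replicate block (256 lower and 272 higher) came within 1.5 times of both values. The fit without WT replicate 3 came within it for the lower genes (168) and not for the higher ones (146). The other 11 stayed at most at 48 lower genes, with RLE scaling, and 88 higher genes, with upper quartile scaling. In lin28Tg CTLs 265 genes were called higher than in WT, against the paper's 428. None of the alternatives set before the data were examined came within 1.5 times, since the replicate block gave 891 and all others at most 276, without lin28Tg replicate 1. Over the comparisons of both genotypes with WT the calls added up to 687, against the paper's 1378. Again none of these alternatives came within 1.5 times, with 2280 for the replicate block and at most 727 for the others. That 727 joins the 606 lin28Tg genes called without lin28Tg replicate 1 with the 121 let-7Tg genes of the full fit. It therefore does not come from a single fit. Genes called in both genotypes against WT were 34, against the paper's 177 clustered genes. The replicate block gave 232, the only alternative set before the data were examined within 1.5 times, and the others reached at most 58, without WT replicate 3.

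For the principal components of CTLs, PC2 held 5.8% of the variance, against the paper's 13%. Of the alternatives set before the data were examined, all tested genes in place of called genes gave 15.1%, within 1.5 times of the paper's value, while log2 values of all tested genes gave 19.7% and the others 3% to 7%. In naive cells PC2 held 8.7%, against about 21% in the paper's Fig. 4a, read by eye. All tested genes gave 22.2%, and the other alternatives 6.3% to 13.2%. In activated cells it held 9.9%, against about 22% in the paper's Fig. 4a, read by eye. There all tested genes gave 30.9% and their log2 values 17.4%, both within 1.5 times, and the other alternatives 7.5% to 11.9%.

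The paper names genes of terminal differentiation as a trait of lin28Tg CTLs. Of those its text names, Eomes, Prdm1, Myb, Batf, Irf8, Ikzf2, Gzma, Gzmm, Tnf, Fasl, Il10, Entpd1, Pdcd1, Cd160, Cd244a and Cx3cr1 were not called between lin28Tg and WT CTLs, and Klrg1 was not tested. The replicate block called Eomes, Gzma, Fasl, Il10, Entpd1, Pdcd1, Cd160 and Cd244a, the fit without lin28Tg replicate 1 Irf8, Cd160 and Cd244a, and the fit without WT replicate 2 Cd244a. Voom, chosen after seeing the values, called Gzma and Cd244a. No setting called Prdm1, Myb, Batf, Ikzf2, Gzmm, Tnf or Cx3cr1 against WT, with log2 fold changes of 0.67, 0.25, 0.27, 1.12, 0.46, 0.01 and 0.36. Against let-7Tg CTLs Prdm1, Myb, Gzmm, Tnf and Cx3cr1 were not called either (adjusted p = 0.186, 0.137, 0.177, 0.917 and 0.104), except Myb without let-7Tg replicate 1 and Gzmm without lin28Tg replicate 1. The paper describes let-7Tg CTLs by memory genes, in contrast to lin28Tg CTLs. Between lin28Tg and let-7Tg CTLs 22 of the 23 genes of Fig. 1h were called, all lower in lin28Tg CTLs. The paper also measured some of these genes by quantitative PCR and as protein. None of the 14 that its text names was called between let-7Tg and WT CTLs, among them Tcf7, Foxo1 and Il7r with log2 fold changes of 0.42, -0.06 and 1.15. The replicate block called Lef1, Id3, Il7r and Bcl2, and the fit without WT replicate 3 called Lef1 and Bcl2. Foxo1 was also not called between lin28Tg and let-7Tg CTLs (adjusted p = 0.416), under any setting. The paper reports Tnfrsf4 as responding to let-7 in CTLs, and in let-7Tg CTLs it was called against WT only with the replicate block (log2 fold change 1.01, adjusted p = 0.0649 without it).

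The paper finds the memory signature in let-7Tg CTLs, and it was not shifted there against WT (adjusted p = 0.314). It was called with fgsea on fold changes (0.0169) and without let-7Tg replicate 3 (0.0494), in a range over the alternatives from 0.0169 to 0.747. The paper finds the effector signature suppressed in let-7Tg CTLs, and the terminal differentiation signature was not lower there than in WT (adjusted p = 0.853, 0.224 to 0.957 over the alternatives, none of which called it). In the comparison of lin28Tg with let-7Tg CTLs camera called neither signature (adjusted p = 0.055 for terminal differentiation and 0.0562 for memory), while fry and both forms of fgsea called each. Terminal differentiation was also called in 4 of the 6 fits that leave out 1 library, all but those without lin28Tg replicate 1 and without let-7Tg replicate 3, and memory without let-7Tg replicate 3. The ranges over the alternatives were 8.32e-05 to 0.344 and 4.77e-04 to 0.344.

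The paper counts mTOR signaling among the pathways that let-7 inhibits most widely. It draws this from Hallmark sets and, outside RNA-seq, from phosphorylation of ERK, AKT and S6, rapamycin treatment and deletion of Rictor. The lists here were written by hand in place of those sets. A list that was not called therefore does not test the Hallmark result. The list for PI3K, Akt and mTOR signaling was not called between lin28Tg and let-7Tg cells in naive (adjusted p = 0.983), activated (0.933) or day 5 cells (0.147), and only fry called it, at day 5 (0.0154, in a range to 0.532). For cholesterol synthesis, which the paper also places among them, the list was called in CTLs and not in naive cells (median log2 fold change -0.06, adjusted p = 0.795) or activated cells (0.221, called without let-7Tg replicate 3 at 0.034 in a range to 0.871). Against WT it was lower in naive lin28Tg cells (-0.22, adjusted p = 0.00863, 22 of 25 genes lower), the reverse of the stated direction, and also lower in naive let-7Tg cells (-0.21, adjusted p = 1.23e-05, 23 of 25 genes lower), the stated direction. Fry called neither (0.0632 and 0.087, in ranges over the alternatives of 0.00645 to 0.62 and 5.21e-10 to 0.532). In activated cells oxidative phosphorylation (0.245) and antioxidant genes (0.701) were not called either, apart from the former without let-7Tg replicate 3 (0.0124 in a range to 0.923).

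For naive cells the paper names genes that let-7 suppresses. Against WT, Pcna, Eif4e2, Eif5a, Slc16a10 and Hk2 were not called lower in let-7Tg cells (adjusted p = 0.0638, 0.0567, 0.124, 0.0508 and 0.168). Pcna was called without let-7Tg replicate 2, and Slc16a10 with at least 10 reads in every library and, in settings chosen after seeing the values, with a pseudocount of 0.1 and with voom. For activated cells the paper gives another such set of genes. Of these Myc, Ezh2, Il12rb2, Il4ra, Jak3 and Stat5b were not called higher in lin28Tg than in WT cells (adjusted p = 0.859, 0.114, 0.275, 0.127, 0.0574 and 0.0525), and Ezh2, Bhlhe40, Notch2, Il12rb2, Il2 and Stat5b were not called lower in let-7Tg cells (0.0805, 0.722, 0.152, 0.237, 0.976 and 0.96), with Bhlhe40 higher by 0.17. Ezh2 and Il12rb2 were called lower in let-7Tg cells only with the replicate block in a model of the 6 let-7Tg and WT libraries, chosen after seeing the data (0.0102 and 0.0127, where the other alternatives gave 0.0655 to 0.227 and 0.101 to 0.509). In lin28Tg cells Ezh2 was called without lin28Tg replicate 1, Jak3 with RLE scaling, at least 10 reads in every library, the replicate block and without WT replicate 3, and Stat5b with RLE scaling, with only the 6 libraries and without lin28Tg replicate 1. FPKM with no scaling called Jak3 and voom Stat5b, both chosen after seeing the values. All of these genes of activated cells were called between lin28Tg and let-7Tg cells.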

Other observations

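The tests chosen only after the result was seen are those of genes called lower and of genes called higher in naive lin28Tg cells, and that of the region around Cd247.

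Other divisions of the libraries were counted beside each result. For the called genes of all 9 comparisons between genotypes, 1 of the 10 divisions of 6 libraries into 3 and 3, the true one, gave as many, a share that 10 divisions cannot bring under 0.1. In day 5 CTLs, where libraries with the same number resemble each other, 4 of the 10 divisions separate all 3 same-number pairs, and of these 1 gave as many called genes in each comparison. The remaining 6 divisions leave a pair on the same side. Of 100 divisions of the 9 libraries of a stage, 1 gave as many genes called in any comparison in naive (6494, highest other 5732), activated (3889, highest other 1845) and day 5 cells (2825, highest other 2160), and 1 at each stage gave as many genes with opposite directions. The calls of pathway lists stood out from other divisions at none of the stages, with 17, 69 and 10 of 100 divisions giving as many, up to 21 calls and a median of 14, 12 and 13. For the terminal differentiation signature, the divisions with as small a p for lin28Tg against WT, let-7Tg against WT and lin28Tg against let-7Tg were 4, 9 and 5 of 10 in naive, 1, 7 and 3 in activated and 3, 9 and 5 in day 5 cells. For the memory signature they were 1, 8 and 3, then 1, 1 and 1, and then 1, 7 and 4 in the same order.

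Libraries differed in the sex of the mice, which the paper does not give per library. In naive WT and let-7Tg cells, replicate 1 held the Y-linked Ddx3y (49.1 and 54.2 FPKM) and replicates 2 and 3 Xist (171, 181, 154 and 205 FPKM). All 3 naive lin28Tg libraries held both, Xist at 71.2, 115 and 68.2 FPKM and Ddx3y at 28.8, 13 and 37.4 FPKM, which a mixture of RNA from male and female mice would give. Of the activated libraries, lin28Tg replicate 3 held both (112 and 15.1 FPKM) and the other 8 Ddx3y without more than 0.112 FPKM of Xist. At day 5 replicate 1 of each genotype held Xist (429, 383 and 476 FPKM) and replicates 2 and 3 held Ddx3y (29.6 to 36.4 FPKM). Mixed sexes might account for the 4628 genes called between naive lin28Tg and WT cells, but with the female share of each library as a term in the model 4436 genes were called, and 10 genes followed the share. Thinning the reads to the smallest library left 4502, which argues against depth. Myeloid cells only dilute T cell transcripts, and 104 genes were called lower by more than 1 on the log2 scale, while 7 abundant T cell genes fell by a median of 0.22, which argues against dilution as the source of these 104. Of the 2526 genes called higher, 1394 or 55.2% had the order of the myeloid level over the 3 lin28Tg libraries, where chance gives 16.7%. Myeloid cells and effects of let-7 in the T cells cannot be told apart for the genes called higher. Myeloid markers were raised in all 3 lin28Tg libraries, and 1 order of 3 libraries can follow other differences between them.

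Libraries with the same replicate number resembled each other in day 5 CTLs, and sex, which splits replicate 1 from the others there, could be the cause. Between replicates 2 and 3 alone, all male, the difference correlated between genotypes over 12612 autosomal genes at 0.311 (WT and lin28Tg), 0.679 (WT and let-7Tg) and 0.286 (lin28Tg and let-7Tg), with genes not independent replicates. This argues against sex as the whole cause. Shared days of culture or of library preparation stay open and were not tested, and no biological explanation was tested.

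Cd247 was higher in lin28Tg than in WT cells at every stage, by 1.59 in naive (adjusted p = 6.65e-06), 2.20 in activated (4.42e-05) and 1.88 in day 5 cells (1.19e-05), in 3 of 3 libraries each. If a change of the region around the gene were the cause, its neighbours would rise too. Of 11 tested genes within 1 Mb, 2, 1 and 0 were called higher at these stages, 3 in all, with a median log2 fold change of 0.11, -0.01 and 0. This argues against a change of the whole region. An effect on Cd247 itself, direct or through other genes, stays open, and no biological explanation was tested.

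Genes that differ between let-7Tg and WT cells clustered in 3 regions, of which the first 2 were examined. Within 10 Mb of Col1a1 on chromosome 11, where the let-7 transgene lies, 19 of 235 tested genes, Col1a1 among them, were called in activated cells against 377 of 12004 elsewhere (one-sided Fisher exact test, p = 2.29e-04, and 5.87e-04 for the 18 of 234 other than Col1a1). Between 30 and 40 Mb of chromosome 17, 14 of 194 were called in naive cells against 110 of 13083 elsewhere (the same exact test, p = 3.37e-09, and 7.33e-07 adjusted over 274 windows of the genome). Of the 14 genes 9 were lower and 5 higher in let-7Tg cells. In this region, chosen with its genes after the values were seen, Gm8810 was at least 46.4-fold and Gm10499 at least 12.1-fold lower, and Gm9574 at least 12.8-fold higher. A candidate explanation is DNA of another mouse strain around these places, which would change the same genes in the same direction at every stage. Near Col1a1 11 of the 18 other called genes kept their sign at both other stages, against 234 of 358 elsewhere, and on chromosome 17 9 of 10 against 77 of 98 (one-sided Fisher exact tests, p = 0.738 and 0.353). A strain variant and an effect of let-7 cannot be told apart in either region, because few called genes lie there and genes called elsewhere keep their sign nearly as often as those on chromosome 17 and at least as often as those near Col1a1. On chromosome 17 reads shared between similar genes of this family also stay open. The third region, between 140 and 150 Mb of chromosome 7, held 6 called genes of 76 in let-7Tg CTLs (adjusted p = 0.0208) and was not tested further. In lin28Tg cells genes were called more often than elsewhere in 6 windows, seen only in the scan of the whole genome and not tested further. Between 40 and 50 Mb of chromosome 6 these were 42 of 68 in naive (adjusted p = 0.00153) and 19 of 64 in activated cells (adjusted p = 2.40e-04). The others were 61 of 119 between 120 and 130 Mb of chromosome 6 in naive cells (0.0241), 16 of 70 between 130 and 140 Mb of chromosome 1 in activated cells (0.0287), and in CTLs 8 of 35 between 110 and 120 Mb of chromosome 13 (0.00942), 11 of 56 between 10 and 20 Mb of chromosome 19 and 4 of 5 between 10 and 20 Mb of chromosome 5 (0.00336 for both).

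Marker lists of other cells at the later stages, in lin28Tg against WT, had the following medians. B cell markers moved by 1.01 in activated cells (7 tested, 1 called) and -0.38 in CTLs, NK markers by 0.67 (9 tested, 2 called) and 0.64 (8 tested, 2 called), CD4 markers by 0.32 (7 tested, 1 called) and 0.10, and myeloid markers in CTLs by 0.74 (6 tested, 1 called). Of the stromal list 1 gene was tested in activated cells (0.61, called) and 4 in CTLs (0.07). Of these lists 8 of 17 B cell, 9 of 12 NK, 5 of 7 CD4, 22 of 27 myeloid and 0 of 14 stromal genes reach 1 FPKM in naive WT cells, none is on another list, and 2 NK genes were picked by the study.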
